# Distinct SOX9 single-molecule dynamics characterize adult differentiation and fetal-like reprogrammed states in intestinal organoids

**DOI:** 10.1016/j.stemcr.2025.102787

**Published:** 2026-01-22

**Authors:** Nike Walther, Sathvik Anantakrishnan, Gina M. Dailey, Anna C. Maurer, Claudia Cattoglio

**Keywords:** transcription factor, SOX9, mouse small intestinal organoid, 2D enteroid monolayer culture, automated live-cell single-molecule tracking, cellular feature extraction and protein diffusion correlation, cellular protein diffusion and self-association, differentiation, fetal-like reversion, cell state transition, transcription factor dosage

## Abstract

Transcription factors (TFs) mediate gene expression changes during differentiation and development. However, how TF biophysical properties and abundance dynamically regulate specific cell state transitions remains poorly understood. Using automated live-cell single-molecule tracking (SMT) in intestinal organoid models, we revealed an expression-level-independent decrease in the fraction of immobile sex-determining region Y box 9 (SOX9) molecules during differentiation from ∼48% to ∼38%, largely dependent on DNA binding. Strikingly, long-term SOX9 overexpression caused organoids to transition from budding to spheroid morphology accompanied by increased proliferation and a loss in gene expression signatures for intestinal identity and function. In this fetal-like reprogrammed state, a larger fraction of partially self-interacting SOX9 molecules (∼61%) binds to DNA. Our results suggest context-dependent SOX9 single-molecule dynamics during adult intestinal differentiation and fetal-like reversion in consequence to long-term SOX9 overexpression. Our work underpins the power of our automated live-cell SMT framework to generate testable hypotheses toward unraveling molecular mechanisms underlying tissue-level phenotypes.

## Highlights

• Heterogenous diffusion behavior of SOX9 across intestinal differentiation states
• Concentration-independent decrease in chromatin-bound SOX9 upon differentiation
• SOX9 overexpression leads to fetal-like reversion and more immobile SOX9 molecules
• Automated SMT in 2D monolayers reveals TF dynamics underlying organoid phenotypes

## Introduction

Gene expression programs are rewired during tissue development and homeostasis to ensure the formation and maintenance of healthy organs. This is accomplished by the differentiation of stem cells into various specialized cell types in a highly spatiotemporally controlled manner. One such regulatory layer is provided by lineage-specific transcription factors (TFs) (Weidemüller et al., 2021). Acting downstream of signaling pathways, TFs bind with co-factors to *cis*-regulatory elements of target genes, inducing or repressing their expression (Cramer, 2019). Misexpression of TFs conferring cell fate decisions can lead to cellular reprogramming and is associated with disease, including cancer (Huilgol et al., 2019; Lee and Young, 2013). It is thus crucial that lineage TFs are expressed in the correct tissue place at the correct dose. However, it remains poorly understood how the abundance and biophysical properties of cell fate-determining TFs change during stem cell differentiation to mature cell types. It is further unclear what TF dosage is tolerated for faithful differentiation and tissue formation, and whether TF overexpression alters their molecular dynamics. To address these questions, TF abundance and single-molecule dynamics need to be probed in differentiating multicellular systems, necessitating the choice of a model system that recapitulates *in vivo* differentiation trajectories and is amenable to live-cell single-molecule imaging across scales.

The mammalian intestine as the fastest renewing organ, which consists of crypts containing intestinal stem cells (ISCs), early progenitor cells, and niche-providing Paneth cells and villi composed of mature cell types, provides such a system: a spatial differentiation hierarchy guides the directional movement of ISCs during differentiation and maturation (Beumer and Clevers, 2016; Gehart and Clevers, 2019) (Figure 1A, left). This feature is recapitulated in *in vitro* tissue models of the gut: in budding structures of 3D mouse small intestinal organoids (mSIOs; enteroids), ISC-containing domains are located at the tips, and differentiating ISCs move inward (Date and Sato, 2015; Sato et al., 2009) (Figure 1A, middle). In 2D enteroid monolayer cultures (EMCs) (Altay et al., 2019; Sanman et al., 2020; Thorne et al., 2018), ISCs in proliferative centers, also containing differentiated Paneth cells, move outward along a radial differentiation trajectory (Thorne et al., 2018) (Figure 1A, right). Such 3D/2D organoid models retain all intestinal epithelial cell types and are amenable to live imaging, which enabled the study of cellular behavior within multicellular tissue-resembling systems (Lukonin et al., 2020; McKinley et al., 2018; Schöneberg et al., 2018; Serra et al., 2019; Tallapragada et al., 2021), including live-cell TF dynamics at the cellular and single-molecule level (Walther et al., 2024).

**Figure 1:**
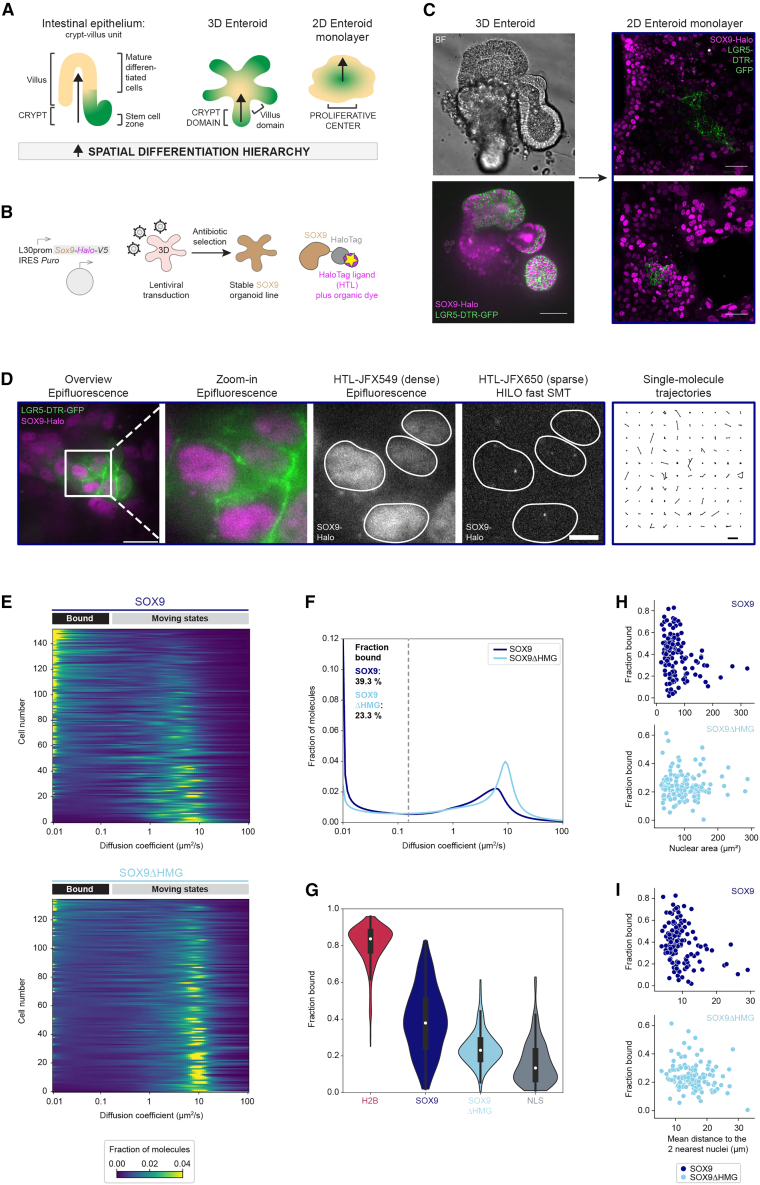
Automated live-cell fast single-molecule tracking in 2D enteroid monolayer cultures reveals a heterogenous diffusive behavior of SOX9-Halo with the fraction of immobile molecules largely depending on DNA binding (A) In the mammalian intestinal epithelium (left), a spatial differentiation hierarchy (arrow) guides directional movement of differentiating intestinal stem cells (ISCs) along the crypt-villus (green-beige) axis, also reflected in *in vitro* models of the intestinal epithelium: in mouse small intestinal organoids (mSIOs; enteroids; middle), ISCs in the crypt domain at bud tips (green) migrate inward upon differentiation, whereas 2D EMCs (right) grow outward from ISC-containing proliferative centers (green). (B) Generation of an organoid line stably expressing a SOX9-HaloTag(Halo)-V5 transgene through lentiviral transduction and antibiotic selection allows fluorescence detection (yellow star) of SOX9-Halo covalently labeled with dye-coupled HaloTag ligands (HTLs). (C) Confocal imaging of mSIOs (left) derived from LGR5::DTR-GFP mice (labeling ISCs/early progenitors [green]) stably expressing SOX9-Halo (magenta) and corresponding 2D EMCs (right) 5 days post-seeding. BF, bright field. Scale bars, 50 μm. (D) Double labeling of SOX9-Halo 2D EMCs with two different HTLs allows bulk labeling for nuclear segmentation (images 1–3 from left; white masks) and sparse labeling for HILO-based fast SMT (image 4; one representative frame of an SMT movie) resulting in single-molecule trajectories (image 5; 100 randomly selected single-molecule trajectories). Scale bars: 20 μm (overview), 5 μm (zoom-in), 1 μm (trajectories). (E) Single-cell diffusion heatmaps for 4 combined automated SMT experiments for SOX9-Halo (dark blue; *n* = 152 cells) and 5 combined manual fast SMT experiments for SOX9ΔHMG-Halo (light blue; *n* = 135 cells). Cells are ordered by decreasing fraction bound (top-bottom). Representative SMT movies in Videos S1 and S2. (F) Mean diffusion spectra for SOX9-Halo (dark blue) and SOX9ΔHMG-Halo (light blue). Bootstrap analysis of combined experiments with *n* = 10, 44, 42, and 56 cells for SOX9 and *n* = 43, 23, 1, 34, and 34 cells for SOX9ΔHMG determined a mean fraction bound (*D* < 0.15 μm^2^/s) of 39.3% (95% confidence interval [CI]: 32.9%–46.7%) and 23.3% (95% CI: 19.5%–28.5%), respectively. (G) Violin plots for fractions bound (white point: median; whiskers: first/third quartile) of Halo-tagged H2B (red), SOX9 (dark blue), SOX9ΔHMG (light blue), and nuclear localization sequence (NLS; gray). SOX9 and SOX9ΔHMG data are the same as in (E) and (F). Data are from 7 H2B and 3 NLS experiments with combined *n* = 367 and *n* = 100 cells (*n* = 65, 30, 12, 50, 123, 81, and 6 and *n* = 12, 47, and 41 cells per experiment). (H and I) Single-cell correlation of SMT-derived fraction bound for SOX9 (top, dark blue) or SOX9ΔHMG (bottom, light blue) with the morphological characteristics nuclear area (H) or mean distance to the two nearest nuclei (I). See also Figure S1.

TFs diffuse in the nucleus in search of their cognate DNA-binding motifs, to which they eventually bind to regulate target gene expression (Cramer, 2019). Diffusion and binding properties of single TF molecules can be measured in live cells by single-molecule tracking (SMT). In contrast to other bulk fluorescence imaging methods (Boka et al., 2021), SMT directly allows the detection, localization, and tracking of individual molecules, enabling the resolution of subpopulations with different diffusive behaviors within the same cell (Dahal et al., 2023). The obtained diffusion spectra provide the following parameters: (1) the diffusion coefficients of differentially mobile subpopulations (e.g., freely, fast, and slowly diffusing) and (2) the fraction of immobile molecules, which, in the case of TFs, are mainly chromatin-bound (fraction bound) (Dahal et al., 2023; Mazzocca et al., 2021).

Highly inclined and laminated optical sheet (HILO)-based SMT has been used extensively to probe TF dynamics in 2D cell culture systems (Chen et al., 2022; Dahal et al., 2025; Ferrie et al., 2024; Hansen et al., 2017; Hsieh et al., 2022; Kuchler et al., 2022; Mazzocca et al., 2023; Szczurek et al., 2024; Zhou et al., 2023), including cancer cells (Chen et al., 2022; Dahal et al., 2025; Ferrie et al., 2024; Mazzocca et al., 2023), embryonic stem cells (Hansen et al., 2017; Hsieh et al., 2022; Szczurek et al., 2024), primary neurons (Zhou et al., 2023), and distinct cell states obtained through directed differentiation protocols (Esbin et al., 2024; Kuchler et al., 2022), but not yet in a cell-type-resolved manner within a multicellular differentiation context. 2D EMCs, as multicellular differentiation systems, are highly heterogenous since they comprise various cell types. To deal with such complexity, we recently developed an automated SMT imaging and analysis pipeline in 2D EMCs that records hundreds of cells and resolves their heterogeneity in TF diffusion correlated with cellular features indicative of differentiation states (Walther et al., 2024). Additionally, we implemented proximity-assisted photoactivation (PAPA)-SMT in 2D EMCs (Walther et al., 2024), a technique probing molecular interactions in live cells at single-molecule resolution (Graham et al., 2022) and thus resolving diffusion parameters of specific molecular complexes (Dahal et al., 2023; 2025; Graham et al., 2025; Walther et al., 2024).

The TF sex-determining region Y (SRY) box 9 (SOX9) exerts important functions in multiple organs (Barrionuevo et al., 2006; Bi et al., 1999; Ming et al., 2022; Poché et al., 2008; Rockich et al., 2013; Seymour et al., 2007; Thomsen et al., 2008; Vidal et al., 2005), including the intestine (Mori-Akiyama et al., 2007), both during embryonic development and adult tissue differentiation. SOX9 mutations and an aberrant SOX9 dosage are implicated in a wide range of diseases, ranging from skeletal dysplasia and sex reversal (Wagner et al., 1994) to colorectal cancer (Abdel-Samad et al., 2011; Prévostel and Blache, 2017).

SOX9 contains a high-mobility group (HMG) box DNA-binding domain (Mertin et al., 1999) and can homodimerize via its dimerization domain (DIM). Dimerization is required for DNA binding and transactivation of cartilage-specific genes (Bernard et al., 2003; Coustry et al., 2010), but it is dispensable in other contexts (Bernard et al., 2003), where SOX9 functions as a monomer.

During mouse intestinal development, SOX9 is expressed in all epithelial cells at E13.5, but it becomes restricted to proliferating progenitor cells at E15.5 (Mori-Akiyama et al., 2007). Upon adulthood, SOX9 is expressed in ISCs, progenitor cells, and secretory Paneth cells (Mori-Akiyama et al., 2007). Here, SOX9 is required for progenitor cell maintenance (Blache et al., 2004) and Paneth cell differentiation (Bastide et al., 2007; Mori-Akiyama et al., 2007), whereby distinct SOX9 expression levels characterize various cell populations within the murine small intestinal crypt (Formeister et al., 2009).

Due to its diverse roles and expression levels during intestinal differentiation and beyond, we chose SOX9 to study how abundance and diffusive behavior of a cell fate-conferring TF change during differentiation. Using our automated SMT pipeline (Walther et al., 2024), we investigated the dynamics of SOX9 under homeostatic conditions in differentiating 2D EMCs. By directly recording cell type markers, we determined an expression-level-independent correlation between the fraction of immobile SOX9 molecules and the progression of differentiation, largely dependent on DNA binding. We further observed that long-term overexpression of SOX9 in mSIOs causes a change in organoid morphology, accompanied by increased proliferation, as well as a loss of intestinal gene expression signatures and the acquisition of a regenerative fetal-like gene expression program. Applying our (PAPA)-SMT pipelines (Walther et al., 2024) to 3D spheroids and spheroid-derived 2D EMCs, we observed increased DNA occupancy by SOX9 and evidence of oligomerization. Our results suggest context-dependent molecular dynamics of SOX9 during differentiation in adult intestinal homeostasis and upon SOX9 overexpression-induced fetal-like reprogramming.

## Results

### Automated fast SMT in live 2D EMCs reveals heterogenous SOX9-Halo diffusion across differentiating cells independent of expression levels

To use SOX9 for interrogating the diffusive behavior of a cell fate-conferring TF in the intestinal differentiation paradigm (Figure 1A), we used lentiviral transgene delivery (Figure 1B) to generate a stable mSIO line expressing SOX9-Halo from a weak ubiquitous L30 promoter (Chen et al., 2022). Nuclear SOX9-Halo expression in 3D mSIOs and 2D EMCs derived thereof was confirmed by live imaging (Figure 1C) after covalent labeling of the HaloTag (Halo) with HaloTag ligands (HTLs) coupled to bright and photostable dyes (Figure 1B) (Grimm et al., 2017), which was also key for SMT (Figure 1D). Here, we used HILO-based live-cell fast SMT on a total internal reflection fluorescence (TIRF) microscope and employed a stroboscopic illumination scheme to reduce motion blur (Dahal et al., 2023; Hansen et al., 2017). As previously observed for a different lineage TF in this system (Walther et al., 2024), a typical manual fast SMT experiment of 10 randomly selected cells did not provide a conclusive picture about the SOX9-Halo diffusion behavior in these heterogenous EMCs (Figures S1A and S1B), demonstrating the need to acquire larger datasets. We thus used our previously developed automated SMT pipeline (Walther et al., 2024) to acquire hundreds of cells (Figures 1D and 1E, top; Figure S1E). Bulk-labeled SOX9-Halo (Figure 1D, subpanels 1–3) allowed the automated detection of nuclei and triggered an SMT sequence in another channel with SOX9-Halo sparsely labeled with a second HTL-coupled fluorophore (Figure 1D, subpanel 4) to obtain typically hundreds to thousands of single-molecule trajectories with an average trajectory length of ∼3–5 localizations (Walther et al., 2024) (Figure 1D, subpanel 5; for tracking statistics, see methods). Automated SMT in hundreds of randomly chosen cells confirmed a large heterogeneity in the diffusive behavior of SOX9-Halo with cellular diffusion peaks ranging from freely diffusing (*D* ∼10 μm^2^/s) to immobile (*D* ∼0.01 μm^2^/s) (Figure 1E, top; Figure S1E) and an average fraction of immobile (*D* < 0.15 μm^2^/s; diffusion behavior indistinguishable from that of histone H2B-Halo (Walther et al., 2024; for details, see methods) SOX9-Halo molecules of 39.3% (95% confidence interval [CI]: 32.9%–46.7%; Figures 1F and 1G). Notably, cell-to-cell differences in the fraction bound covered the whole spectrum between the average fractions bound determined for the immobile H2B-Halo (83.7%; 95% CI: 81.4%–85.9%) and freely diffusing Halo-nuclear localization sequence (NLS; 19.2%; 95% CI: 15.0%–23.2%) controls (CTRLs) (Figures 1G and S1I). On a cell-by-cell basis, the fractions bound of SOX9-Halo did not correlate with the average nuclear SOX9-Halo intensity (Figure S1G), a proxy for transgenic SOX9-Halo levels, arguing against heterogeneity being caused by variable transgene expression in the initially polyclonal organoid line.

### Immobile SOX9-Halo molecules largely reflect DNA binding

A plausible explanation for the observation of immobile states of TFs in the cell nucleus is TF binding to DNA. To test whether this is the case for the immobile SOX9-Halo molecules detected by SMT, we transiently expressed a SOX9-Halo mutant lacking the HMG DNA-binding domain (SOX9ΔHMG-Halo) in wild-type (WT) organoid-derived 2D EMCs via recombinant adeno-associated viral (rAAV) vector delivery (Benyamini et al., 2023) (Figures S1C and S1D). Automated fast SMT of SOX9ΔHMG-Halo revealed a more uniform diffusive behavior (Figure 1E, bottom; Figures 1G and S1F) with a lower average fraction bound of 23.3% (95% CI: 19.5%–28.5%) compared to full-length SOX9-Halo (Figures 1F and 1G; *p* value of fraction bound distribution comparison between SOX9 and SOX9ΔHMG: 7.03e−14) independent of its nuclear expression level (Figure S1H). Hereby, most cells were characterized by a diffusion peak in the freely diffusing range, confirming that the measured immobile fraction largely represents SOX9-Halo molecules bound to DNA. Nevertheless, the average fraction bound of SOX9ΔHMG-Halo did not fully decrease to the 19.2% determined for the Halo-NLS freely diffusing CTRL (Figures 1G and S1I), suggesting that additional SOX9 protein domains might contribute to the bound fraction measured by SMT.

### Cells with more immobile SOX9-Halo molecules display morphological features of intestinal stem/early progenitor cells in 2D EMCs

Hypothesizing that the observed cell-to-cell heterogeneity in the diffusive behavior of SOX9-Halo might reflect differentiation states, we inspected our single-cell diffusion data with respect to nuclear area and the mean distance of a nucleus to its two nearest nuclei, two parameters extracted from our images that we previously found to be correlated with differentiation (Walther et al., 2024). For SOX9-Halo, we indeed identified a subpopulation of cells with smaller nuclei or a smaller nearest-nuclei distance, indicative of stem/early progenitor cells in proliferative centers (Walther et al., 2024) (Figure 1C, right), which was characterized by larger fractions bound (Figure 1H, top). In contrast, a subpopulation of cells with larger nuclei or a larger nearest-nuclei distance, indicative of differentiated cells further away from proliferative centers (Walther et al., 2024) (Figure 1C, right), was characterized by a smaller fraction bound (Figure 1I, top). These subpopulations with distinct diffusive and morphological features were not discernible for the SOX9ΔHMG-Halo mutant (Figures 1H and 1I), suggesting that the immobile fraction of SOX9-Halo in stem/early progenitor cells mainly reflects DNA binding.

### DNA binding of SOX9-Halo decreases upon intestinal differentiation

To directly test our observation of distinct diffusive subpopulations with morphological characteristics indicative of differentiation states, we implemented the recording of fluorescent cell type markers and marker-based cell classification in our SMT pipeline (Walther et al., 2024). Using the green fluorescent ISC/early progenitor marker LGR5, present in our SOX9-Halo organoid line derived from LGR5::DTR-GFP mice (Tian et al., 2011), we classified the SOX9-Halo population into LGR5-positive (LGR5^+^) stem/early progenitor cells and LGR5-negative (LGR5^−^) late progenitor/differentiated cells (Figure 2A). The average fraction bound of SOX9-Halo decreased during differentiation from 48.2% (95% CI: 44.2%–52.3%) in stem/early progenitor cells to 38.1% (95% CI: 31.9%–44.5%) in late progenitor/differentiated cells (Figures 2B and 2C, right; Figures S2A, S2B, and S2C, bottom; *p* value of SOX9 fraction bound distribution comparison between LGR5^+/−^: 0.055). Such decrease was also apparent upon hierarchical clustering of LGR5^+/−^ single-cell diffusion spectra together (Walther et al., 2024) (Figures S2D–S2G). Notably, cell-to-cell variability persisted within both LGR5^+/−^ subpopulations (Figure 2C, right; Figures S2A, S2B, and S2C, bottom), indicating a potentially more complex grading of the SOX9 diffusion behavior into cell states and types within these heterogenous subpopulations. As observed for the whole population (Figure S1G), the differences in the diffusive behavior of SOX9-Halo were independent of its expression level in both LGR5^+/−^ subpopulations (Figure 2D). Importantly, for both H2B-Halo and Halo-NLS immobile and freely diffusing CTRLs, respectively, no difference in the diffusive behavior was measured between LGR5^+/−^ subpopulations (Figures S2H and S2I; *p* values of fraction bound distribution comparisons between LGR5^+/−^: H2B, 0.125; NLS, 0.914), further supporting that the observed difference in the SOX9-Halo diffusion behavior stems from differentiation and not from other differences between stem and differentiated cells, such as nuclear size or crowding. Notably, the LGR5^+^ subpopulation was characterized by smaller nuclei and a smaller nearest-nuclei distance in comparison to the LGR5^−^ subpopulation (Figure 2C, left; Figure S2C, top), further validating our cell morphology-based approach for an approximated discrimination of undifferentiated from differentiated cells in 2D EMCs (Walther et al., 2024) (Figures 1H and 1I). Nevertheless, we noted some LGR5^−^ cells with smaller nuclei and larger fractions bound (Figure 2C), for which one possible explanation could be differentiated Paneth cells residing within proliferative centers. Taken together, consistent with SOX9 functioning and natively being expressed in the proliferative intestinal crypt, our results suggest that the LGR5^+^ subpopulation is characterized by more SOX9-Halo molecules bound to DNA, possibly resulting from the occupancy of more DNA-binding sites.

**Figure 2:**
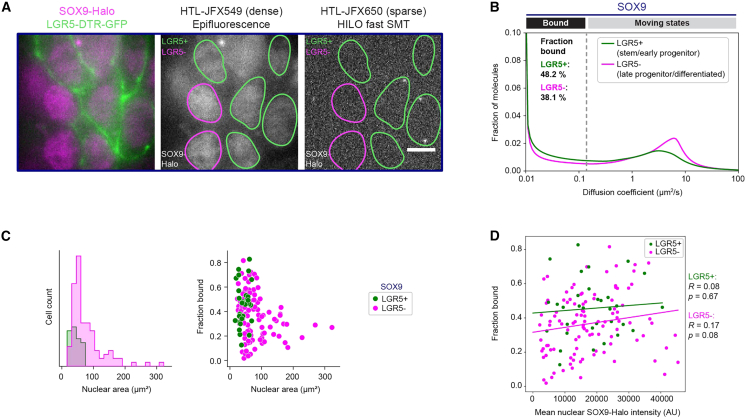
LGR5-based distinction of differentiation states demonstrates an expression-level-independent decrease in the fraction of immobile SOX9-Halo molecules upon differentiation (A) The green fluorescent LGR5-DTR-GFP marker enables classification into stem/early progenitor (LGR5^+^) and late progenitor/differentiated cells (LGR5^−^) for SMT in 2D EMCs. Left: epifluorescence of bulk-labeled SOX9-Halo (magenta) and LGR5-DTR-GFP (green); middle: epifluorescence of bulk-labeled SOX9-Halo (gray) with segmented nuclear masks color-coded according to classification into LGR5^+/−^ (green/magenta) categories; right: representative frame of a fast SMT movie of sparsely labeled SOX9-Halo (gray) with same classified masks depicted. Scale bars: 5 μm. Representative SMT movie in Video S3. (B) Mean diffusion spectra of SOX9-Halo for LGR5^+/−^ (green/magenta) subpopulations. Bootstrap analysis of 4 combined experiments with *n* = 3, 21, 2, and 10 LGR5^+^ and *n* = 7, 23, 40, and 46 LGR5^−^ cells determined a mean fraction bound of 48.2% (95% CI: 44.2%–52.3%) and 38.1% (95% CI: 31.9%–44.5%), respectively. Comparison of the fraction bound distributions between LGR5^+^ and LGR5^−^ cells yielded a *p* value of 0.0554. (C) Left: nuclear area distribution of LGR5^+/−^ (green/magenta) cells extracted from SMT data. Right: single-cell correlation of SMT-derived fraction bound with nuclear area for LGR5^+/−^ cells. (D) Fractions bound for each cell plotted against the mean nuclear SOX9-Halo intensity for LGR5^+/−^ cells. Correlations (fitted lines) were computed for each subpopulation; Pearson correlation coefficients (*R*) and *p* values are indicated. The data in (B)–(D) are the same as in Figures 1E–1I, 5C, S1E, S1G, S1I, and S2A–S2G. See also Figure S2.

### Long-term overexpression of SOX9-Halo results in a proliferative cell state transition accompanied by an organoid morphology change to spheroids devoid of signatures for intestinal identity and function

Prolonged culture of a stable SOX9-Halo organoid line resulted in progressive changes in organoid morphology: starting from the initially typical budding morphology (until ∼10 weeks after line establishment [LE]), organoids got rounder with smaller buds (∼15–25 weeks after LE) and finally completely spherical (∼30 weeks after LE) (Figures 3A and S3A, left). In contrast, non-transduced WT organoids continued to grow as budding structures until our longest observed culture time of ∼22 weeks (Figure 3A). This morphological change in 3D SOX9-Halo organoids was also reflected in 2D EMCs derived from them, which were characterized by smoother edges of the monolayer in comparison to WT EMCs (Figure 3A) and grew to complete confluency (Figure S3A, right), suggesting a loss in cell contact inhibition. While SOX9 expression was no longer restricted to proliferative centers (Figure 3B, left) (Mori-Akiyama et al., 2007), as expected for ubiquitous SOX9-Halo transgene expression, the average expression level of total (endogenous plus transgene) SOX9 protein in spheroids was only ∼2.3× higher than the endogenous SOX9 level in proliferative centers of WT organoids (Figure 3C, left), while the average SOX9-Halo transgene expression level was similar to that in budding SOX9-Halo organoids (Figure 3C, right). Notably, SOX9 spheroids were characterized by on average larger nuclei (Figure 3D, left) and a larger nearest-nuclei distance (Figure 3D, right) than WT organoids, indicative of a more differentiated cell population (Walther et al., 2024) (Figures 2C and S2C). Despite such morphology, spheroids contained more (76.4%) proliferative cells than WT organoids (51.1%) as determined by immunofluorescence (IF) for the proliferation marker KI67 (Miller et al., 2018) (Figures 3B, right, and 3E), consistent with the described role for SOX9 in maintaining proliferative progenitor cells (Blache et al., 2004). This increased proliferative capacity was accompanied by several aberrant cell division phenotypes, e.g., fusion of two or more nuclei, micronuclei, and fragmented nuclei (Figure S3B).

**Figure 3:**
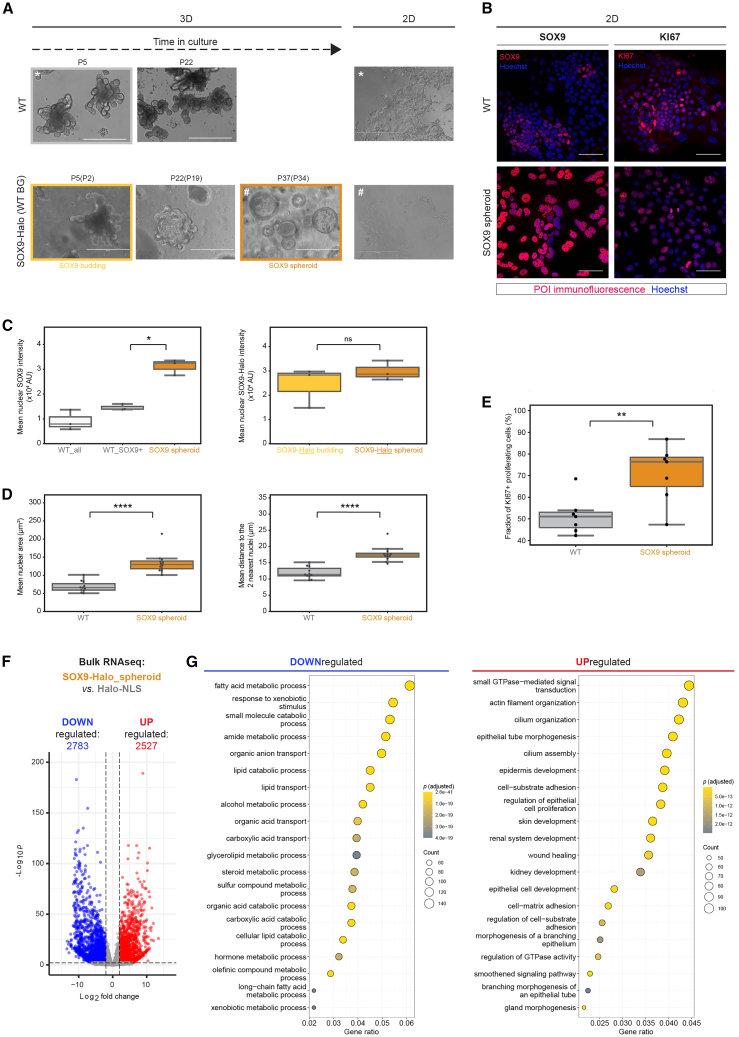
Long-term overexpression of SOX9-Halo in enteroids results in an organoid morphology change coinciding with a proliferative cell state transition and a loss of gene expression signatures for intestinal identity and function (A) In contrast to wild-type (WT) organoids (top), stable SOX9-Halo organoids (WT background; bottom) transitioned from budding to spheroid morphology upon long-term culture. This morphology change of 3D organoids (left) is also reflected in 2D EMCs derived from them (right). Epifluorescence images 5 days post-seeding with organoid passage number P(P) after crypt isolation (after lentiviral transduction to make stable line) indicated. ^∗^/# denotes the passage of 2D EMC derivation from 3D organoids. Scale bars: 400 μm. (B) Confocal images of 2D EMCs derived from WT organoids (top) or SOX9-Halo spheroids (bottom) immunostained (red) for SOX9 (left) or the proliferation marker KI67 (right) and co-stained with Hoechst (blue) 5 days post-seeding. Scale bars: 50 μm. (C) Quantification of total (left) or transgene (right) SOX9 protein levels in 2D EMCs derived from WT (gray), SOX9-Halo_budding (yellow), or SOX9-Halo_spheroid (orange) organoids based on fixed and immunostained (left) or live and HTL-stained (right) confocal images 5 days post-seeding. Total SOX9 levels: 3 FOVs with 613 cells (309 SOX9^+^, 304 SOX9^−^) (WT), 3 FOVs with 337 cells (SOX9_spheroid). Transgene SOX9-Halo levels: 3 FOVs with 864 cells (SOX9_budding), 3 FOVs with 537 cells (SOX9_spheroid). (D) Quantification of nuclear area (left) and mean distance to the two nearest nuclei (right) in 2D EMCs derived from WT organoids (gray) or SOX9-Halo spheroids (orange) 5 days post-seeding based on confocal images (WT: 13 FOVs, 1,821 cells; SOX9_spheroid: 16 FOVs, 1,681 cells). (E) Percentage of KI67^+^ proliferative cells in 2D EMCs derived from WT organoids (gray) or SOX9 spheroids (orange) quantified from confocal images as in (B). WT: 7 FOVs, 752 cells; SOX9_spheroid: 7 FOVs, 648 cells. For (C)–(E), each point represents one FOV; median: gray line, first/third quartile: whiskers; statistical testing based on Mann-Whitney U tests (see methods for details); ns, non-significant, *p* > 0.5; ^∗^*p* ≤ 0.5; ^∗∗^*p* ≤ 0.01; ^∗∗∗∗^*p* ≤ 0.0001. (F and G) Bulk RNA-seq experiment of SOX9-Halo spheroids versus Halo-NLS control (CTRL) organoids in biological triplicates. (F) Volcano plot displaying differentially expressed genes (DEGs; adjusted *p* value ≤ 0.01, fold change ≥2 and mean counts ≥10; red/blue: up-/downregulated). (G) Gene ontology (GO) analysis of the top 20 biological pathways enriched in DEGs down- (left, blue) or upregulated (right, red) with adjusted *p* values and gene counts indicated. Bulk RNA-seq data are the same as for Halo-NLS and SOX9-Halo spheroid samples in Figures 4B–4D, S4, and S5. See also Figure S3.

To reconcile the seemingly opposing effects of long-term SOX9-Halo overexpression, we performed bulk RNA sequencing (RNA-seq) of SOX9-Halo organoids in comparison to CTRL organoids stably expressing Halo-NLS, revealing thousands of differentially expressed genes (DEGs) (Figure 3F). 

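Poly-A RNA was sequenced from mouse small intestinal organoids that stably expressed either SOX9 fused to the HaloTag or, as the control, the HaloTag fused to a nuclear localization signal (Halo-NLS). Each condition had 3 libraries, made from organoids 5 days after seeding. The Halo-NLS organoids were at passage 11 after crypt isolation and 8 after transduction, and the SOX9-Halo spheroids at passage 52 and 49, each within 2 passages. The authors aligned the reads to the mouse genome (mm39, which is GRCm39) with STAR, kept uniquely aligned reads and counted them on genes with HTSeq without regard to strand. The deposited counts were not normalized. Between 29136361 and 34358432 reads per Halo-NLS library were counted on genes (median 31504356), and between 28062722 and 34387436 per SOX9-Halo spheroid library (median 33491297). Over the 15 libraries of the series, which has 5 conditions, a further 9.65% to 13.6% of the reads lay on more than 1 gene and were not counted. Genes that overlap on opposite strands therefore lost or shared reads. A gene with no count in a library may have had up to 3 counts at this depth, a limit that covers counting error only because the reads carried no molecular identifiers. Counts were scaled with edgeR's TMM method, and all 15 libraries were fitted together with 1 coefficient per condition. Of the 78298 genes listed, 17560 passed edgeR's filter on low counts and were tested. A differentially expressed gene (DEG) had an adjusted p of at most 0.01, a fold change of at least 2 and a mean normalized count of at least 10, which are the thresholds the paper states.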

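In SOX9-Halo spheroids relative to Halo-NLS organoids, 2392 genes were upregulated and 2682 downregulated (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For 5064 of these 5074 DEGs, the 3 spheroid libraries all lay above or all below the 3 Halo-NLS libraries, which held for 54.8% of all genes tested and is 10% by chance. The choice that moved these counts most was a log2 fold change of at least 2, under which 1359 genes were upregulated. Scaling by library sizes alone shifted the median of all genes to 0.30 on the log2 scale and turned the balance of directions, with 3102 genes upregulated and 2229 downregulated. It also turned with no low-count filter (3032 and 2633) and without Halo-NLS replicate 1 (3146 and 2720). Sox9 (ENSMUSG00000000567, chromosome 11 from 112673009 to 112678586) had a normalized count of 13389 ± 2483 (SD, n = 3) in spheroids and 529.7 ± 232 (SD, n = 3) in Halo-NLS organoids. Its log2 fold change was 4.66 (standard error 0.64, adjusted p = 2.7e-05), and it stayed between 4.38 and 5.04 with each library left out in turn. Counts per gene do not separate transgene from endogenous Sox9 reads. Among DEGs with a mean normalized count of at least 100 over the 6 libraries and no overlap between the conditions, the largest fitted rises were those of Hspb8 (ENSMUSG00000041548, chromosome 5 from 116546409 to 116561084), Aqp5 (ENSMUSG00000044217, chromosome 15 from 99488532 to 99492710) and Chit1 (ENSMUSG00000026450, chromosome 1 from 134038972 to 134079278). All of their Halo-NLS libraries held at most 3 counts, so that the rise was at least 707-fold for Hspb8, 1363-fold for Aqp5 and 927-fold for Chit1. The largest falls were those of Reg3a (ENSMUSG00000079516, chromosome 6 from 78357692 to 78360810), Ceacam18 (ENSMUSG00000030472, chromosome 7 from 43284131 to 43300043) and Chp2 (ENSMUSG00000030865, chromosome 7 from 121807809 to 121823871). They fell to at most 3 counts per spheroid library, and the fall was at least 688-fold for Reg3a, 637-fold for Ceacam18 and 499-fold for Chp2.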

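Genes of metabolism and transport were examined as lists of gene symbols in SOX9-Halo spheroids relative to Halo-NLS organoids. Each list was tested against all other genes with camera, which compares the list's statistics with those of the rest at a preset correlation between genes of 0.01. False discovery rates (FDR) were adjusted over the 32 lists with at least 3 tested genes. The 15 digestive enzymes of the brush border had a median log2 fold change of -8.65 and 14 downregulated DEGs (FDR 1.7e-13). With genes near 0 counts in spheroids set to the smallest fall their counts allow, this median was -8.49. Among its most abundant members, Sis fell by 10.10 and Mgam by 5.01 on the log2 scale, whereas Anpep did not change detectably (0.33, adjusted p = 0.48 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 125 enzymes of xenobiotic metabolism had a median of -3.16 (-2.70 with the bounds), with 17 up- and 78 downregulated DEGs (FDR 5.8e-15). For 58 genes of lipid metabolism and transport the median was -1.21 (-1.07 with the bounds; FDR 3.6e-06), and the abundant member Fabp1 fell by 11.14. Transport genes moved less. The 286 solute carriers had a median of -0.48 and 38 up- and 100 downregulated DEGs (FDR 4.8e-04), and 37 ABC transporters a median of -0.47 (FDR 0.018). Respiratory chain genes (99 genes) had a median of -0.89 (FDR 1.3e-06). All of these lists also passed an FDR of 0.05 with fry, a rotation test of the list alone. With the correlation estimated from the data instead of preset, the brush-border enzymes still passed (FDR 0.042), and the other lists did not, with FDR values from 0.16 to 0.42.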

Gene Ontology (GO) analysis of the 2,783 genes downregulated in spheroids revealed the top 20 biological processes to be metabolic and metabolite transport processes (Figure 3G, left), pointing toward a loss of the intestinal epithelial function in nutrient absorption and metabolism. Conversely, GO analysis of the 2,527 upregulated genes revealed pronounced association with epithelial morphogenesis and the development and differentiation of various non-intestinal tissues and organs (Figure 3G, right), indicating a loss in intestinal identity and the activation of a gene expression program resembling embryonic-like development. 

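Gene lists of epithelial and tissue development were compared between the same SOX9-Halo spheroid and Halo-NLS libraries. The 36 keratins and epidermal genes tested had a median log2 fold change of 1.55 with 15 up- and 1 downregulated DEGs (camera FDR 5.6e-05). Keratins of simple epithelia went both ways, with Krt18 at 1.58 (adjusted p = 3.9e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Krt8 at -0.48 (adjusted p = 0.095). Of the 10 squamous epithelial genes, 7 were upregulated DEGs and none was downregulated, with a median of 4.61 (4.16 with genes near 0 counts set to their bounds; FDR 5.5e-07). The 9 gastric genes had a median of 0.58 (FDR 0.048), with Vsig1 at 9.23 and Atp4a at -2.42, and no longer passed with library sizes alone (FDR 0.088) or with the GC content trend of each library removed (FDR 0.059). Cartilage genes bound by SOX9 did not pass as a list (8 genes, median 0.20, FDR 0.22). Nor did the hedgehog pathway (8 genes, median 0.64, FDR 0.24), although fry gave it an FDR of 0.0077. Under an estimated correlation the keratins kept an FDR of 0.042 and the squamous list one of 0.064. The paper reads the functions of the downregulated genes as pointing towards a loss of absorptive and metabolic function, and those of the upregulated genes as a sign of lost intestinal identity and of a programme that resembles embryonic development.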

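Lists for cell adhesion, the actin cytoskeleton and the cilium were tested in SOX9-Halo spheroids against Halo-NLS organoids with camera. The 45 integrins, laminins and collagens had a median log2 fold change of 1.72, with 21 up- and 6 downregulated DEGs (FDR 6.3e-06). Their 3 most abundant members all rose, Itgb4 by 2.19, Itgb1 by 2.02 and Lama5 by 6.15 on the log2 scale. The 74 cilium genes had a median of 0.83 and 25 up- and 8 downregulated DEGs (FDR 0.0037), although the most abundant of them, Ift20, had a log2 fold change of -0.68 (adjusted p = 0.025 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Regulators of small GTPases, which organize the cytoskeleton, had a median of 0.75 over 85 genes (FDR 0.018), and an FDR of 0.052 without Halo-NLS replicate 3. The 55 actin cytoskeleton genes did not move as a list. Their median was 0.09, with 16 up- and 9 downregulated DEGs, and camera's statistic pointed downwards (FDR 0.99) with TMM scaling and upwards with RLE scaling (DESeq2's size factors). Of the abundant members, Myh14 fell by 1.44 and Myh9 and Actn4 did not change detectably (adjusted p = 0.19 and 0.23). With an estimated correlation only the integrin list of these 4 passed (FDR 0.045).

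**Figure D1:**
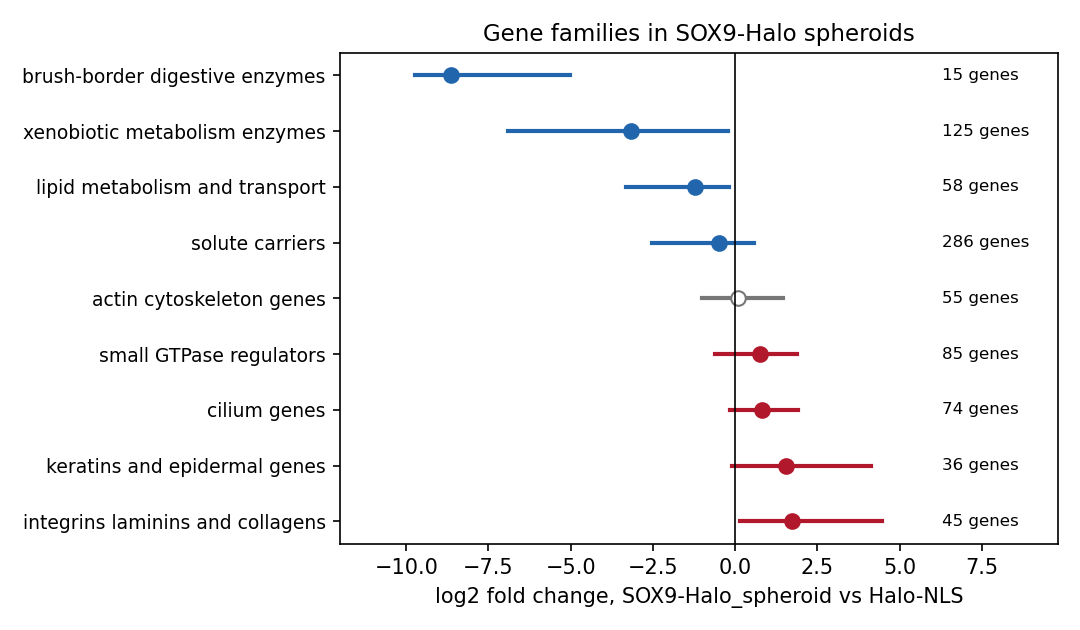
Log2 fold change in SOX9-Halo spheroids against Halo-NLS organoids (x axis) of 9 gene families (y axis, number of genes at the right). Dots are the medians and lines run from the first to the third quartile over genes; blue and red dots passed a camera FDR of 0.05 downwards and upwards, and the open grey dot of the actin cytoskeleton genes, whose direction flipped with RLE scaling, did not. Medians run from -8.65 for the brush-border enzymes to 1.72 for the integrins, laminins and collagens.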

Wound healing, cell adhesion, actin filament organization, and cilium assembly were among other biological processes associated with genes upregulated in spheroids (Figure 3G, right), some of which we phenotypically confirmed by IF, including the formation of actin stress fibers and membrane spikes (Figure S3C). These results altogether suggest a large functional and epithelial rearrangement underlying SOX9-Halo spheroid formation.

### SOX9 overexpression results in a transient upregulation of stem cell markers followed by YAP activation and a regenerative fetal-like gene expression program

Given the extensive gene expression rearrangement in SOX9 spheroids, we questioned whether the HaloTag fused to the SOX9 transgene might have contributed to its emergence. Reassuringly, the budding-to-spheroid morphology transition was reproduced in a stable SOX9-mEGFP organoid line (Figure 4A) on a similar timescale, ruling out potential effects due to the introduced HaloTag. To further compare the two stable SOX9 organoid lines and gain insights into the gene expression changes underlying organoid morphology transition, we selected one budding and one spheroid phenotype for each line and ordered them phenotypically based on the progression of spheroid morphology acquisition, which also correlated with their time in culture (Figure 4A). 

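Besides Halo-NLS organoids and SOX9-Halo spheroids, the series holds 3 libraries for each of 3 further conditions. SOX9-mEGFP budding organoids were at passage 11 after crypt isolation and 8 after transduction, SOX9-Halo budding organoids at passage 15 and 12, and SOX9-mEGFP spheroids at passage 27 and 24. Between 29279812 and 38569142 reads were counted on genes per SOX9-mEGFP budding library (median 33118206), between 30086943 and 40559766 per SOX9-Halo budding library (median 34644816), and between 32529829 and 36466380 per SOX9-mEGFP spheroid library (median 34280054). Spheroids were at later passages than budding organoids with the same tag, so morphology and time in culture differ together. The authors also deposited normalized counts from DESeq2 for the 31729 genes with at least 10 counts in total and fold changes from comparisons of conditions. Those comparisons were set beside the fits made here and were not used in place of them.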

The addition of three intermediate phenotypes (SOX9-mEGFP_budding, SOX9-Halo_budding, and SOX9-mEGFP_spheroid) (Figure 4A) to our previously analyzed SOX9-Halo spheroid and Halo-NLS organoid samples (Figures 3F and 3G) allowed us to perform a morphology “pseudo-time-course analysis” (Figure 4A). Both spheroid samples were very different from the two budding and the Halo-NLS CTRL samples (Figure S4A), which clustered together upon principal-component analysis (PCA) (Figure 4B). Nevertheless, comparing SOX9-mEGFP versus SOX9-Halo budding and spheroid samples, about a hundred (Figure S4B) or one thousand DEGs (Figure S4C) were detected, respectively, confirming that gene expression changes underlie the slightly different morphological phenotypes (Figure 4C) and ultimately lead to SOX9 spheroid formation (Figures 3F and 4A).

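Principal components were computed from log2 CPM (TMM-scaled, prior count 2) of the 500 most variable genes. The first component held 82.7% of the variance and the second 12.0%. On the first, Halo-NLS libraries scored -59.4 ± 8.20 (SD, n = 3), SOX9-mEGFP_budding -52.8 ± 10.0 and SOX9-Halo_budding -53.7 ± 7.41, whereas SOX9-mEGFP_spheroid scored 47.2 ± 10.6 and SOX9-Halo_spheroid 118.6 ± 4.48. The scores of the first 3 conditions overlapped on this component. The second component parted the spheroid lines, with SOX9-mEGFP_spheroid at 50.6 ± 1.54 and SOX9-Halo_spheroid at -29.99 ± 2.01. It also separated the other 3 conditions without overlap, with Halo-NLS between -15.3 and -12.1, SOX9-Halo_budding between -9.77 and -8.56 and SOX9-mEGFP_budding between 0.419 and 4.51. The share of the first component changed most when all tested genes entered (61.5%). Over all tested genes, Euclidean distances between libraries of 1 condition averaged 93.0 (55.4 to 130.9, 15 pairs). Distances among the Halo-NLS and both budding conditions averaged 135.8 (93.7 to 193.7, 27 pairs), and those from these 9 libraries to the spheroids 262.6 (189.7 to 316, 54 pairs). The spheroid lines lay 202.9 apart (189.3 to 211.7, 9 pairs).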

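Between SOX9-Halo and SOX9-mEGFP budding organoids, 51 genes were higher and 29 lower in the SOX9-Halo line (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 80 DEGs had no overlap between the conditions, against 11.99% of the tested genes and 10% by chance. The lower count moved most when only the 6 libraries compared entered the fit, to 2 genes, with 17 higher. The largest fitted rises were Xist (ENSMUSG00000086503, chromosome X from 102503972 to 102537573) with a log2 fold change of 11.31 (standard error 0.99, adjusted p = 1.7e-05), Gm42047 (ENSMUSG00000110631, chromosome 8 from 122559877 to 122567924) with 10.63 and Zfp503 (ENSMUSG00000039081, chromosome 14 from 22033983 to 22039669) with 8.94. Xist, whose RNA coats the inactive X chromosome, had normalized counts of 9573, 1150 and 14450 in the SOX9-Halo budding libraries, and with only the libraries compared its adjusted p was 0.018 (the highest over its alternatives). The largest falls were Tnnt1 (ENSMUSG00000064179, chromosome 7 from 4507567 to 4519381) with -3.46 (standard error 0.36, adjusted p = 2.4e-04), Mmp7 (ENSMUSG00000018623, chromosome 9 from 7692091 to 7699587) with -2.57 and 4930461G14Rik (ENSMUSG00000097651, chromosome 9 from 58357023 to 58385049) with -2.44. Between the spheroids, 630 genes were higher and 1683 lower in the SOX9-Halo line, of which 2312 did not overlap. Fam111a (ENSMUSG00000024691, chromosome 19 from 12523104 to 12567134) rose at least 692-fold and Zfp503 at least 1321-fold. The genes of chromosome 19 as a whole were higher by 0.671 on the log2 scale in SOX9-Halo spheroids (0.589 with the GC trend removed). Wfdc2 (ENSMUSG00000017723, chromosome 2 from 164403475 to 164411377) rose by 11.37 (standard error 0.54, adjusted p = 3.1e-09). Zg16 (ENSMUSG00000049350, chromosome 7 from 126649302 to 126686500), Smpdl3a (ENSMUSG00000019872, chromosome 10 from 57670431 to 57688374) and Efemp1 (ENSMUSG00000020467, chromosome 11 from 28803150 to 28876825) fell at least 397-fold, 307-fold and 892-fold. Of the 51 genes higher in the SOX9-Halo budding line, 19 were also higher in the SOX9-Halo spheroids and 4 lower. The log2 fold changes from budding to spheroid of the 2 lines, which share no library, had a Pearson r of 0.711 across genes, which are not independent replicates. This r was 0.450 without the filter on low counts. Of 2301 genes called in both lines, 2248 moved the same way. A test of the interaction called 1297 genes whose change from budding to spheroid differed between the lines, 318 upwards and 979 downwards in the SOX9-Halo line.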

**Figure 4:**
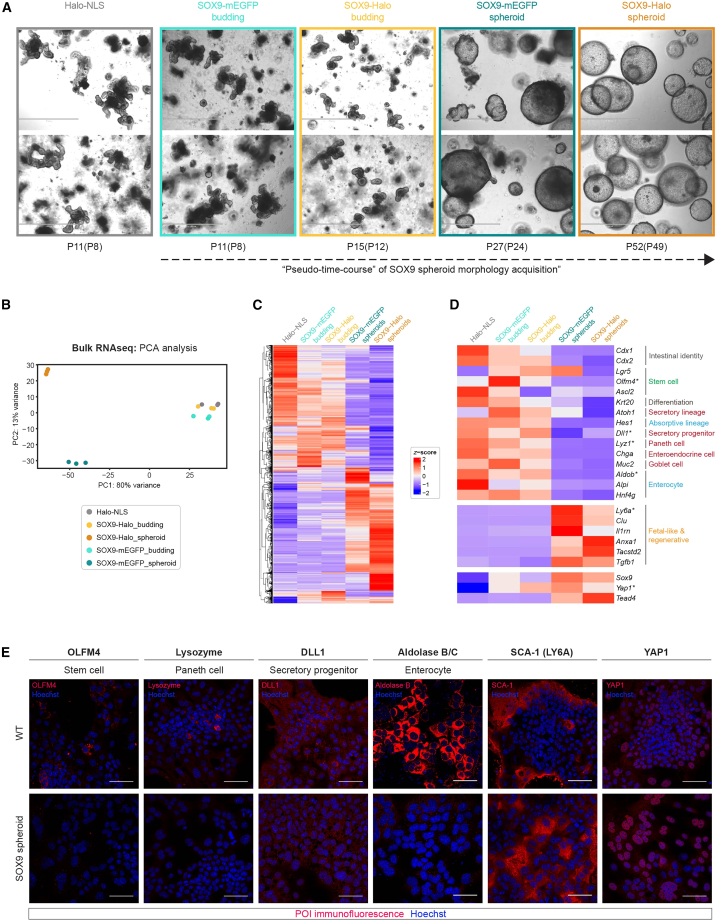
A “pseudo-time-course” of spheroid morphology acquisition upon SOX9 overexpression reveals a transient increase in stem cell markers followed by a reduction in intestinal epithelial signatures toward a fetal-like reversion (A) Representative images of the stable organoid lines Halo-NLS (gray), SOX9-mEGFP_budding (light turquoise), SOX9-Halo_budding (yellow), SOX9-mEGFP_spheroid (dark turquoise), and SOX9-Halo_spheroid (orange) at the indicated passage numbers P(P) after crypt isolation (after lentiviral transduction to make stable lines) 5 days post-seeding, chronologically ordered. Scale bars: 1 mm. (B) Principal-component analysis (PCA) of bulk RNA-seq experiments of the samples (biological triplicates) in (A). (C and D) *Z* score heatmaps of all DEGs (C) or selected genes (D) determined by bulk RNA-seq (adjusted *p* value ≤ 0.01, fold change ≥2 and mean counts ≥10; red/blue: up-/downregulated). (E) Confocal images of immunostained (POI, protein of interest) 2D EMCs derived from WT organoids (top) or SOX9-Halo spheroids (bottom) co-stained with Hoechst (blue) 5 days post-seeding. Scale bars: 50 μm. RNA-seq data in (B)–(D) are the same as in Figures S4 and S5. RNA-seq data from Halo-NLS and SOX9-Halo_spheroid samples are the same as in Figures 3F and 3G. See also Figures S4 and S5.

Focusing on selected markers of intestinal epithelial lineages, we confirmed our initial GO analysis results (Figure 3G) with a loss of expression in intestinal identity genes, stem cell markers, and markers of absorptive and secretory lineages (Beumer and Clevers, 2021) (Figures 4D and S5A), some of which we validated at the protein level by IF (Figure 4E). 

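Of the 24 genes the paper selects for its heatmap and bar plots, 19 passed the thresholds in SOX9-Halo spheroids against Halo-NLS organoids, and 20 passed when p was adjusted over the list alone. The paper chose these genes on the same libraries, so the second count is not independent evidence. Cdx2 (ENSMUSG00000029646, chromosome 5 from 147237615 to 147244091) had a normalized count of 14708 ± 2794 (SD, n = 3) in Halo-NLS organoids, 2576 ± 776 in SOX9-mEGFP_spheroid and 90.4 ± 13.6 in SOX9-Halo_spheroid, a log2 fold change of -7.35 (standard error 0.31, adjusted p = 8.5e-10) for the last (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cdx1 (ENSMUSG00000024619, chromosome 18 from 61151934 to 61169314) went from 12287 ± 2317 to 139 ± 105 and 5.64 ± 5.26. The genes of chromosome 18 as a whole were higher by 0.837 on the log2 scale in SOX9-mEGFP_spheroid than in Halo-NLS (0.573 with the GC trend removed). The secretory markers Lyz1 (ENSMUSG00000069515, chromosome 10 from 117123698 to 117128775), Muc2 (ENSMUSG00000025515, chromosome 7 from 141276583 to 141308430) and Chga (ENSMUSG00000021194, chromosome 12 from 102520484 to 102531300) fell as well. Lyz1, a close paralog of Lyz2 from which uniquely aligned reads can be lost, had a log2 fold change of -10.42, Muc2 one of -10.39 (-9.17 without Halo-NLS replicate 2) and Chga fell at least 1862-fold. The secretory regulator Atoh1 (ENSMUSG00000073043, chromosome 6 from 64706109 to 64708229) fell at least 74.9-fold in SOX9-Halo_spheroid against Halo-NLS. From SOX9-mEGFP_budding to SOX9-mEGFP_spheroid it fell by 0.92 on the log2 scale (adjusted p = 0.024). Its mean normalized count was 227 in Halo-NLS, 579 in SOX9-mEGFP_budding, 409 in SOX9-Halo_budding and 306 in SOX9-mEGFP_spheroid, so the SOX9-mEGFP spheroids did not lie below Halo-NLS. Dll1 (ENSMUSG00000014773, chromosome 17 from 15587276 to 15597134) changed by -1.42 in SOX9-Halo_spheroid (adjusted p = 0.0018, and up to 0.012 over its alternatives) and more in SOX9-mEGFP_spheroid, by -4.18 against Halo-NLS (adjusted p = 5.0e-07) and -3.65 against SOX9-mEGFP_budding (adjusted p = 2.1e-06). Hes1 (ENSMUSG00000022528, chromosome 16 from 29882134 to 29886643) changed by -0.94 in SOX9-Halo_spheroid, under the fold change threshold. Of the absorptive markers, Alpi (ENSMUSG00000079440, chromosome 1 from 87025724 to 87029328) had a log2 fold change of -11.09 and Hnf4g (ENSMUSG00000017688, chromosome 3 from 3573084 to 3724860) fell at least 1734-fold (986-fold without Halo-NLS replicate 1). Krt20 (ENSMUSG00000035775, chromosome 11 from 99319227 to 99328985) fell by 9.66 in SOX9-Halo_spheroid and by 1.02 from SOX9-mEGFP_budding to SOX9-mEGFP_spheroid, the latter not detectable against the spread (adjusted p = 0.15). Without SOX9-Halo_spheroid replicate 3, Lyz1 was at -11.02 and Alpi at -12.12 on the log2 scale, and without replicate 1 Krt20 was at -10.36. The stem cell marker Ascl2 (ENSMUSG00000009248, chromosome 7 from 142520564 to 142523006) had a log2 fold change of -1.10 (standard error 0.56, adjusted p = 0.12) and was not called, and it was at -0.25 without Halo-NLS replicate 3. As a list, the 15 lost markers had a median of -9.66 (camera FDR 3.3e-13, 0.011 with an estimated correlation). The proliferation gene Mki67 (ENSMUSG00000031004, chromosome 7 from 135291513 to 135318299) did not change detectably (log2 fold change 0.19 (standard error 0.80, adjusted p = 0.87)), and its sign turned without Halo-NLS replicate 2.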

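From Halo-NLS to SOX9-Halo_budding, 438 genes were upregulated and 221 downregulated, and from SOX9-Halo_budding to SOX9-Halo_spheroid 1851 and 2584 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The first comparison had non-overlapping libraries for all 659 DEGs (29.7% of all tested genes, 10% by chance). At an unadjusted p under 0.05, 6579 genes differed in the first comparison and 8418 in the second. The first counts depended on the libraries and the fit. With only the 6 libraries compared, 5 genes were up- and 0 downregulated, with DESeq2 1176 and 426, and without Halo-NLS replicate 1 they were 1986 and 384. Without Halo-NLS replicate 2, 125 genes were upregulated, and without SOX9-Halo_budding replicate 3, 60 were downregulated. Log2 fold changes in the first comparison followed the GC content of the transcripts, from a median of 0.77 in the fifth of genes with the lowest GC content to -0.52 in the highest. With this trend removed from each library, 442 genes were upregulated and 113 downregulated, of which 408 were among the 659. With library sizes alone, 90.7% of the DEGs of the first comparison were upregulated, against 66.5%. Chromosome 19, which carries 3.85% of the tested genes, held 104 of the 221 downregulated genes. In the second comparison no count changed by more than 1.5 times except the upregulated genes at a log2 fold change of at least 2 (1111). The largest rises in the first comparison were Xist with a log2 fold change of 11.44 (standard error 1.01, adjusted p = 2.7e-05), Sdc2 (ENSMUSG00000022261, chromosome 15 from 32920699 to 33035213) with 6.43 and Gm49980 (ENSMUSG00000117465, chromosome 18 from 30400111 to 30405186) with 5.61, and the largest falls Aqp3 (ENSMUSG00000028435, chromosome 4 from 41092722 to 41098183) with -4.90 (standard error 0.70, adjusted p = 9.1e-04), Igfbp4 (ENSMUSG00000017493, chromosome 11 from 98932064 to 98945218) with -4.39 and Hs3st3b1 (ENSMUSG00000070407, chromosome 11 from 63776612 to 63813168) with -4.10. In the second, Gm6093 (ENSMUSG00000112963, chromosome 13 from 33746469 to 33753300) rose at least 2848-fold, Capn6 (ENSMUSG00000067276, chromosome X from 142585227 to 142610467) 1209-fold and Wnt7b (ENSMUSG00000022382, chromosome 15 from 85419638 to 85466674) 1179-fold, and Reg3a fell at least 687-fold, Chp2 615-fold and Reg1 (ENSMUSG00000059654, chromosome 6 from 78399694 to 78405828), of the same gene family as Reg3a, 1645-fold. Sox9 itself had counts of 6237 ± 4630.4 (SD, n = 3) in SOX9-Halo_budding (log2 fold change against Halo-NLS 3.56 (standard error 0.61, adjusted p = 0.0026)), with an adjusted p of 0.058 when only the libraries compared entered, the highest over its alternatives.

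**Figure D2:**
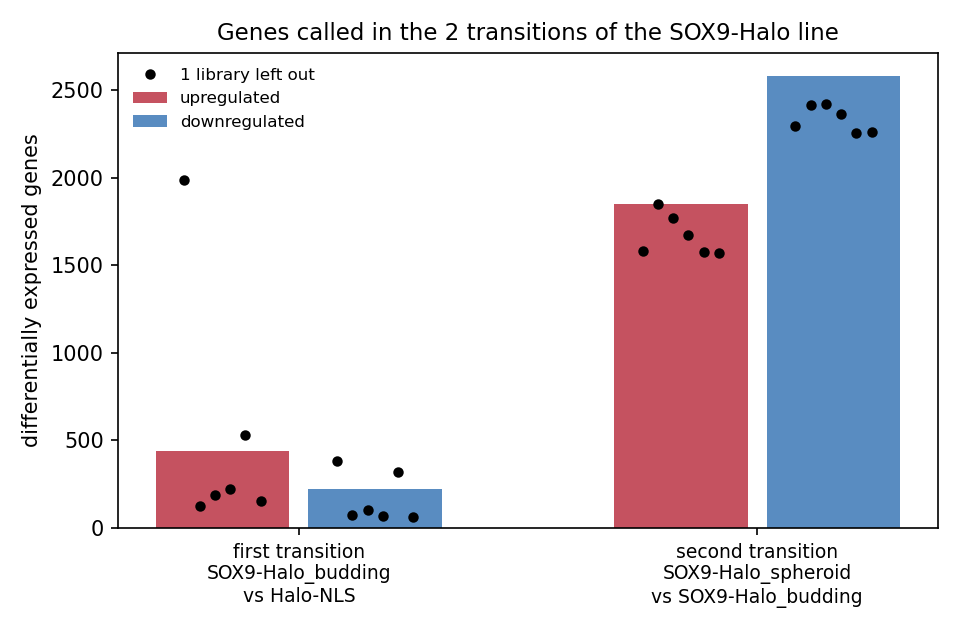
Number of genes up- (red) and downregulated (blue) from Halo-NLS to SOX9-Halo_budding (first transition) and from SOX9-Halo_budding to SOX9-Halo_spheroid (second transition), on a linear axis from 0. Bars are the fits to 15 libraries and dots the fits that each left out 1 of the libraries compared, which for the first transition run from 125 to 1986 upregulated genes.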

Inspecting more carefully the three samples Halo-NLS, SOX9-Halo_budding, and SOX9-Halo_spheroid revealed an initial mild gene expression deregulation (Figure S4D) followed by a second wave of major entity (Figure S4F). While both of these transitions were characterized by an overall downregulation of metabolic and metabolite transport processes (Figures S4E and S4G, left), including digestion for the second transition (Figure S4G left), genes upregulated in the first transition were associated with the Wnt signaling pathway and its regulation (Figure S4E, right), followed by upregulation of genes involved in development and differentiation of various non-intestinal tissues and organs in the second transition (Figure S4G, right). This transient upregulation of genes associated with Wnt signaling was in agreement with a transient increase in canonical stem cell markers including *Olfm4* (van der Flier et al., 2009) and the Wnt target gene *Lgr5* (Barker et al., 2007) in budding SOX9 organoids (Figures 4D and S5A). Instead of intestinal epithelial genes, spheroids were characterized by the expression of several genes previously associated with fetal-like and regenerative signatures (e.g., *Ly6a*, *Clu*, and *Anxa1*) (Figures 4D, S5B, and 4E), typically arising upon tissue regeneration after exposure of the intestinal epithelium to various sources of damage (Viragova et al., 2024).

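The metabolic lists were tested in both transitions of the SOX9-Halo line. From SOX9-Halo_budding to SOX9-Halo_spheroid, the brush-border enzymes had a median log2 fold change of -9.46 (camera FDR 5.4e-15), xenobiotic metabolism -3.22 (FDR 3.0e-14), lipid metabolism -0.99 (FDR 5.4e-05) and solute carriers -0.50 (FDR 7.6e-04). From Halo-NLS to SOX9-Halo_budding none of these passed an FDR of 0.05. The medians were 0.39, -0.21, -0.29 and -0.01, and the smallest FDR was 0.23. Xenobiotic metabolism passed in the first transition without Halo-NLS replicate 3 (FDR 0.0047) and with the GC trend removed (FDR 0.0041). The brush-border list had no DEG in the first transition, and removing the GC and length trends turned its direction. The lists that did pass there were ribosomal proteins (84 genes, median -0.67, FDR 2.4e-12) and the respiratory chain (median -0.52, FDR 4.3e-10), which fry did not call (FDR 0.12 and 0.076). The 49 Wnt pathway components had a median of -0.23 in the first transition, with 6 up- and 1 downregulated DEGs, although camera's statistic pointed upwards (FDR 0.82). With the GC trend removed, the median was 0.24 (FDR 0.15, fry FDR 0.038). In the second transition its median was 0.16 (FDR 0.082). The squamous list rose in the second transition, with a median of 6.96 (4.29 with the bounds; FDR 1.4e-08), as did the gastric list, with 3.03 (0.86 with the bounds; FDR 0.012), and the keratin list, with 0.81 (FDR 1.2e-06).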

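Lgr5 (ENSMUSG00000020140, chromosome 10 from 115286216 to 115423685) had a normalized count of 387 ± 20.9 (SD, n = 3) in Halo-NLS organoids, 1328 ± 519 in SOX9-Halo_budding and 323 ± 76.5 in SOX9-Halo_spheroid. Its log2 fold change was 1.78 (standard error 0.54, adjusted p = 0.034) for the first step, short of the threshold, and -2.04 (standard error 0.54, adjusted p = 0.0068) for the second (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave the first an adjusted p of 0.0066, and over all alternatives it ran from 2.9e-07 to 0.0996. The call of the second step was lost in 5 of the 6 fits that left out 1 library, with an adjusted p of up to 0.034, and with a replicate block within the line and the GC trend removed (0.011). In the SOX9-mEGFP line, Lgr5 counts were 1119 ± 1119.5 in budding organoids (449, 496 and 2411.5 per library) and 1538 ± 564 in spheroids. The rise over Halo-NLS in the budding organoids, 1.53 (standard error 0.53, adjusted p = 0.064), was 0.28 without SOX9-mEGFP_budding replicate 3, and the spheroids did not fall back (0.46, adjusted p = 0.59). Olfm4 (ENSMUSG00000022026, chromosome 14 from 80221521 to 80260579) varied more between replicates than between these conditions, with 1710 ± 1759 (SD, n = 3) in Halo-NLS, 2088 ± 2219 in SOX9-Halo_budding and 5468 ± 8729 in SOX9-mEGFP_budding, where 1 library held 15543 and the others 170.07 and 692. Its log2 fold change against Halo-NLS was 0.29 (standard error 1.18, adjusted p = 0.88) in SOX9-Halo_budding and 1.68 (standard error 1.21, adjusted p = 0.33) in SOX9-mEGFP_budding. The first was -0.96 without SOX9-Halo_budding replicate 3 and the second -2.001 without SOX9-mEGFP_budding replicate 3. Olfm4 then fell to 82.4 ± 38.3 in SOX9-mEGFP_spheroid and 6.06 ± 3.38 in SOX9-Halo_spheroid, -8.36 (standard error 1.76, adjusted p = 0.0013) from SOX9-Halo_budding. Ascl2 did not rise in SOX9-Halo_budding (-1.76 (standard error 0.57, adjusted p = 0.044)). The list of 16 intestinal stem cell genes had a median of 0.44 in SOX9-Halo_budding (camera FDR 0.82; with library sizes alone camera's direction turned) and 1.40 in SOX9-mEGFP_budding (FDR 0.53), the latter -0.23 without SOX9-mEGFP_budding replicate 3.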

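Ly6a (ENSMUSG00000075602, chromosome 15 from 74863840 to 74869880) had a normalized count of 45.9 ± 10.0 (SD, n = 3) in Halo-NLS organoids, 198 ± 92.9 in SOX9-mEGFP_budding, 123 ± 107 in SOX9-Halo_budding, 14682 ± 887 in SOX9-mEGFP_spheroid and 6557 ± 2403 in SOX9-Halo_spheroid. Its log2 fold change from budding to spheroid was 5.74 (standard error 0.57, adjusted p = 1.2e-06) in the SOX9-Halo line and 6.21 (standard error 0.58, adjusted p = 1.9e-06) in the SOX9-mEGFP line (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ly6a has close paralogs on the same chromosome, which may take reads from it. This chromosome as a whole was higher by 0.387 on the log2 scale in SOX9-mEGFP_spheroid than in Halo-NLS (0.575 with the GC trend removed). Clu (ENSMUSG00000022037, chromosome 14 from 66190200 to 66218999) had counts of 294 ± 204 (SD, n = 3) in Halo-NLS, 835 ± 557 in SOX9-Halo_budding, 149380 ± 18379 in SOX9-mEGFP_spheroid and 72570 ± 10740 in SOX9-Halo_spheroid, with log2 fold changes from budding to spheroid of 6.44 and 7.94 in the SOX9-Halo and SOX9-mEGFP lines. Anxa1 (ENSMUSG00000024659, chromosome 19 from 20350792 to 20368374) went from 108 ± 39.1 (SD, n = 3) in Halo-NLS and 321 ± 288 in SOX9-Halo_budding to 34257 ± 1468 in SOX9-Halo_spheroid, a log2 fold change of 8.31 (standard error 0.70, adjusted p = 2.1e-07) against Halo-NLS. It lies on a chromosome whose genes as a whole rose by 0.631 from SOX9-Halo_budding to SOX9-Halo_spheroid (0.579 with the GC trend removed). In SOX9-Halo_budding none of the 3 genes passed the thresholds against Halo-NLS, with log2 fold changes of 1.41, 1.50 and 1.57, which fell to 0.43, 0.86 and 0.56 without SOX9-Halo_budding replicate 3. Clu was called there with DESeq2 (adjusted p = 0.0098, within 6.8e-08 to 0.20 over its alternatives), and all 3 without the filter on low counts. In both spheroid lines every library lay above every budding library for Il1rn (ENSMUSG00000026981, chromosome 2 from 24226865 to 24241506). Il1rn changed by 3.01 in SOX9-Halo_spheroid against Halo-NLS. Tgfb1 (ENSMUSG00000002603, chromosome 7 from 25386390 to 25404506) rose from SOX9-Halo_budding to SOX9-Halo_spheroid (3.77 (standard error 0.64, adjusted p = 2.1e-04)) and did not pass the thresholds against Halo-NLS (1.91 (standard error 0.59, adjusted p = 0.014)), although DESeq2 called it with an adjusted p of 0.0052, within 2.7e-07 to 0.063 over its alternatives.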

The effector of the Hippo signaling pathway, Yes-associated protein (YAP1), has been associated with intestinal regeneration (Gregorieff et al., 2015; Namoto et al., 2024; Serra et al., 2019). While mRNA levels of *Yap1* were not significantly altered in the course of SOX9 spheroid phenotype acquisition (Figure S5C), 2D EMCs derived from these spheroids were characterized by an overall nuclear localization of YAP1 (Figure 4E), indicative of YAP1 activation (Yu et al., 2015). Furthermore, inspection of our bulk RNA-seq data revealed an increased expression of *Tead4* (Figures 4D and S5C), encoding a TEA domain (TEAD) TF interacting with nuclear YAP1 and thereby activating downstream genes (Zhao et al., 2008).

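Yap1 (ENSMUSG00000053110, chromosome 9 from 7932000 to 8004661) had a normalized count of 2085 ± 353 (SD, n = 3) in Halo-NLS organoids, 2772 ± 292 in SOX9-mEGFP_budding, 2948 ± 360.3 in SOX9-Halo_budding, 3105 ± 446 in SOX9-mEGFP_spheroid and 2786 ± 266 in SOX9-Halo_spheroid. Its log2 fold change against Halo-NLS was 0.50 (standard error 0.18, adjusted p = 0.067) in SOX9-Halo_budding and 0.42 (standard error 0.18, adjusted p = 0.074) in SOX9-Halo_spheroid (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From budding to spheroid it was -0.08 in the SOX9-Halo line (adjusted p = 0.76) and 0.16 in the SOX9-mEGFP line (adjusted p = 0.59). In all 4 SOX9 conditions every library lay above every Halo-NLS library, and no change reached the fold change threshold. Without a fold change threshold, the change in SOX9-Halo_spheroid would pass only with the GC trend removed (0.70, adjusted p = 0.0056), the lowest over its alternatives, which ran up to 0.26. The counts measure RNA and hold no information on where the protein is.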

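Tead4 (ENSMUSG00000030353, chromosome 6 from 128201251 to 128277786) had a normalized count of 26.0 ± 17.8 (SD, n = 3) in Halo-NLS organoids, 65.1 ± 16.0 in SOX9-mEGFP_budding, 54.4 ± 21.9 in SOX9-Halo_budding, 656 ± 93.3 in SOX9-mEGFP_spheroid and 1114 ± 21.9 in SOX9-Halo_spheroid. Against Halo-NLS, its log2 fold change in SOX9-Halo_spheroid was 5.42 (standard error 0.44, adjusted p = 1.3e-07), and between 5.15 and 6.13 over its alternatives (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It rose from budding to spheroid in both lines, by 4.36 in the SOX9-Halo line (adjusted p = 6.0e-07) and by 3.34 in the SOX9-mEGFP line (adjusted p = 1.4e-05). In the budding lines it did not pass the thresholds against Halo-NLS, with 1.06 (standard error 0.40, adjusted p = 0.073) in SOX9-Halo_budding and 1.31 (standard error 0.40, adjusted p = 0.041) in SOX9-mEGFP_budding. The latter was called with DESeq2 (adjusted p = 0.0097) and without Halo-NLS replicate 3 (0.0068), within 0.0042 to 0.16 over its alternatives. The 4 TEAD factors as a list had a median of 1.50 in SOX9-Halo_spheroid and did not pass (camera FDR 0.13).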

Taken together, our “pseudo-time-course” of spheroid morphology acquisition upon SOX9 overexpression revealed that a loss of adult homeostatic intestinal identity signatures was counteracted by a gain in fetal-like regenerative signatures. 

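The markers of intestinal lineages and the fetal-like markers that the paper names were each tested as a list along the order of conditions. From budding to spheroid, the 15 lineage markers had a median log2 fold change of -9.01 in the SOX9-Halo line, with 13 downregulated DEGs (camera FDR 2.3e-13), and of -3.31 in the SOX9-mEGFP line, with 9 (FDR 1.5e-08). The 6 fetal-like markers rose by a median of 6.09 in the SOX9-Halo line (FDR 1.9e-07) and 5.48 in the SOX9-mEGFP line (FDR 4.5e-11), and all 6 were upregulated DEGs in both. In the budding lines against Halo-NLS, neither list passed. The lineage markers had medians of -0.46 in SOX9-Halo_budding (FDR 0.37) and -0.37 in SOX9-mEGFP_budding (FDR 0.50), and the fetal-like markers 1.46 (FDR 0.44) and 1.35 (FDR 0.096). Because the paper selected these genes on the same libraries, 21 other fetal-like and regenerative genes were tested beside them. Their median was 4.27 in the SOX9-Halo line, with 17 up- and 1 downregulated DEGs (FDR 5.4e-15), and 4.17 in the SOX9-mEGFP line, with 17 upregulated DEGs (FDR 7.1e-27). This list still passed in SOX9-Halo spheroids against Halo-NLS with an estimated correlation (FDR 0.038). In SOX9-Halo_budding its median was 0.29 while camera's statistic pointed downwards (FDR 0.82). From the fall of the lineage markers and the rise of the fetal-like markers along this order, the paper states that a loss of adult intestinal identity signatures was countered by a gain of fetal-like regenerative ones.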

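Target genes of YAP and of Wnt signalling were tested as lists in each step. The 18 YAP target genes had a median log2 fold change of -0.04 from Halo-NLS to SOX9-Halo_budding, where camera's statistic pointed upwards (FDR 0.82), and of 1.33 from SOX9-Halo_budding to SOX9-Halo_spheroid, with 9 up- and 2 downregulated DEGs (FDR 6.1e-04). In the SOX9-mEGFP line the medians were 0.35 from Halo-NLS to budding (FDR 0.41) and 1.98 from budding to spheroid (FDR 1.9e-08). Myof, the most abundant YAP target gene, rose in both steps of the SOX9-Halo line, by 2.23 (adjusted p = 3.2e-04) and 6.65 (adjusted p = 1.4e-09), whereas Dock5 changed detectably in neither (adjusted p = 0.18 and 0.26; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under an estimated correlation, the rise in SOX9-Halo_spheroid against Halo-NLS (median 1.96, FDR 6.7e-04) did not pass (FDR 0.24). The 17 Wnt target genes had a median of -0.23 from Halo-NLS to SOX9-Halo_budding (FDR 0.82; camera's direction turned with the GC trend removed) and 0.30 to SOX9-mEGFP_budding (FDR 0.53). From budding to spheroid the median was 1.29 in the SOX9-Halo line (FDR 0.034; 0.14 without SOX9-Halo_budding replicate 1) and 0.16 in the SOX9-mEGFP line (FDR 0.78). Abundant Wnt target genes went both ways in SOX9-Halo spheroids against Halo-NLS, with Ccnd1 at 3.03, Cd44 at 4.37 and Ephb2 at -0.79.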

Hereby, a transient activation of Wnt signaling seems to be accompanied by a persistent activation of YAP1 signaling, resulting in a regenerative fetal-like reprogrammed phenotype.

### Increased DNA binding of SOX9-Halo in SOX9 spheroid-derived EMCs in an expression-level-dependent manner

To investigate whether the diffusive behavior of SOX9-Halo changed during fetal-like reversion, we performed automated fast SMT in 2D EMCs derived from SOX9-Halo spheroids (Figure 5A). Here, the diffusive behavior of SOX9-Halo was more uniform with a dominating immobile diffusion peak for most of the about 500 cells measured (Figures 5B and S6A). Indeed, SOX9-Halo in 2D EMCs derived from spheroids was characterized by a higher fraction bound of 61.1% (95% CI: 55.4%–66.1%) in comparison to 39.3% in those derived from budding organoids (Figures 5C, S6A, and S6B; *p* value of fraction bound distribution comparison between SOX9_budding and SOX9_spheroid: 3.39e−28), raising the possibility that more SOX9 molecules bound to DNA served as a molecular driver of the observed proliferative cell state transition underlying spheroid formation. This increase in fraction bound was also apparent upon hierarchical clustering of the fast SMT data (Figures S6C–S6F). Notably, unlike the budding state, in the spheroid state, we measured a modest positive correlation between SOX9-Halo expression levels and fraction of immobile molecules (Figure 5D), indicating that, despite the presence of more SOX9-Halo molecules (Figure 3C), a larger fraction of them was immobile in the cell nucleus and thus presumably DNA-bound.

**Figure 5:**
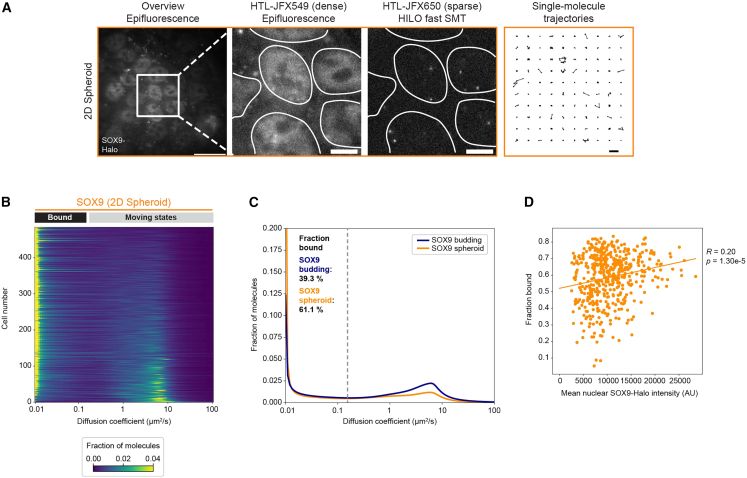
Automated fast SMT in SOX9 spheroid-derived EMCs reveals an expression-level-dependent increase in the fraction of immobile SOX9-Halo molecules (A) Double labeling of SOX9-Halo (gray) with two different HTLs allows bulk labeling (images 1, 2 from left) for nuclear segmentation (images 2, 3; white masks) and sparse labeling for fast SMT (image 3; one representative frame of an SMT movie) resulting in single-molecule trajectories (image 4; 100 randomly selected single-molecule trajectories). Scale bars: 20 μm (overview), 5 μm (zoom-in), 1 μm (trajectories). (B) Single-cell diffusion heatmap for 10 combined automated SMT experiments for SOX9-Halo in spheroid-derived 2D EMCs (*n* = 485 cells with 77, 73, 13, 24, 30, 58, 81, 71, 26, and 32 cells per experiment). Cells are ordered by decreasing fraction bound (top to bottom). Representative SMT movie in Video S6. (C) Mean diffusion spectra for SOX9-Halo in 2D EMCs derived from budding organoids (LGR5::DTR-GFP background; dark blue) or spheroids (WT background; orange). Bootstrap analysis of combined experiments with *n* = 10, 44, 42, and 56 cells for SOX9-Halo_budding and *n* = 77, 73, 13, 24, 30, 58, 81, 71, 26, and 32 cells for SOX9-Halo_spheroid determined a mean fraction bound of 39.3% (95% CI: 32.9%–46.7%) and 61.1% (95% CI: 55.4%–66.1%), respectively. Comparison of the fraction bound distributions between SOX9_budding and SOX9_spheroid yielded a *p* value of 3.39e−28. (D) Fractions bound for each spheroid-derived cell plotted against the mean nuclear SOX9-Halo intensity. The correlation (fitted line) was computed; Pearson correlation coefficient (*R*) and *p* value are indicated. The SMT data for SOX9_budding are the same as in Figures 1E–1I, 2B–2D, S1E, S1G, S1I, and S2A–S2G. See also Figure S6.

### PAPA-SMT reveals a chromatin-bound pool of self-associated SOX9 in live 2D EMCs

The increased fraction of SOX9 molecules bound to DNA in spheroids raised the question of whether SOX9 molecules might bind to DNA in an oligomerized state, as both SOX9 monomers and dimers have been reported as transcriptionally active units depending on the differentiation context (Bernard et al., 2003; Coustry et al., 2010). To address this, we employed PAPA-SMT, a recently developed single-molecule method allowing to detect whether differentially labeled sender and receiver molecules (Figure 6A) are associated or in vicinity to each other by using a PAPA illumination scheme (PAPA) distinct from that used in standard SMT (direct reactivation [DR]) (Figure 6B). To this end, we transiently expressed SOX9-SNAPf (Figure 6C) or a SNAPf-3xNLS CTRL (Figure 6D) via rAAV-based delivery (Benyamini et al., 2023) in SOX9-Halo spheroid-derived EMCs. PAPA-SMT using SOX9-Halo as a sender and SOX9-SNAPf as a receiver (Figure 6C) revealed both freely diffusing and immobile oligomerized states (Figure 6E) with a ∼11% higher bound fraction for PAPA versus DR trajectories (Figures 6E and 6G), indicating a chromatin-bound pool of oligomerized SOX9. In contrast, no difference between the bound fractions of PAPA versus DR trajectories was detected for CTRL experiments with SNAPf-3xNLS as the receiver, measuring non-specific background PAPA (Graham et al., 2025) (Figures 6F and 6H). Notably, self-associated SOX9 was also found to be partially chromatin bound in both undifferentiated and differentiated cells of 2D EMCs derived from budding SOX9-Halo organoids (Figure S7), arguing against DNA binding of an oligomerized form of SOX9 as a feature exclusive to spheroids. We nevertheless cannot exclude the existence of differences in the fraction of SOX9 molecules present in an oligomerized state or the number of SOX9 units that DNA-bound SOX9 oligomers consist of, as this PAPA-SMT assay does not provide information on whether more or larger SOX9-Halo oligomers might be immobile in the spheroid compared to the budding state.

**Figure 6:**
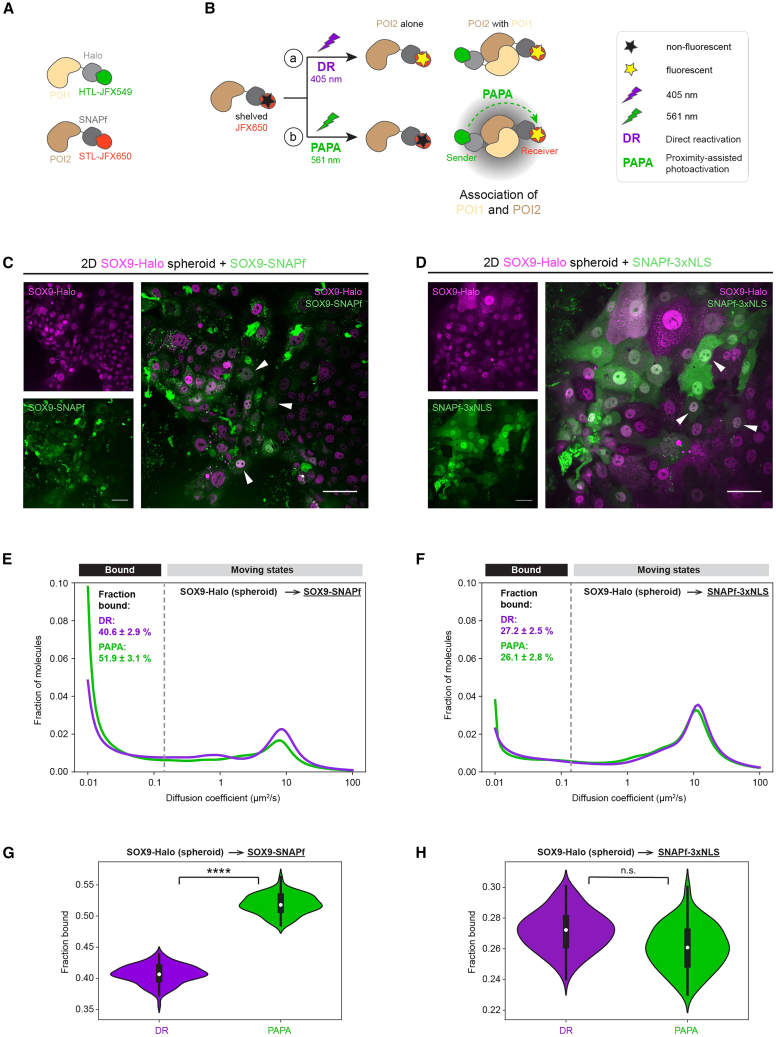
Proximity-assisted photoactivation-SMT reveals a chromatin-bound pool of self-associated SOX9 in spheroid-derived live 2D EMCs (A) Differential labeling of POI1-Halo (beige-light gray) and POI2-SNAPf (brown-dark gray) with different HTL/SNAPfTag ligand (STL)-coupled fluorophores (JFX549-sender, green; JFX650-receiver, red) for PAPA-SMT. (B) Principle underlying PAPA-SMT: through excitation using 639 nm light, shelved JFX650-labeled receiver molecules (red; black star) can either undergo (a) direct reactivation (DR; purple) upon illumination with a violet 405 nm light pulse (purple lightening arrow) making them detectable independent of any potential oligomerization states as in standard SMT, or (b) PAPA (green) upon illumination with a green 561 nm light pulse (green lightening arrow) making them only detectable if in proximity (gray cloud) to a JFX549-labeled sender molecule (green). (C and D) Confocal images of SOX9-Halo spheroid-derived 2D EMCs transduced with crude recombinant adeno-associated viral (rAAV) vectors for transient expression of (C) SOX9-SNAPf or (D) SNAPf-3xNLS (CTRL) for PAPA experiments (sender: SOX9-Halo [magenta]; receiver: SNAPf-tagged component [green]). Scale bars: 50 μm. (E and F) Mean PAPA (green) versus DR (purple) diffusion spectra for PAPA-SMT of SOX9-Halo_spheroid→SOX9-SNAPf (E) or SOX9-Halo_spheroid→SNAPf-3xNLS (F) in 2D EMCs. (G and H) Violin plots for fractions bound (white point: median; whiskers: first/third quartile) of SOX9→SOX9 (G) and SOX9→NLS (H) determined from DR/PAPA (purple/green) trajectories. Data in (E) and (G) are from 4 combined experiments with *n* = 129 cells (*n* = 35, 30, 28, and 36 cells; 14,156 DR and 9,255 PAPA trajectories; bootstrapped fractions bound: 40.6% ± 2.9% [DR], 51.9% ± 3.1% [PAPA]). Data in (F) and (H) are from 3 combined experiments with *n* = 70 cells (*n* = 21, 30, and 19 cells; 7,781 DR and 4,117 PAPA trajectories; bootstrapped fractions bound: 27.2% ± 2.5% [DR], 26.1% ± 2.8% [PAPA]). (n.s.) *p* > 0.05, ^∗∗∗∗^*p* ≤ 0.0001. For statistical details, see methods. See also Figure S7.

### Fast SMT in 3D SOX9 spheroids confirms increased SOX9 binding upon fetal-like reversion

Finally, we sought to confirm the SOX9-Halo diffusive behavior observed in spheroid-derived 2D EMCs directly in 3D spheroids. As our HILO-based SMT approach is limited to the 10–20 μm of the sample directly above the culture glass surface, we optimized our organoid seeding procedure so that growing round spheroids could reach the glass surface, making them amenable to SMT. Using an experimental approach analogous to 2D EMCs (Figure 7A), SMT in spheroids revealed a rather homogenous diffusive behavior of SOX9-Halo across the 35 manually imaged cells (Figures 7B and 7C) with most of them being characterized by an immobile diffusion peak (Figure 7B). With an average fraction bound of 65.6% (95% CI: 62.5%–68.8%) (Figure 7C), the diffusive behavior of SOX9-Halo in 3D spheroids is thus in agreement with that measured in spheroid-derived 2D EMCs (Figure 5C; *p* value of fraction bound distribution comparison between 2D and 3D SOX9_spheroid: 0.435).

**Figure 7:**
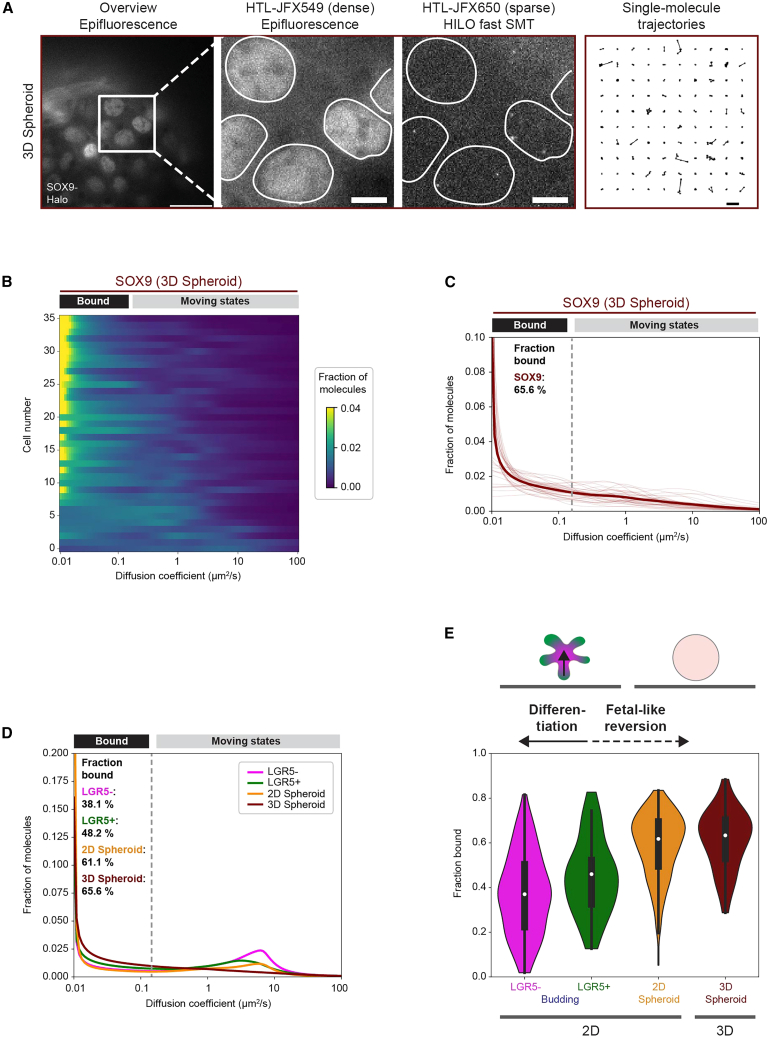
SMT in 3D spheroids confirms an increased fraction of DNA-bound SOX9-Halo molecules upon fetal-like reversion (A) Manual SMT pipeline for SOX9-Halo in 3D spheroids. Double labeling of SOX9-Halo (gray) with two different HTLs allows bulk labeling (images 1, 2) for nuclear segmentation (images 2, 3; white masks) and sparse labeling for HILO-based fast SMT (image 3; one representative frame of an SMT movie) resulting in single-molecule trajectories (image 4; 100 randomly selected single-molecule trajectories). Scale bars: 20 μm (overview), 5 μm (zoom-ins), 1 μm (trajectories). (B) Single-cell diffusion heatmap for 2 combined manual SMT experiments for SOX9-Halo in 3D spheroids (combined *n* = 36 cells with *n* = 26 and 10 cells per experiment). Cells are ordered by decreasing fraction bound from top to bottom. Representative SMT movie in Video S7. (C) Single-cell diffusion spectra for data in (B). Bootstrap analysis of combined experiments with *n* = 26 and 10 cells determined a mean fraction bound of 65.6% (95% CI: 62.5%–68.8%). (D and E) Summary of the diffusive behavior of SOX9-Halo determined by fast SMT under homeostatic differentiation conditions (budding) and upon SOX9 overexpression-induced fetal-like reversion (spheroid). (D) Mean diffusion spectra for the SOX9-Halo_budding LGR5^+/−^ (green/magenta) subpopulations and for SOX9-Halo_spheroid determined in 3D spheroids (brown) or 2D EMCs (orange) with fractions bound indicated. (E) Violin plots for fractions bound (white point: median; whiskers: first/third quartile) of samples in (D).

## Discussion

In this study, we combined *in vitro* models of the rapidly renewing small intestinal epithelium (Figure 1A) with automated live-cell SMT (Walther et al., 2024) to investigate how the molecular dynamics and abundance of a cell fate-conferring TF change during differentiation. We further interrogated the robustness of cell fate determination to aberrant TF expression and how TF excess might alter TF molecular dynamics. Focusing on SOX9, our results show that different cellular states in adult intestinal organoid models are characterized by distinct SOX9-Halo diffusion dynamics (Figure 7D and 7E). Under homeostatic conditions, the fraction of DNA-bound SOX9-Halo molecules decreases during differentiation from ∼48% in LGR5^+^ stem/early progenitor cells to ∼38% in LGR5^−^ late progenitor/differentiated cells (Figures 2B, 7D, and 7E), consistent with SOX9 functioning in ISC-containing crypts (Blache et al., 2004; Mori-Akiyama et al., 2007). In contrast, long-term SOX9 overexpression eventually results in an increased fraction bound of SOX9-Halo molecules (>60%) (Figures 5C and 7C–7E), underlying a proliferative cell state transition (Figures 3B and 3E) and a morphological transition from budding to spherical organoids (Figures 3A and 4A). Spheroids lack canonical epithelial cell type markers across lineages (Figures 4D, 4E, and S5A) and acquire a gene expression program resembling fetal-like reversion (Figures 4D, 4E, and S5B).

The extension of our previously developed automated SMT pipeline (Walther et al., 2024) to the recording of fluorescent cell type markers (LGR5) allowed us to measure TF diffusion dynamics in a cell-type-resolved manner (Figure 2A), validating our previously established morphology-based broad distinction between ISCs/early progenitors and late progenitors/differentiated cells (Walther et al., 2024) (Figures 1H and 1I). Parsing LGR5^+/−^ cells revealed differences in the diffusive behavior of SOX9 that correlated with differentiation (Figures 2 and S2A–S2D), while a subpopulation of small LGR5^−^ cells displaying SOX9 diffusion characteristics of LGR5^+^ cells (Figure 2C) potentially constitutes differentiated Paneth cells residing in proliferative centers, testable with additional cell type markers. Similar to our previous study on HES1 (Walther et al., 2024) and work in other differentiation contexts (Esbin et al., 2024; Kuchler et al., 2022), SOX9 is characterized by a larger fraction of immobile and hence DNA-bound molecules in the LGR5^+^ stem/early progenitor cell subpopulation (Figures 2B, 2D, and S2A–S2D) in which it has been described to function (Blache et al., 2004; Mori-Akiyama et al., 2007). Consistent with HES1 (Walther et al., 2024), also functioning during early differentiation, the diffusive behavior of SOX9 is characterized by a rather small average fraction bound of ∼39%, which could be explained by ISCs/early progenitor cells being broadly permissive epigenetic cell states that enable fast transitions to differentiated states (Jadhav et al., 2017; Kim et al., 2014). In addition, for both HES1 (Walther et al., 2024) and SOX9, the overall cell population (Figures 1E and S1E) and the proliferative/LGR5^+^ population (Figures 2C, S2A, and S2C) show a highly heterogenous TF diffusive behavior, suggesting the existence of multiple cell states, consistent with single-cell RNA-seq data (Zwick et al., 2024), and possibly distinct differentiation trajectories for each LGR5^+^ cell. Reasons for the latter could include differences in the cellular microenvironment (neighboring cell types), the progression along the same differentiation trajectory (distance from the proliferative center), or different lineages a progenitor cell has committed to. In future work, these could be probed using additional live-cell-compatible fluorescent cell type markers in combination with correlative IF for determining endpoint cell types and by tracking the same cell during differentiation with time-lapse SMT (Walther et al., 2024).

While the differences in SOX9 diffusive behavior were concentration-independent within the probed range of SOX9-Halo transgene expression levels (Figures S1G and 2D), long-term overexpression of SOX9 in mSIOs resulted in increased chromatin binding accompanied by a change in organoid morphology toward spherical (Figures 3A and 4A). In line with a recent report on SOX9 dosage robustness in the craniofacial context (Naqvi et al., 2023), these observations suggest that the intestinal epithelium can buffer modestly increased SOX9 levels (Figure 3C) for a limited time to maintain homeostasis (Figures 4A, S4D, and S4E). However, long-term SOX9 overexpression appears to break such robustness (Figures 3A, 3F, 3G, and 4). While we cannot completely rule out contributions to spheroid formation due to long-term organoid culture, our WT CTRL retaining budding morphology suggests that SOX9 overexpression at least accelerated spheroid formation if it was not the sole cause.

In addition to SOX9 dosage, future research will be required to unravel how other layers of control, such as posttranslational modifications, the availability of tissue-specific co-factors, and DNA methylation, and thus chromatin accessibility to gene-regulatory DNA motifs, come into play for SOX9 to achieve its various tissue- and context-dependent functions (Ming et al., 2022). In another differentiation system, SOX9 has been shown to act both via its capability to access closed chromatin and by competing for epigenetic factors to switch stem cell fates (Yang et al., 2023). Related to the SOX9 overexpression-induced spheroids described here, both in the fetal epithelium and upon fetal-like reversion in the adult intestinal epithelium, an increased accessibility was reported for genomic regions enriched for TF-binding sites of the SOX and TEAD families (Chen et al., 2023; Pikkupeura et al., 2023), both shown to form complexes with YAP/TAZ (Zanconato et al., 2015). In the future, it will be interesting to employ PAPA-SMT (Graham et al., 2022; 2025) (Figures 6A and 6B) to detect the interactions and study the molecular dynamics of such complexes in differentiation and reprogramming contexts. While our PAPA experiments suggest that SOX9 binds to DNA in an oligomerized form (Figures 6E, 6G, and S7A), possibly dimers as reported in other contexts (Bernard et al., 2003; Coustry et al., 2010), this assay cannot determine the degree of SOX9 oligomerization, including putative nuances in SOX9 oligomerization between undifferentiated and differentiated cells (Figures S7E and S7G), and whether such immobile self-associated SOX9 moieties are all bound at *cis*-regulatory elements of SOX9 target genes. Thus, another possible yet purely speculative scenario could be the formation of gene regulatory SOX9 hubs via weak multivalent interactions mediated by intrinsically disordered regions (IDRs) (Chong and Mir, 2021), testable with IDR mutants of SOX9 in future work. Beyond a potential link between the SOX9 expression level and its oligomerization, it remains to be tested whether an increased SOX9 dosage resulting in more immobile SOX9 molecules additionally extends the canonical DNA sites occupied by SOX9 in a “spill-over” effect, promoting fetal-like reprogramming.

Constitutive SOX9 expression is a common pathway to cancers through the activation of oncogenic transcription regulators (Grimm et al., 2020; Kumar and Mistri, 2020), consistent with the gain in proliferative capacity in the SOX9 overexpression-induced spheroids (Figures 3B and 3E). However, these spheroids were characterized by a loss in epithelial identity and function toward the activation of a gene expression program resembling that of regenerative fetal-like reversion upon tissue damage (Viragova et al., 2024) (Figures 3G, 4C–4E, and S5), consistent with SOX9’s essential role in several developmental pathways (Ming et al., 2022). A similar gene expression signature is characteristic of fetal intestinal epithelial cultures in comparison to enteroids generated from adult intestinal cells (Fordham et al., 2013; Mustata et al., 2013). Hyperproliferative cells and fetal-like gene expression signatures were further found in crypts associated with granulomas resulting from helminth infection (Nusse et al., 2018) and enriched in the colonic epithelium upon damage induced by dextran sodium sulfate (Yui et al., 2018). Similar fetal-like transcriptional programs have been reported upon other injuries to ISCs or the intestinal crypt, such as diphtheria toxin-mediated ISC ablation, ionizing radiation, and chemotherapy (Ayyaz et al., 2019; Iqbal et al., 2025; Malagola et al., 2024; Mustata et al., 2013; Singh et al., 2022). Consistent with the observation of YAP1 activation in SOX9 spheroids (Figure 4E), such a regenerative response of fetal-like reversion is typically mediated by YAP1, which has a well-established role in driving pattern formation during intestinal regeneration (Gregorieff et al., 2015; Serra et al., 2019). While during an intestinal tissue damage response this transient fetal-like state is exited and intestinal homeostasis is reestablished, it is unclear whether this can be achieved in the SOX9 overexpression-induced spheroid context. To this end, a downregulation of YAP activity together with an upregulation of Wnt and Notch signals to sustain homeostatic ISCs might be required (Tian et al., 2015), while retinoid X receptor signaling could also be involved (Lukonin et al., 2020).

The activation of a YAP1-SOX9 circuit is both necessary and sufficient to induce a regenerative fetal-like reversion (Viragova et al., 2024). However, it has not been reported that SOX9 overexpression alone, whether directly or through intermediate steps, can act as a driver of this circuit. Nevertheless, a recent study suggests that SOX9 can promote the nuclear translocation and hence activation of YAP through direct interaction (Qian et al., 2024). Further studies will be required to elucidate whether SOX9 overexpression in the intestinal epithelial context directly results in YAP activation and fetal-like reprogramming or whether this involves a more complex cascade of molecular events, including triggering of YAP activation through changes in cell-cell contacts or physical properties of the extracellular matrix (Aragona et al., 2013; Dupont et al., 2011). In this respect, the long timescale of several months required for the acquisition of the described fetal-like reprogrammed state will be advantageous for resolving intermediate steps during this organoid morphology transition in multi-pronged, scale-bridging time-course experiments. In addition, it will be interesting to investigate how the epithelial response across scales depends on varying initial SOX9 levels. Furthermore, a reduction in SOX9 expression at various time points during spheroid morphology acquisition will address a potential reversibility of this process. Altogether, while keeping the need of strict control mechanisms to avoid tumor initiation upon constitutive SOX9 expression in mind (Grimm et al., 2020; Kumar and Mistri, 2020), such studies will inform about the potential of the described SOX9 overexpression-induced fetal-like reversion to be exploited for applications in regenerative medicine.

### Limitations of the study

Here, we used SOX9-Halo fusions (Figure 1B), which were key for live imaging experiments including SMT (Figures 1C and 1D). By determining a decreased fraction bound for a SOX9 mutant lacking its DNA-binding domain (Figures 1E–1I), we confirmed functionality of SOX9-Halo for DNA binding. Furthermore, we could reproduce a SOX9 overexpression-induced spheroid phenotype with both Halo and mEGFP fusions (Figure 4A). Moreover, we modestly overexpressed transgene-encoded SOX9-Halo in addition to unlabeled endogenous SOX9 (Figure 3C), necessitating the consideration of the presence of a mixed SOX9 population for data interpretation, which might have resulted in underestimated fractions bound (Figures 1F, 1G, 2B, 5C, 7C–7E, S1A, S1E, S1F, S1I, S2A, S2B, S2H, S2I, and S6A) and oligomerized states (Figures 6E–6H and S7). Future studies could be improved by endogenous tagging (Koch et al., 2018) to investigate SOX9 molecular dynamics at physiological expression levels and to manipulate endogenous levels for interrogating TF dosage effects.

We found a large heterogeneity in the cellular diffusion behavior of SOX9-Halo (Figures 1E, 1G, 1H, 1I, 5D, S1E, S1G, S6A, and S6B), even within cell state-enriched subpopulations (Figures 2B–2D and 5D). Notably, we also observed some cell-to-cell heterogeneity in the bound fractions of the SOX9ΔHMG-Halo DNA-binding mutant (Figures 1E, 1H and 1I) as well as in the H2B-Halo and Halo-NLS CTRLs (Figure S8A). Potential sources for the observed cell-to-cell variability in our CTRLs are extracellular microenvironment, cell-intrinsic differences in the cell cycle or metabolic state, and cell fitness, with a few likely abnormal or dying cells not identified as such in manual QC captured across experiments (Figure S8B). By comparing LGR5^+^ vs. LGR5^−^ subpopulations (Figures S2H, S2I, and S8C) for these CTRLs, we ruled out cellular differentiation state as a source of variability in fractions bound. In contrast, the large cell-to-cell variability within LGR5^+^ (stem and early progenitor cells) and LGR5^−^ (late progenitor and differentiated cells) subpopulations for SOX9-Halo (Figures 2B–2D, S2A–S2C, and S8A) is largely of biological nature, as they contain several differentiation states. Nevertheless, despite the observed cell-to-cell heterogeneities, pairwise comparisons of the fractions bound between the various proteins measured in this study were all significant (Figure S8C).

3D mSIOs and 2D EMCs are well-characterized differentiation systems recapitulating important features of the intestinal epithelium (Figure 1A). Nevertheless, they are simplistic *in vitro* models, and therefore, further studies are required to test the validity of our results in the *in vivo* context and their clinical applicability. SMT deep in tissues remains challenging, and different microscopy techniques capable of imaging single molecules inside thicker specimens (Chen et al., 2014) are required for SMT in whole 3D mSIOs. However, our optimization of seeding and imaging conditions enabling HILO-based fast SMT in 3D spheroids (Figures 7A–7C) is an important step toward a broader use in the outer layer of organoid models for connecting multicellular phenotypes with molecular mechanisms.

## Methods

### Experimental model and subject participant details

#### Mice

C57BL/6J mice (WT) were obtained from The Jackson Laboratory (strain #000664, RRID:IMSR_JAX:000664). LGR5::DTR-EGFP mice (Tian et al., 2011) were kindly provided by Fred de Sauvage (Genentech). WT and LGR5::DTR-EGFP mice were bred with C57BL/6J mice and housed in an AAALAS-certified level 3 facility on a 14 h light cycle. Pups were weaned 21 days after birth and housed with four littermates per cage. Female offspring was used for mouse small intestinal crypt isolation and organoid generation at an age of 8–16 weeks. All procedures to maintain and use the mice were approved by the Institutional Animal Care and Use Committee of the University of California, Berkeley (IACUC protocol number AUP-2015-09-7988-2).

#### Cell lines

L-Wnt3a cells (CRL-2647, ATCC) were used to produce Wnt3a-conditioned medium. HEK293T cells (CRL-3216, ATCC) were used to generate rAAV vectors for crude rAAV vector preparations, and HEK293T Lenti-X cells (Takara, cat.# 632180) for making lentivirus. Cell lines were obtained via the UC Berkeley Cell Culture Facility. Cell lines and organoids were confirmed to be mycoplasma-free by regular PCR testing.

### Experimental procedures

Detailed methods can be found in the supplemental experimental procedures. Key methods are described in brief in the following text.

#### Culture of mouse small intestinal organoids and 2D enteroid monolayers

Intestinal organoids were derived from mouse small intestinal crypts and cultured as described before (Walther et al., 2024). 2D EMCs were derived from mSIOs and cultured as described before (Walther et al., 2024). For details, see supplemental experimental procedures.

#### Generation of stable organoid lines

Stable organoid lines were generated by lentivirus transduction and antibiotic selection as described before (Walther et al., 2024). For details, see supplemental experimental procedures.

#### Transient transduction of 2D enteroid monolayers using crude rAAV preparations

2D EMCs were transiently transduced using crude rAAV preparations, which were generated as previously described (Benyamini et al., 2023). For details, see supplemental experimental procedures.

#### Immunostaining

IF experiments on 2D EMCs were performed as described (Walther et al., 2024). For details, see supplemental experimental procedures.

#### Confocal imaging

Confocal imaging of mSIOs and 2D EMCs was performed as previously described (Walther et al., 2024). For details and modifications, see supplemental experimental procedures.

#### Single-molecule imaging and automation

Fast SMT and PAPA-SMT experiments were performed on a TIRF microscope and analyzed as described before (Walther et al., 2024), whereby most experiments were executed using the automated pipeline for SMT and analysis described before (Walther et al., 2024) with the add-on to record additional fluorescence markers. For details and modifications, see supplemental experimental procedures.

#### Bulk RNA-seq

RNA for bulk RNA-seq was extracted from intestinal organoids using TRIzol and phenol-chloroform extraction, followed by poly-A RNA-seq library preparation. RNA-seq data were analyzed using common bioinformatics tools. For details, see supplemental experimental procedures.

#### Statistical testing

Quantifications and comparisons between conditions were statistically tested as described in the supplemental experimental procedures.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact and corresponding author, Nike Walther ().

### Materials availability

Plasmids generated in this study are available upon request with a completed material transfer agreement and with reasonable compensation by the requestor for shipping. There are restrictions to the availability of stable organoid lines generated in this study due to the lack of an external centralized repository for their distribution and our need to maintain the stock.

### Data and code availability

• Microscopy data have been deposited to Mendeley Data and will be publicly available upon publication via the links indicated here: https://gitlab.com/nikewalther/walther_sox9organoid_2025/-/tree/main/DataDeposit.
• RNA-seq data have been deposited to the NCBI Gene Expression Omnibus (GEO) under accession number GSE287653 and will be publicly available upon publication.
• Original code has been deposited to GitLab (https://gitlab.com/nikewalther/walther_sox9organoid_2025/-/tree/main?ref_type=heads) and will be publicly available upon publication.
• Information required to reanalyze the data has been included.

## Acknowledgments

We are grateful to Robert Tjian and 10.13039/100010933Xavier Darzacq for hosting the experimental part of this study in their joint lab at the 10.13039/100006978University of California, Berkeley, and for providing funding (Robert Tjian via the 10.13039/100000011Howard Hughes Medical Institute [34430] and 10.13039/100010933Xavier Darzacq via a Dynamic Imaging Grant from the 10.13039/100014989Chan Zuckerberg Initiative [Dynamic-0000000091]). We thank current and past members of the Tjian/Darzacq lab for scientific discussions and comments on the manuscript. We are grateful to Qiulin Zhu and Brendan Wu for cloning assistance, Sanchitha Kannabran and Sophia Lim for assistance with plasmid preparations and organoid cultures, Xinyin Lu for plasmid preparations, and Shuang Zheng for assistance with mouse colony maintenance. We thank Thomas Graham for providing code for (PAPA)-SMT automation and analysis. We are thankful to Fred de Sauvage for providing LGR5::DTR-EGFP mice, Mark Kay for KP1 capsid plasmids, and Luke Lavis for JF dyes. We thank the UC Berkeley Cell Culture Facility supported by The University of California, Berkeley, for providing cell lines. We are grateful to Ophir Klein and current and past members of the Klein lab gut group for sharing protocols and providing a platform for discussion and feedback. We would like to thank Fred de Sauvage and Kim Boonekamp for critically reading and commenting on the manuscript. N.W. extends her gratitude to Olaf Stemmann and the 10.13039/100005685Department of Genetics at the 10.13039/100020618University of Bayreuth for hosting her for parts of this study. N.W. acknowledges funding from the Berkeley Stem Cell Center via a Siebel postdoctoral fellowship as well as from the 10.13039/501100001659German Research Foundation (DFG) via a Walter Benjamin postdoctoral fellowship (453309976) and a return grant of the Walter Benjamin program (552461306). S.A. was supported by a Donner 160 fellowship. A.C.M. acknowledges support via the 10.13039/100000900California Institute for Regenerative Medicine Training Program (EDUC4-12790).

## Author contributions

N.W. conceptualized, designed, and supervised the study, developed experimental strategies for rAAV-based transgene delivery into 2D EMCs as well as for SMT in 3D spheroids, devised the further development of the automated SMT imaging and analysis pipeline, manually segmented confocal images, analyzed imaging and RNA-seq data, and wrote the manuscript (original draft and review/editing). N.W. executed all experiments except for RNA extraction and library preparation for RNA-seq, which was performed by C.C., and confocal imaging of one IF condition, which was performed by S.A. S.A. further developed the automated SMT pipeline to accommodate the acquisition of additional fluorescent markers in 2D EMCs and to enable the separate analysis of manually classified SMT data with input from N.W., wrote tailored SMT and image analysis code including statistical analyses, and analyzed a subset of confocal data. C.C. processed RNA-seq data and performed initial analyses. S.A. and C.C. discussed data and their interpretation with N.W., provided a subset of raw figure panels as well as method details, and reviewed and edited the manuscript. G.M.D. designed and cloned DNA constructs. A.C.M. provided critical reagents and advice for rAAV-based transgene delivery. N.W. provided funding for this project. All authors agreed on the final version of the manuscript.

## Declaration of interests

The authors declare no competing interests.

# Supplementary material for: Distinct SOX9 single-molecule dynamics characterize adult differentiation and fetal-like reprogrammed states in intestinal organoids
**Source:** Stem Cell Reports. 2026 Jan 22;21(2):102787. doi: 10.1016/j.stemcr.2025.102787
**Supplement:** Document S1. Figures S1–S10 and supplemental experimental procedures

**Stem Cell Reports, Volume 21**

## **Supplemental Information**

### **Distinct SOX9 single-molecule dynamics characterize adult differentiation and fetal-like reprogrammed states in intestinal organoids**

**Nike Walther, Sathvik Anantakrishnan, Gina M. Dailey, Anna C. Maurer, and Claudia Cattoglio**

A

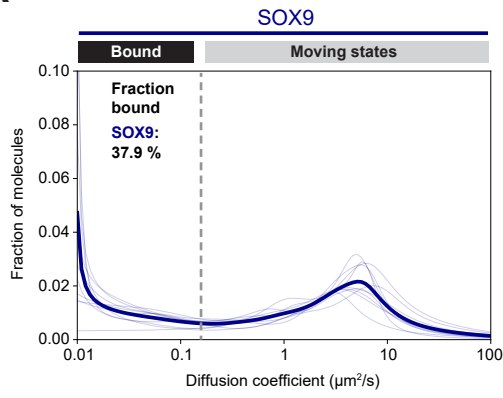

B

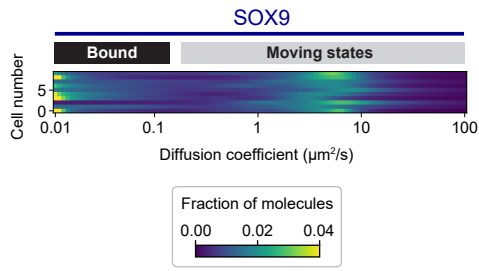

C

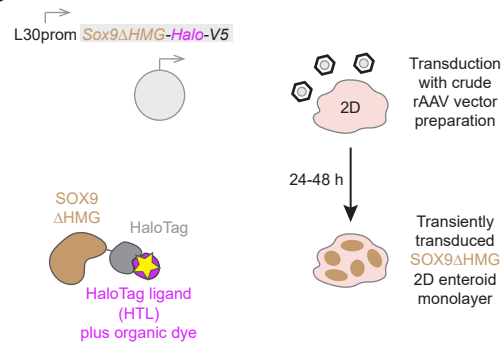

D

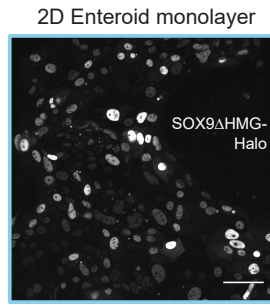

E

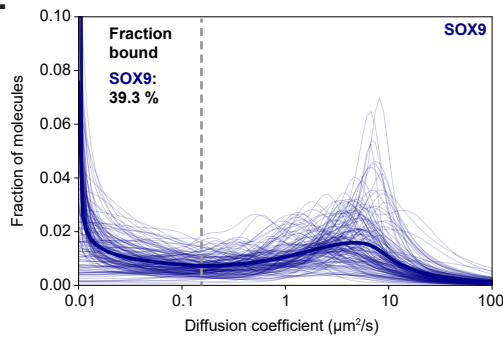

F

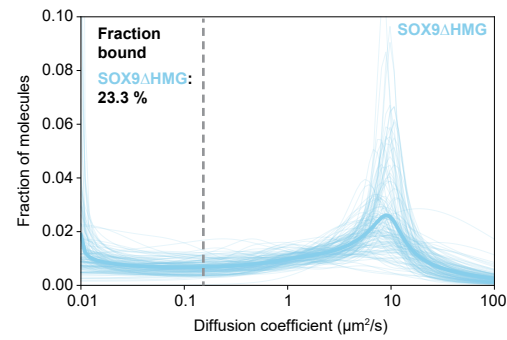

G

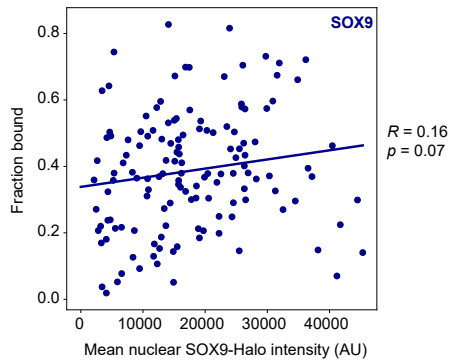

H

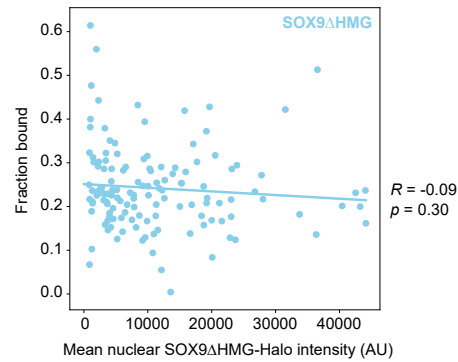

I

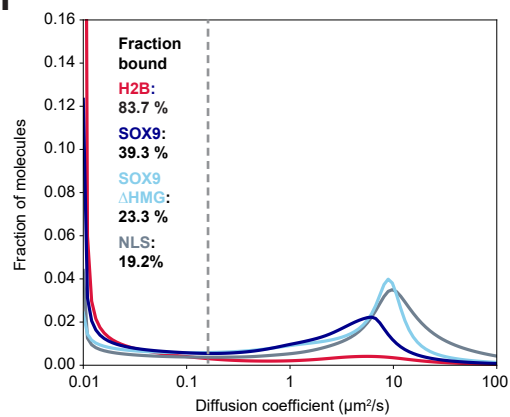

**Figure S1: The diffusive behaviors of SOX9-Halo and its DNA binding domain mutant SOX9 $\Delta$ HMG-Halo are expression level-independent, related to Figure 1.**

**(A,B)** Single-cell diffusion spectra (A) or diffusion heatmap (B) of a manual fast SMT experiment in SOX9-Halo 2D EMCs with a mean fraction bound of 37.9% (95% CI: 35.8-39.4%). In (B) cells are ordered by decreasing fraction bound from top to bottom ( $n=10$  cells). **(C)** Generation of an organoid line transiently overexpressing a SOX9 $\Delta$ HMG-HaloTag-V5 transgene through transduction with a crude rAAV vector preparation allows fluorescence detection (yellow star) of SOX9 $\Delta$ HMG-Halo (brown-gray) covalently labeled with a dye-coupled HTL (magenta). **(D)** Confocal live imaging of a 2D EMC 48h post-transduction with a crude rAAV preparation to transiently express SOX9 $\Delta$ HMG-Halo. Scale bar: 50  $\mu$ m. **(E,F)** Single-cell diffusion spectra for 4 independent automated experiments for SOX9-Halo (E) and 5 independent manual experiments for SOX9 $\Delta$ HMG-Halo (F). **(G,H)** Fractions bound for each cell are plotted against the mean nuclear fluorescence intensity for SOX9-Halo (G) or SOX9 $\Delta$ HMG-Halo (H). Correlations between POI intensity and fraction bound (fitted line) were computed for each POI and the Pearson correlation coefficients ( $R$ ) and  $p$ -values are indicated. **(I)** Mean diffusion spectra for H2B-Halo (red), SOX9-Halo (dark blue), SOX9 $\Delta$ HMG-Halo (light blue), and Halo-NLS (gray). Bootstrap analysis of combined experiments with  $n=65,30,12,50,123,81,6$  cells for H2B,  $n=10,44,42,56$  cells for SOX9,  $n=16,42,34$  cells for SOX9 $\Delta$ HMG, and  $n=12,47,41$  cells for NLS determined mean fractions bound of 83.7% (95% CI: 81.4-85.9%), 39.3% (95% CI: 32.9-46.7%), 23.3% (95% CI: 19.5-28.5%), and 19.2% (95% CI: 15.0-23.2%) respectively. Cells in (E-I) correspond to the 4 experiments for SOX9 (dark blue; combined  $n=152$  cells) and the 5 experiments for SOX9 $\Delta$ HMG (light blue; combined  $n=135$  cells) plotted in Fig. 1E-I. Cells in (I) further correspond to the 7 experiments for H2B (red; combined  $n=367$  cells) and the 3 experiments for NLS (gray; combined  $n=100$  cells) plotted in Fig. 1G and Fig. S2H,I.

Figure S2

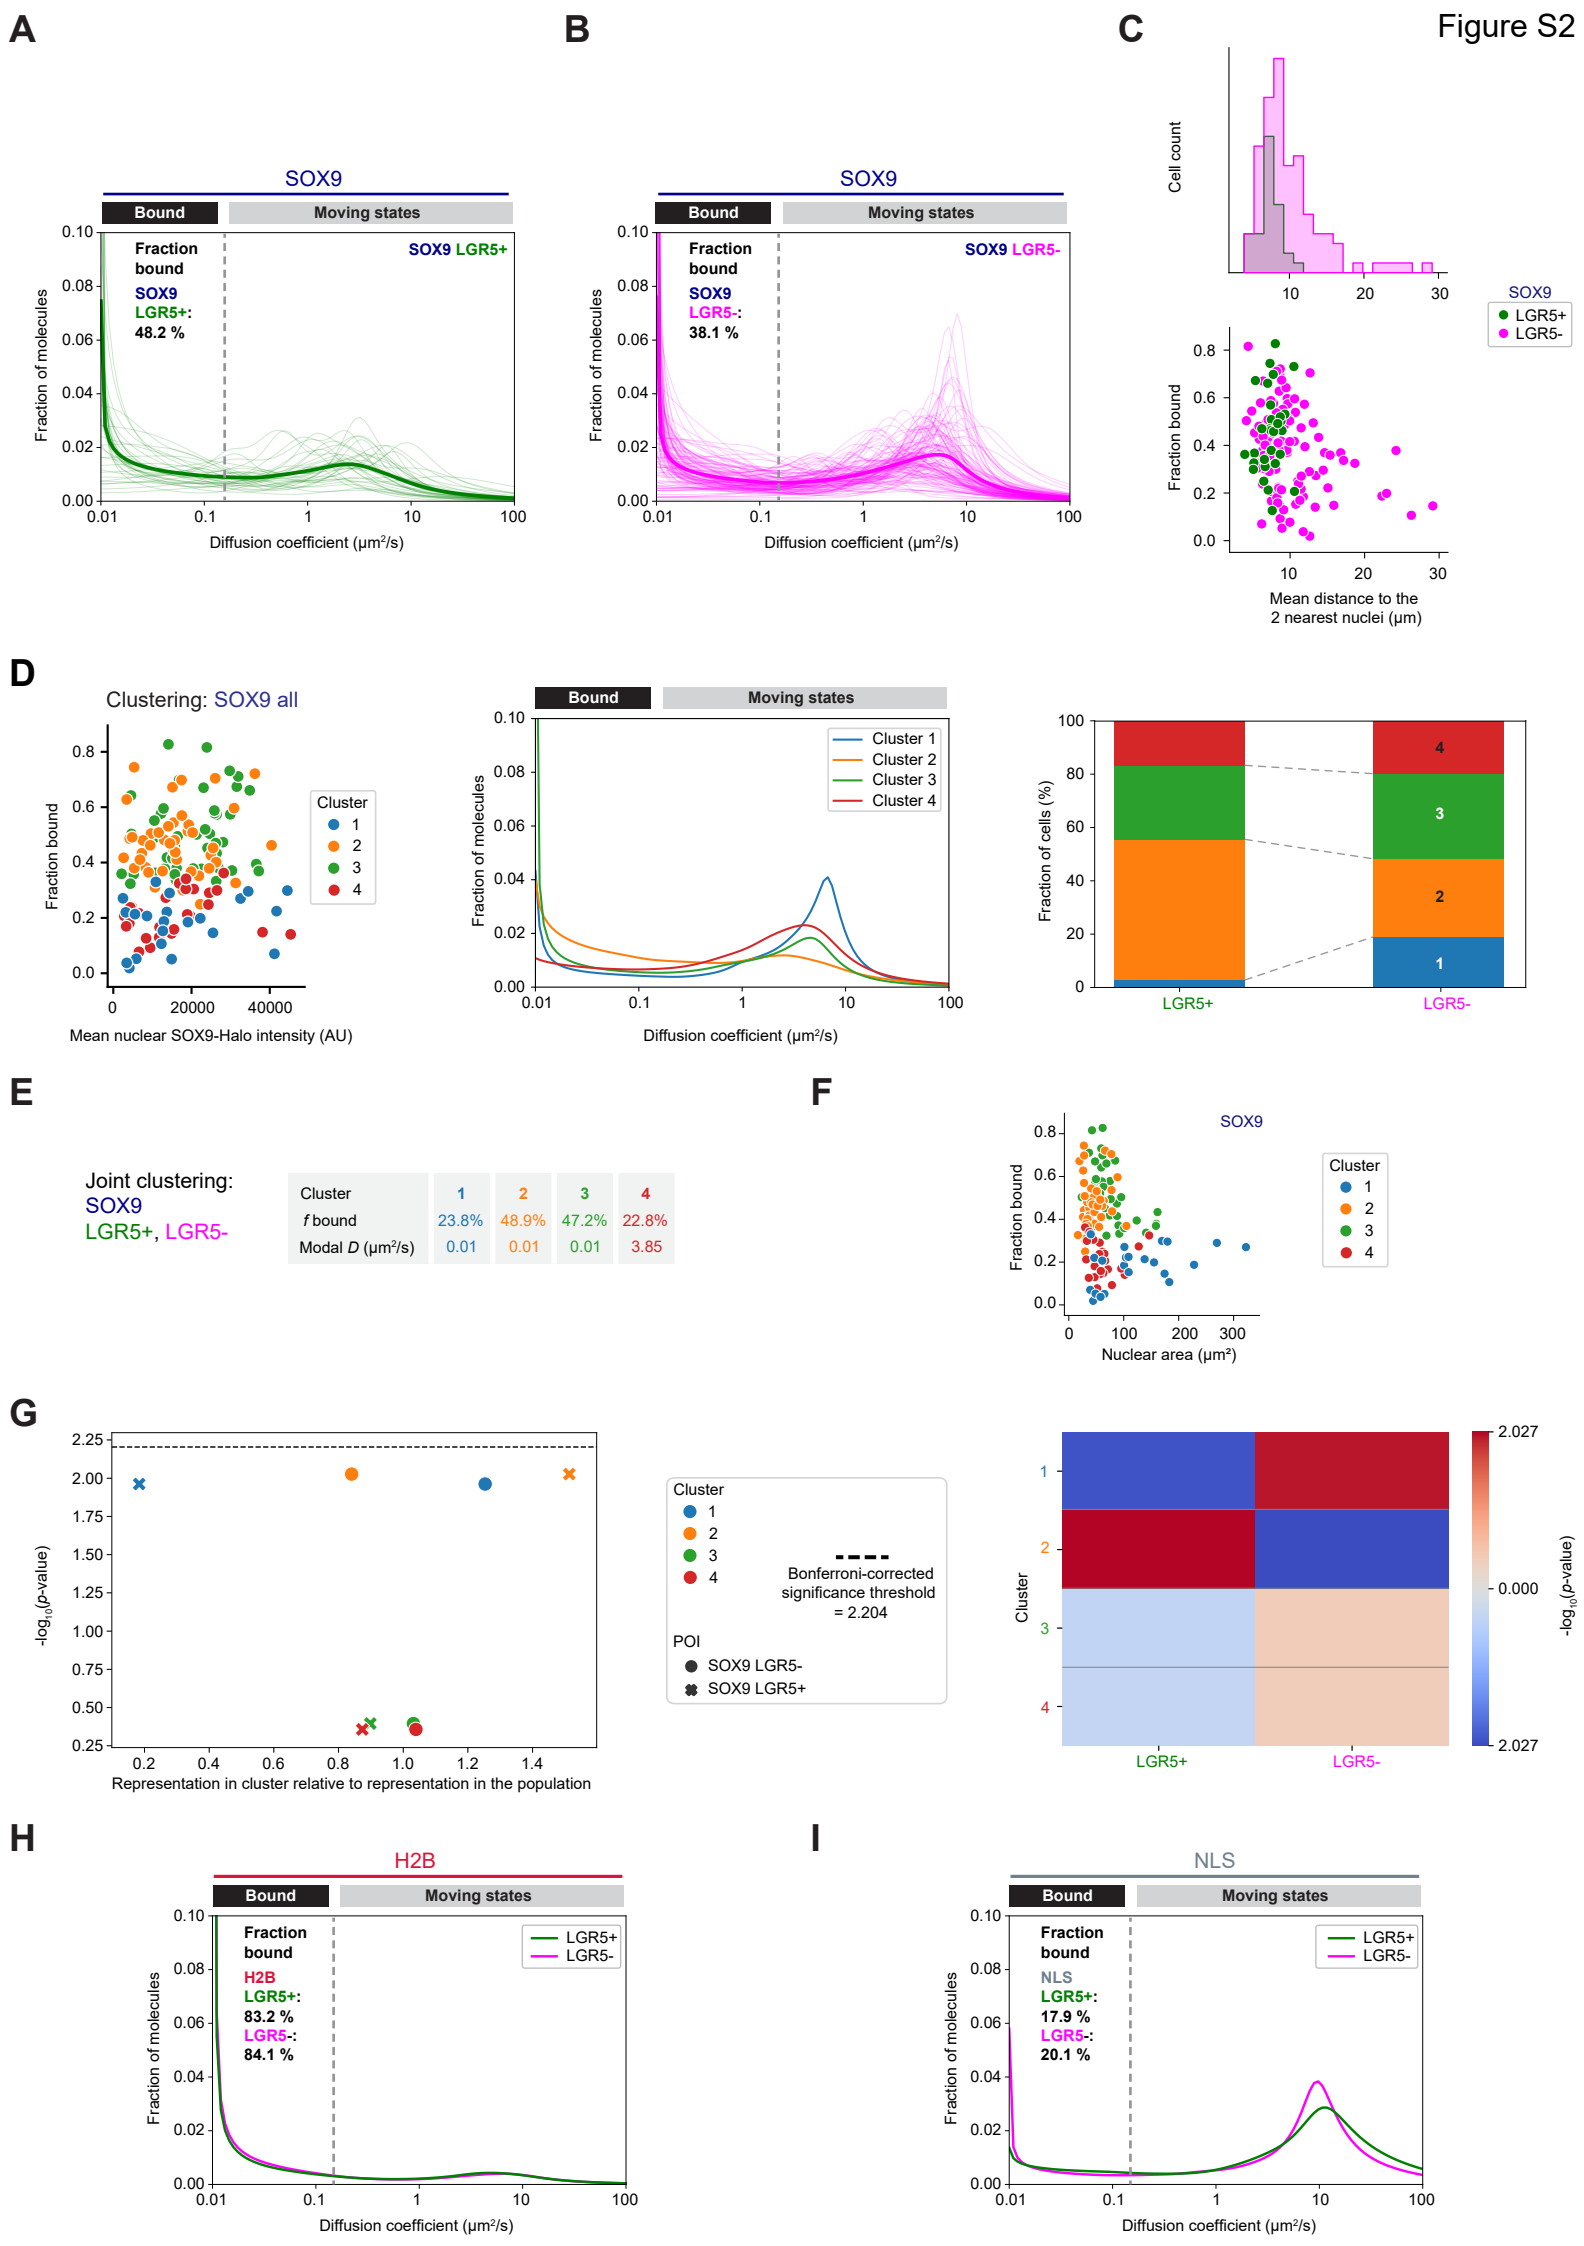

**Figure S2: Differences in the diffusive behavior of SOX9-Halo in stem- and differentiated cell populations, but not for Halo-tagged immobile H2B and freely diffusing NLS CTRLs, related to Figure 2. (A,B)** Single-cell diffusion spectra for 4 independent automated experiments for SOX9-Halo classified into LGR5+ (green) (A) and LGR5- (magenta) (B) subpopulations with  $n=36$  and  $n=116$  cells, respectively. **(C)** Top: Distribution of the single-cell morphological characteristic mean distance to the two nearest nuclei for LGR5+/- (green/magenta) cells extracted from SMT data. Bottom: Single-cell correlation of SMT-derived fraction bound with mean distance to the two nearest nuclei for LGR5+/- (green/magenta) cells. **(D-G)** Hierarchical clustering of all SOX9-Halo cells based on single-cell diffusion spectra using the Jensen-Shannon distance metric. (D) Left: Fractions bound for each cell plotted against the mean nuclear SOX9-Halo intensity with color-coded diffusion clusters. Middle: Mean diffusion spectra for each cluster. Right: Distribution of cells into diffusion clusters for LGR5+/- (left/right). (E) Cluster statistics. (F) Fractions bound for each cell plotted against the nuclear area with color-coded diffusion clusters. (G) Left:  $p$ -values indicating the representation of LGR5+ (x mark) and LGR5- (circle) subpopulations in each diffusion cluster relative to the representation in the population; Bonferroni-corrected significance threshold (dashed line). Right: Heatmap of  $p$ -values indicating the representation of each subpopulation in each diffusion cluster (red: overrepresentation; blue: underrepresentation). Cluster: 1-blue, 2-orange, 3-green, 4-red. Shown are  $n=152$  cells from 4 combined automated experiments ( $n=10,44,42,56$  cells). **(H,I)** Mean diffusion spectra for LGR5+/- (green/magenta) subpopulations of (H) H2B-Halo (LGR5+:  $n=174$  cells; LGR5-:  $n=190$  cells) and (I) Halo-NLS (LGR5+:  $n=47$  cells; LGR5-:  $n=53$  cells). Bootstrap analysis of combined experiments with  $n=65,30,12,50,123,81,6$  cells for H2B and  $n=12,47,41$  cells for NLS determined mean fractions bound of 83.2% (95% CI: 81.1-85.3%) and 84.1% (95% CI: 81.7-86.4%) as well as 17.9% (95% CI: 13.7-22.5%) and 20.1% (95% CI: 15.9-23.6%) for LGR5+/- subpopulations, respectively. Comparison of the fraction bound distributions between LGR5+ and LGR5- cells yielded the following  $p$ -values: H2B – 0.125, NLS – 0.914. Representative SMT movies in Videos S4,5. The SOX9 data are the same as in Fig.1E-I, Fig. S1E,G,I, Fig. 2B-D, and Fig. 5C. The H2B and NLS data are the same as in Fig. 1G and Fig. S1E.

A

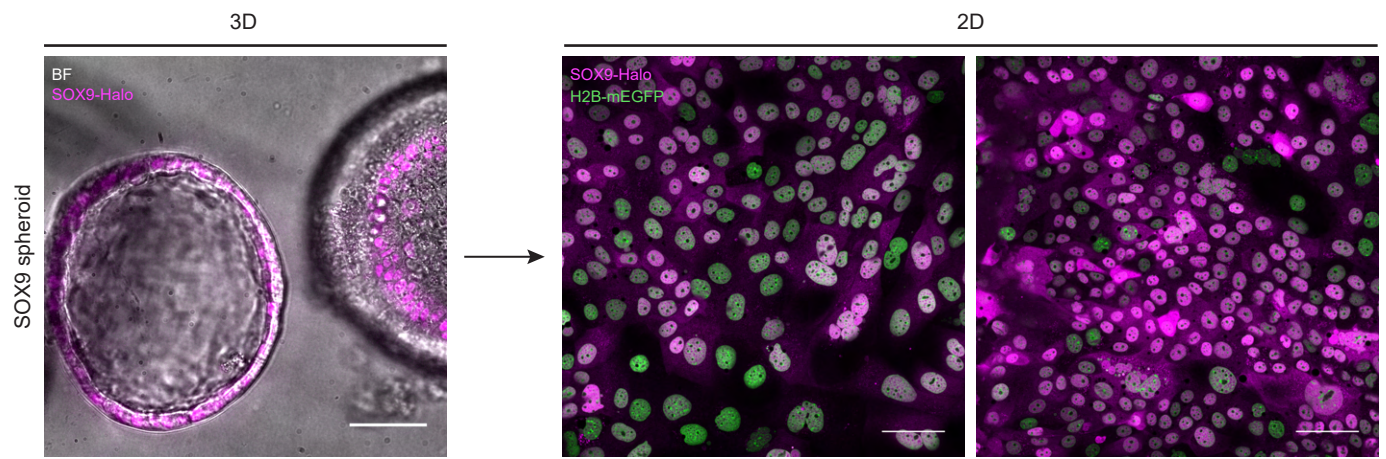

B

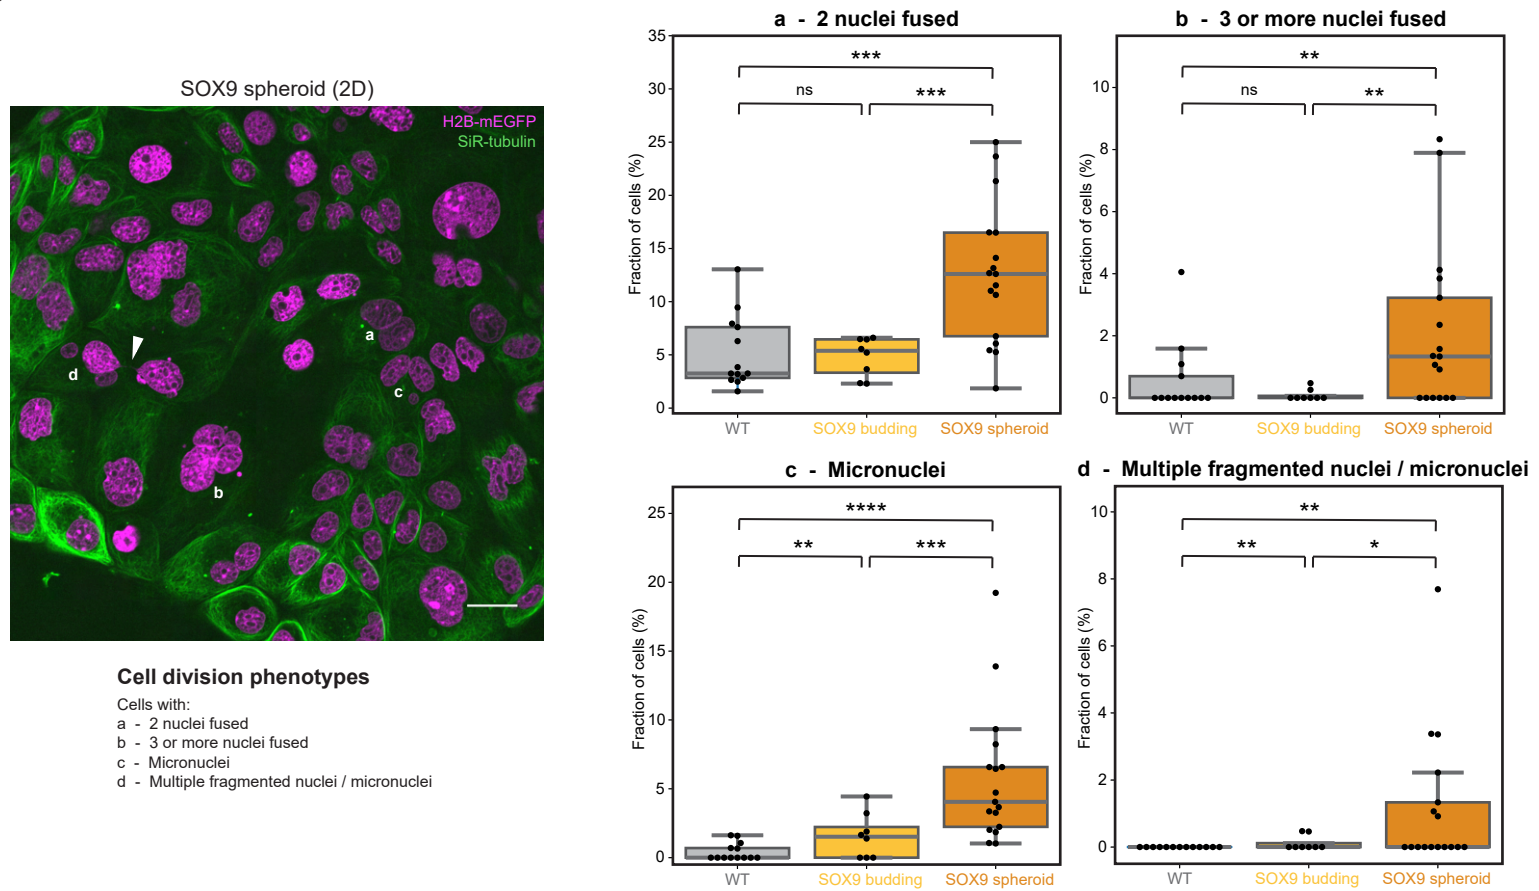

C

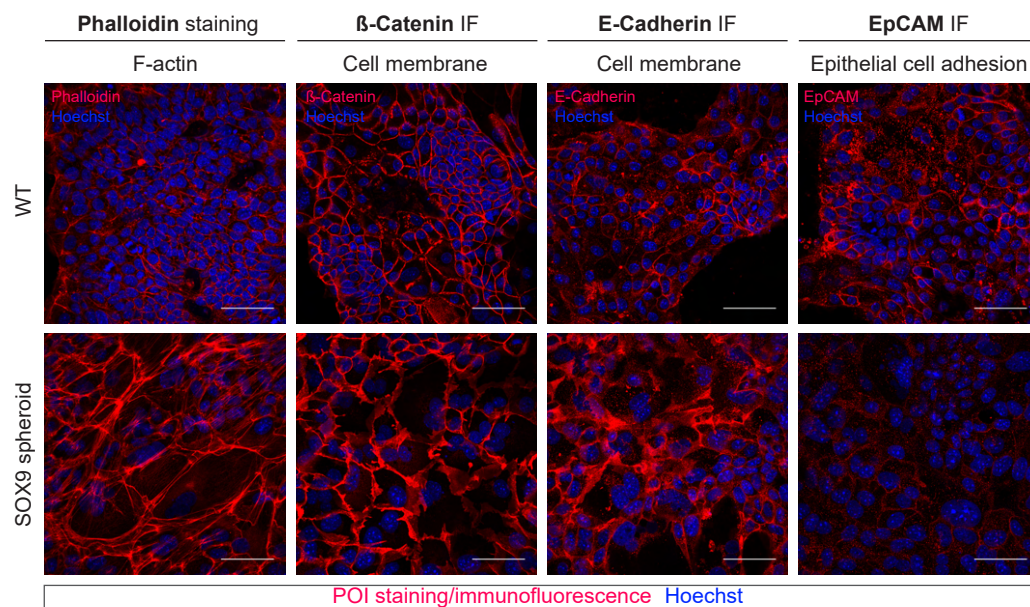

**Figure S3: SOX9-Halo spheroids display cell division errors, actin stress fibers, and signs of cell membrane remodeling, related to Figure 3. (A)** Confocal live imaging of SOX9-Halo spheroids co-expressing H2B-mEGFP 5 d post-seeding. Left: 3D spheroid (BF: gray; SOX9-Halo: magenta). Right: 2D EMC derived from 3D spheroid (SOX9-Halo: magenta; H2B-mEGFP: green). Scale bars: 50  $\mu$ m. **(B)** Cell division phenotypes in 2D EMCs derived from SOX9-Halo spheroids. Left: Representative confocal image of live SOX9 spheroid-derived 2D EMC (H2B-mEGFP: magenta; SiR-tubulin: green) with cell division phenotypes (a-d) and anaphase bridge (arrow) indicated. Scale bar: 20  $\mu$ m. Right: Quantifications of cell division phenotypes (a: two nuclei fused; b: three or more nuclei fused; c: micronuclei; d: multiple fragmented nuclei or micronuclei) in 2D EMCs derived from WT (gray), SOX9-Halo\_budding (yellow), or SOX9-Halo\_spheroid (orange) organoids. Quantifications were based on 13 images with  $n=1821$  cells for WT, 8 images with  $n=1626$  cells for SOX9\_budding, and 17 images with  $n=1756$  cells for SOX9\_spheroid. Each point represents one FOV; median: gray line, first/third quartile: whiskers; statistical testing based on Mann-Whitney U tests (see experimental procedures for details); (ns) non-significant,  $p>0.5$ ; (\*)  $p\leq 0.5$ ; (\*\*)  $p\leq 0.01$ ; (\*\*\*)  $p\leq 0.001$ ; (\*\*\*\*)  $p\leq 0.0001$ . **(C)** Confocal images of immunostained (POI: red) 2D EMCs derived from WT organoids (top) or SOX9-Halo spheroids (bottom) co-stained with Hoechst (blue). Scale bars: 50  $\mu$ m.

**A**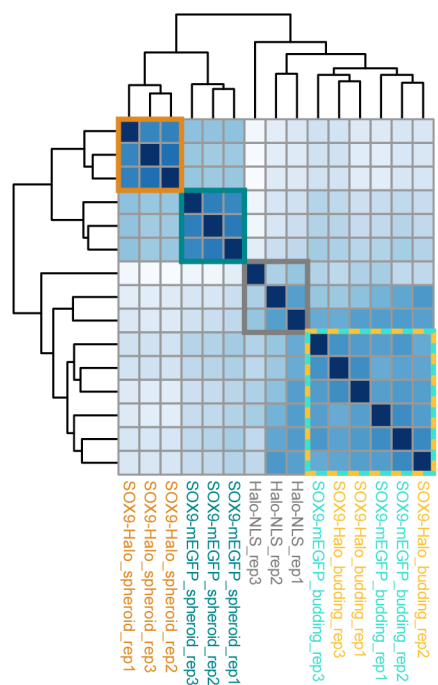

SOX9-Halo\_spheroid\_rep1  
SOX9-Halo\_spheroid\_rep3  
SOX9-Halo\_spheroid\_rep2  
SOX9-mEGFP\_spheroid\_rep3  
SOX9-mEGFP\_spheroid\_rep2  
SOX9-mEGFP\_spheroid\_rep1  
Halo-NLS\_rep3  
Halo-NLS\_rep2  
Halo-NLS\_rep1  
SOX9-mEGFP\_budding\_rep3  
SOX9-Halo\_budding\_rep3  
SOX9-Halo\_budding\_rep1  
SOX9-mEGFP\_budding\_rep1  
SOX9-mEGFP\_budding\_rep2  
SOX9-Halo\_budding\_rep2

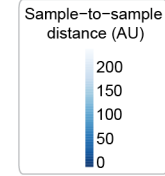**B**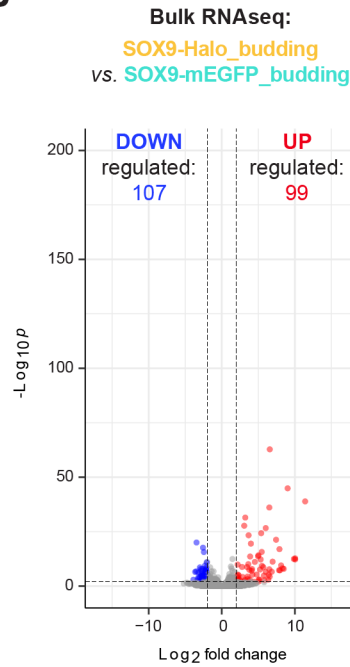**C**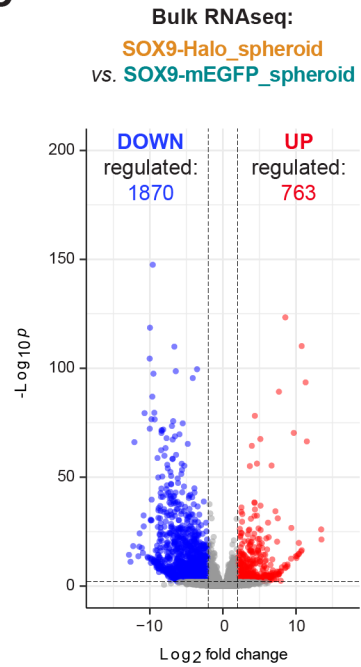**D**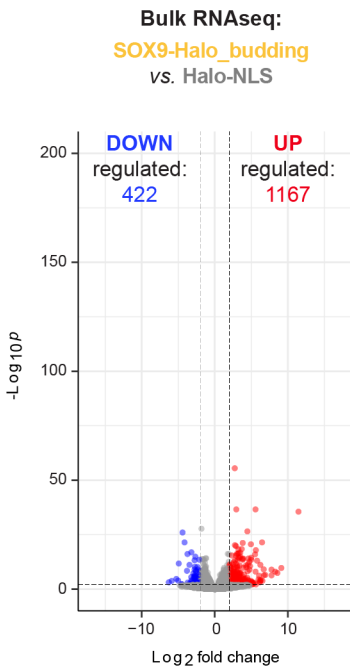**E**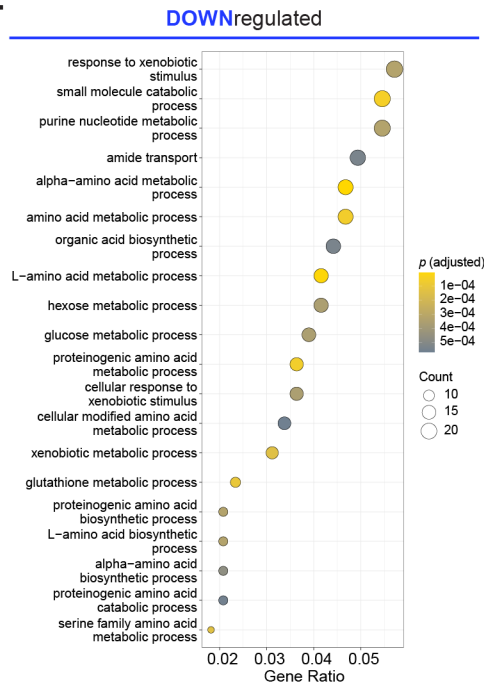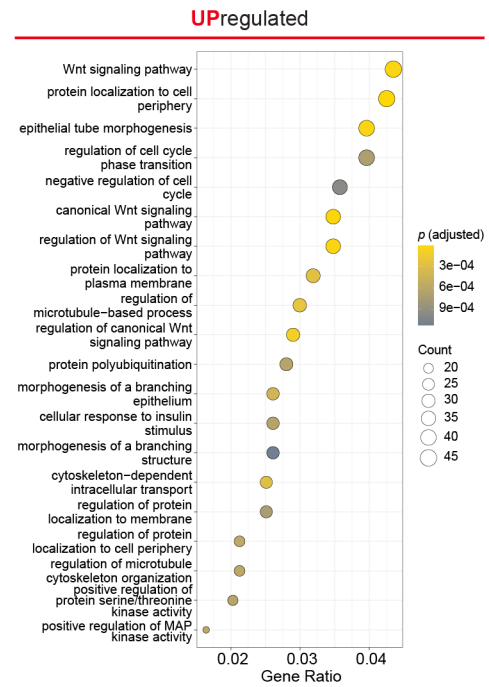**F**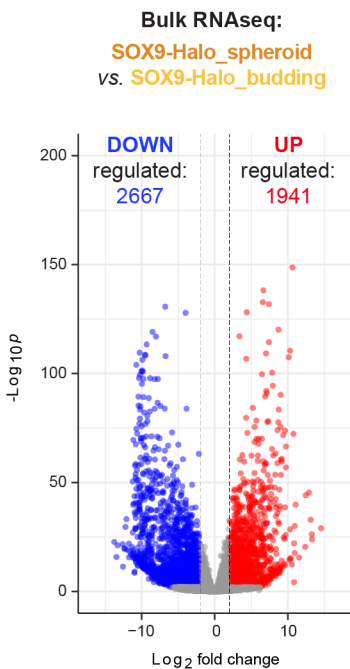**G**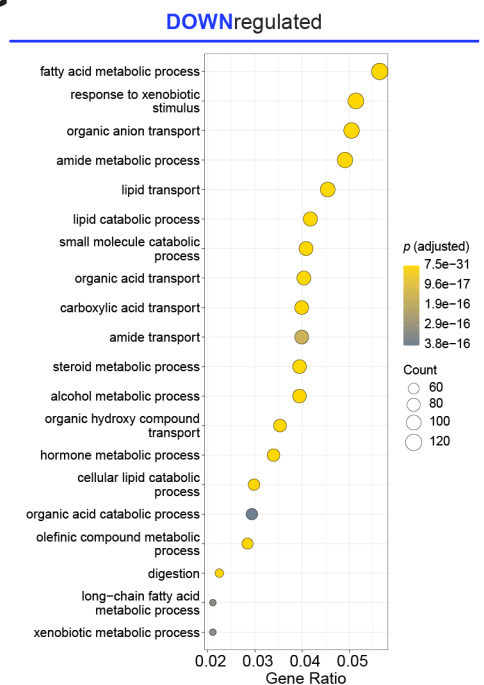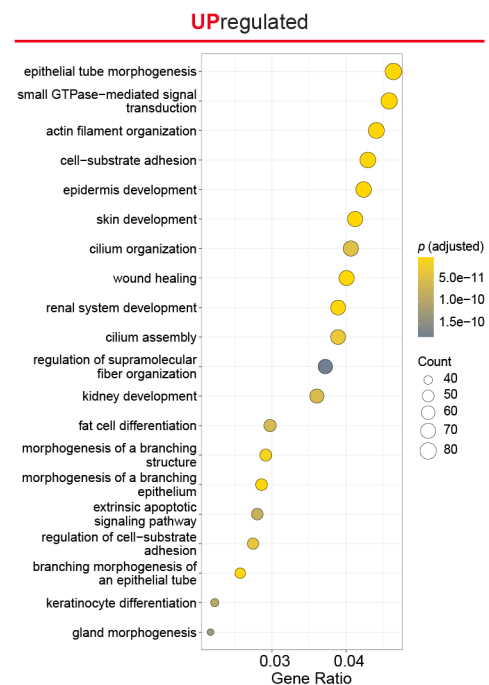

**Figure S4: Enteroid reversion to a fetal-like state upon SOX9 overexpression is tag-independent and occurs through intermediate states with upregulated Wnt signaling-dependent pathways, related to Figure 4. (A)** Sample-to-sample distances of the organoid samples Halo-NLS (gray), SOX9-mEGFP\_budding (light turquoise), SOX9-Halo\_budding (yellow), SOX9-mEGFP\_spheroid (dark turquoise), and SOX9-Halo\_spheroid (orange) in biological triplicates of bulk RNAseq experiments. **(B,C)** Volcano plot displaying DEGs (adjusted  $p$ -value  $\leq 0.01$ , fold change  $\geq 2$  and mean counts  $\geq 10$ ; red/blue: up-/downregulated) in (B) SOX9-Halo\_budding in comparison to SOX9-mEGFP\_budding organoids or (C) SOX9-Halo\_spheroids in comparison to SOX9-mEGFP\_spheroids determined by bulk RNAseq. **(D)** Volcano plot displaying DEGs (adjusted  $p$ -value  $\leq 0.01$ , fold change  $\geq 2$  and mean counts  $\geq 10$ ; red/blue: up-/downregulated) in SOX9-Halo\_budding in comparison to Halo-NLS CTRL organoids determined by bulk RNAseq. **(E)** GO analysis for the top 20 biological pathways enriched in DEGs down- (left, blue) or upregulated (right, red) in SOX9-Halo\_budding in comparison to Halo-NLS CTRL organoids with adjusted  $p$ -values and gene counts indicated. **(F)** Volcano plot displaying DEGs (adjusted  $p$ -value  $\leq 0.01$ , fold change  $\geq 2$  and mean counts  $\geq 10$ ; red/blue: up-/downregulated) in SOX9-Halo\_spheroids in comparison to SOX9-Halo\_budding organoids determined by bulk RNAseq. **(G)** GO analysis for the top 20 biological pathways enriched in DEGs down- (left, blue) or upregulated (right, red) in SOX9-Halo\_spheroids in comparison to SOX9-Halo\_budding organoids with adjusted  $p$ -values and gene counts indicated. Data shown refers to the bulk RNAseq experiment from Fig. 4B-D and Fig. S5.

**A**

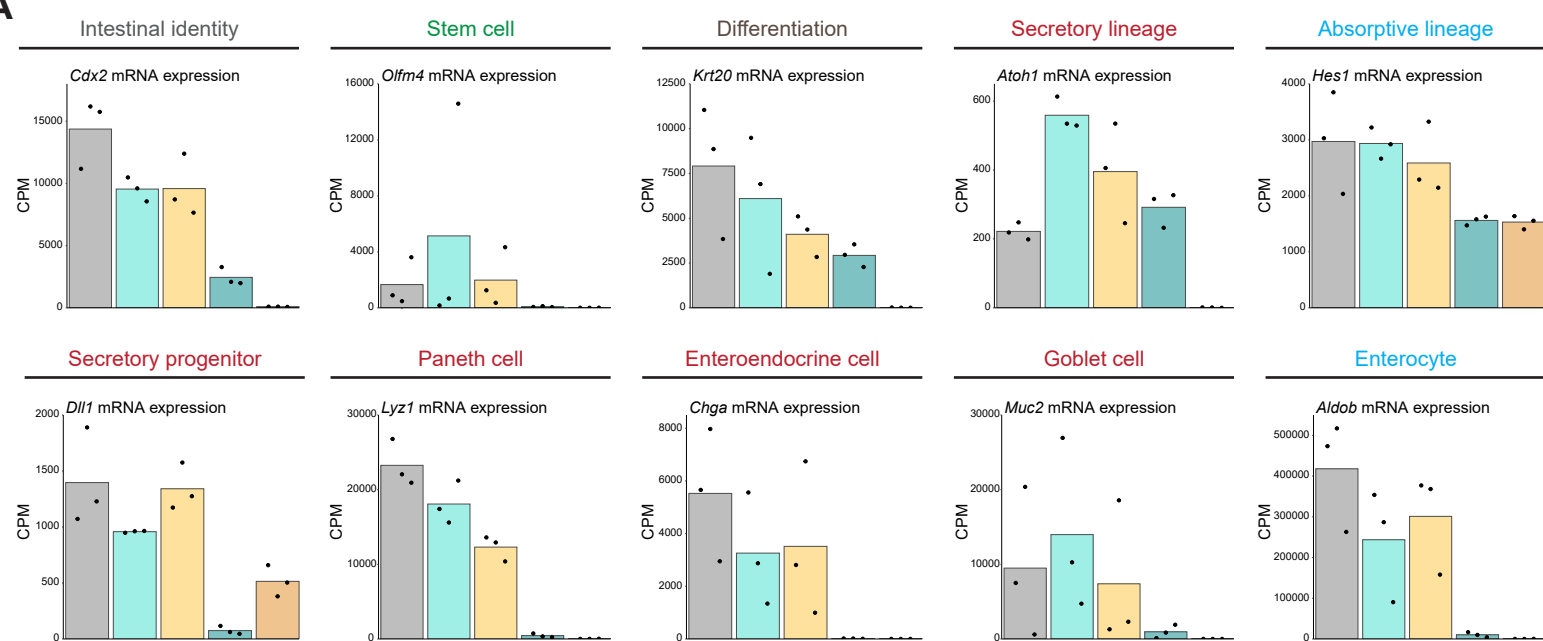

**B**

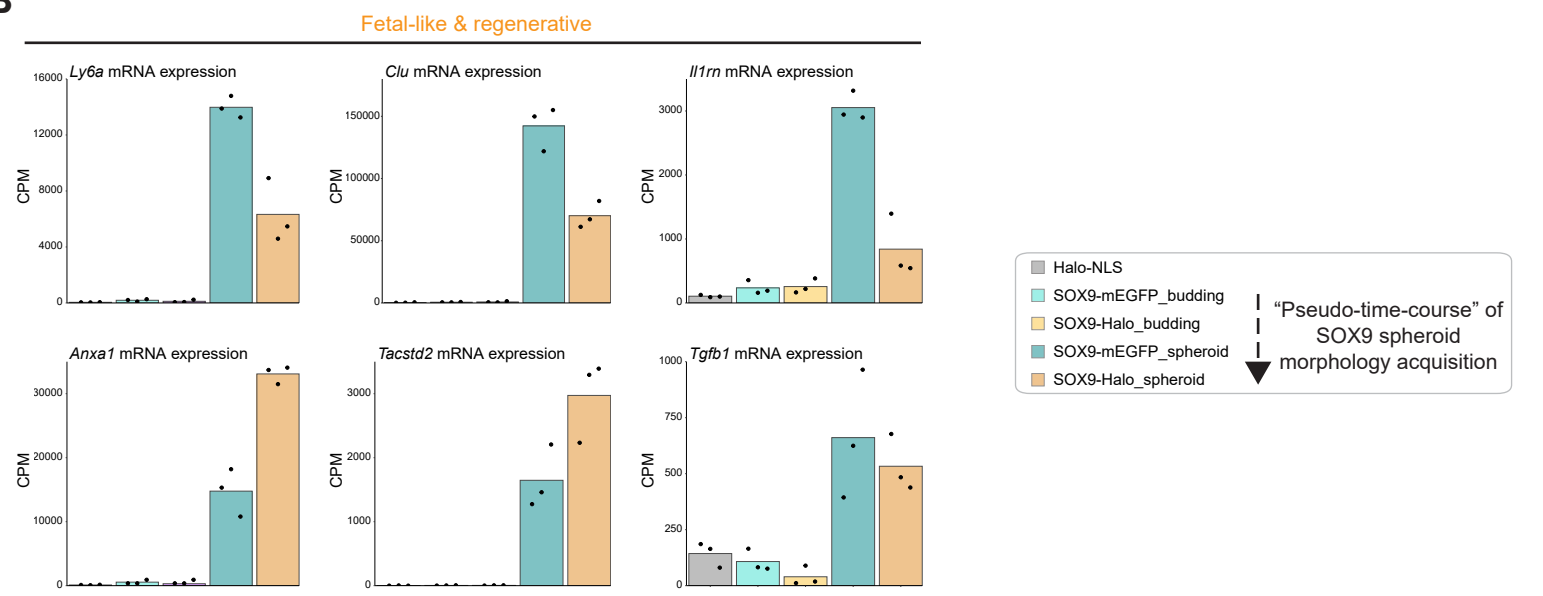

**C**

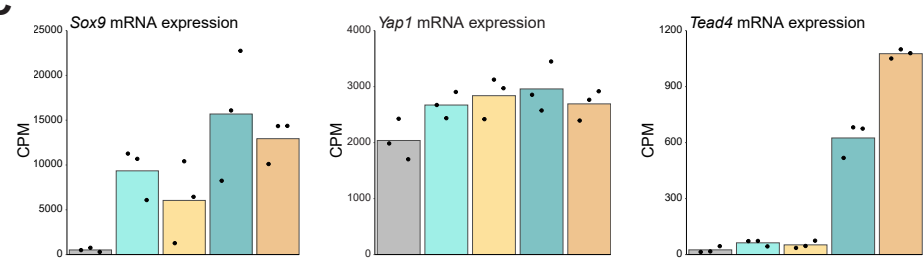

**Figure S5: A “pseudo-time-course” of spheroid morphology acquisition upon SOX9 overexpression in enteroids reveals a reduction in intestinal epithelial signatures across lineages counteracted by the induction of a gene expression program resembling fetal-like reversion, which includes the upregulation of *Tead* acting downstream of YAP, related to Figure 4. (A-C)** Selected DEGs in the stable organoid lines Halo-NLS (gray), SOX9-mEGFP\_budding (light turquoise), SOX9-Halo\_budding (yellow), SOX9-mEGFP\_spheroid (dark turquoise), and SOX9-Halo\_spheroid (orange) determined by bulk RNAseq in biological triplicates. The mean counts per million mapped reads (CPM) of three replicates (bar) and the CPMs for each replicate (points) are indicated. Samples are ordered according to passage number (time in culture) and degree of spheroid phenotype acquisition. (A) Intestinal identity, stem and differentiation markers of both secretory and absorptive lineages. (B) Regenerative fetal-like markers. (C) *Sox9*, *Yap1*, *Tead4*. Data shown refer to the bulk RNAseq experiment in Fig. 3F,G, Fig. 4B-D and Fig. S4.

A

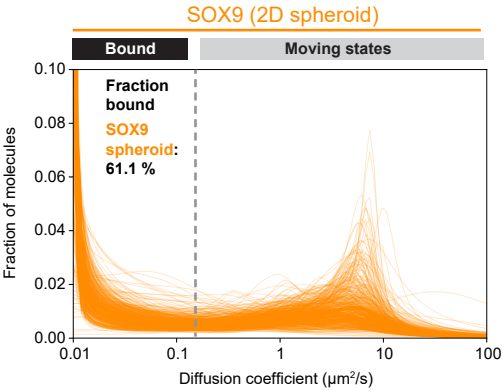

B

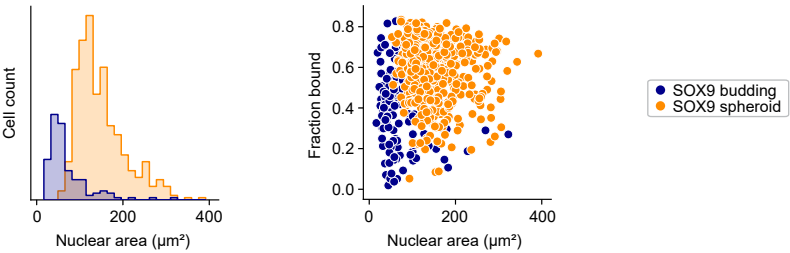

C

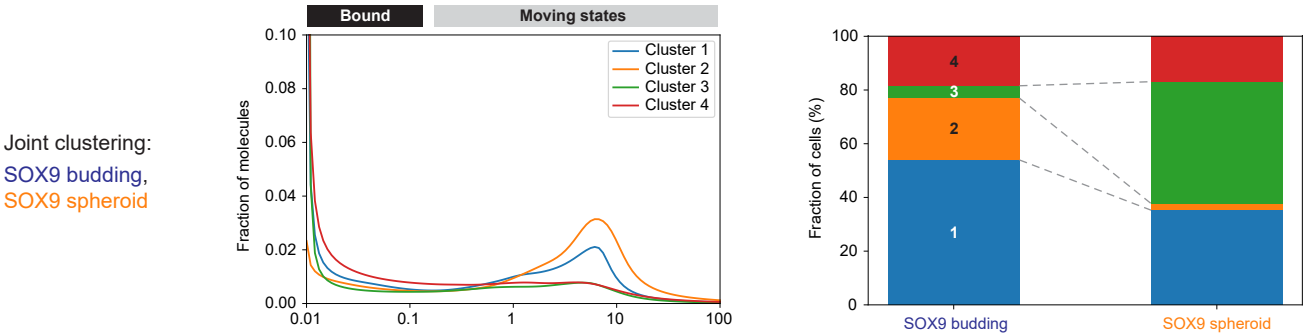

D

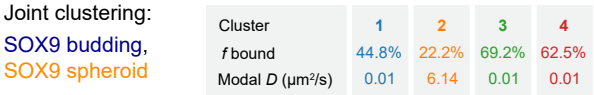

E

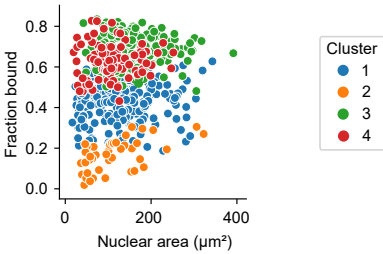

F

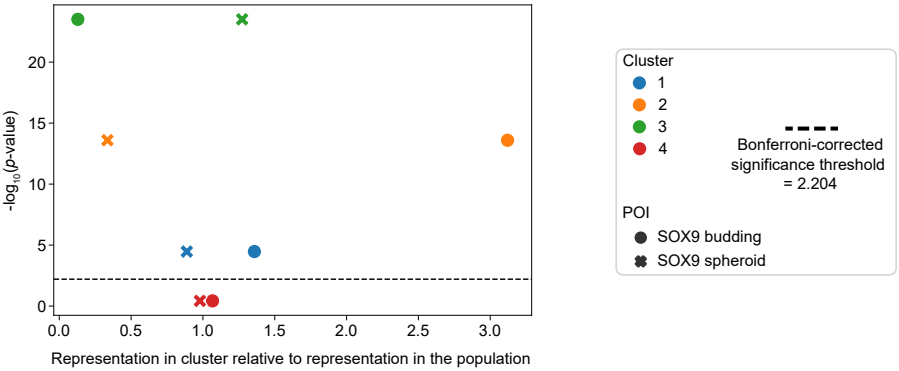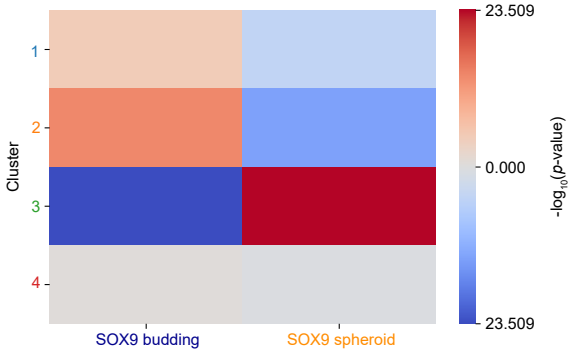

**Figure S6: Unlike in budding enteroids, a larger fraction of immobile SOX9-Halo molecules is present in spheroid-derived EMCs with larger nuclei, related to Figure 5. (A)** Single-cell diffusion spectra for 10 independent automated experiments for SOX9-Halo in spheroid-derived 2D EMCs. **(B)** Left: Nuclear area distribution for SOX9-Halo\_budding (dark blue) and SOX9-Halo\_spheroid (orange) cells determined from SMT data in 2D EMCs. Right: Single-cell correlation of SMT-derived fraction bound with nuclear area for SOX9-Halo\_budding (dark blue) and SOX9-Halo\_spheroid (orange). **(C-F)** Joint hierarchical clustering of SOX9-Halo\_budding and SOX9-Halo\_spheroid based on single-cell diffusion spectra using the Jensen-Shannon distance metric. (C) Left: Mean diffusion spectra of each cluster. Right: Distribution of cells from both SOX9-Halo samples into diffusion clusters. (D) Cluster statistics. (E) Fractions bound for each cell against the nuclear area with color-coded diffusion clusters. (F) Left:  $p$ -values indicating the representation of SOX9-Halo\_budding (circle) and SOX9-Halo\_spheroid (x mark) in each diffusion cluster relative to the representation in the population; Bonferroni-corrected significance threshold (dashed line). Right: Heatmap of  $p$ -values indicating the representation of each sample in each diffusion cluster (red: overrepresentation; blue: underrepresentation). Cluster: 1-blue, 2-orange, 3-green, 4-red. The SOX9-Halo\_budding data are the same as in Fig. 1E-I, Fig. 2B-D, Fig. 5C, Fig. S1E,G,I, and Fig. S2A-G. The SOX9-Halo\_spheroid data are the same as in Fig. 5B-D.

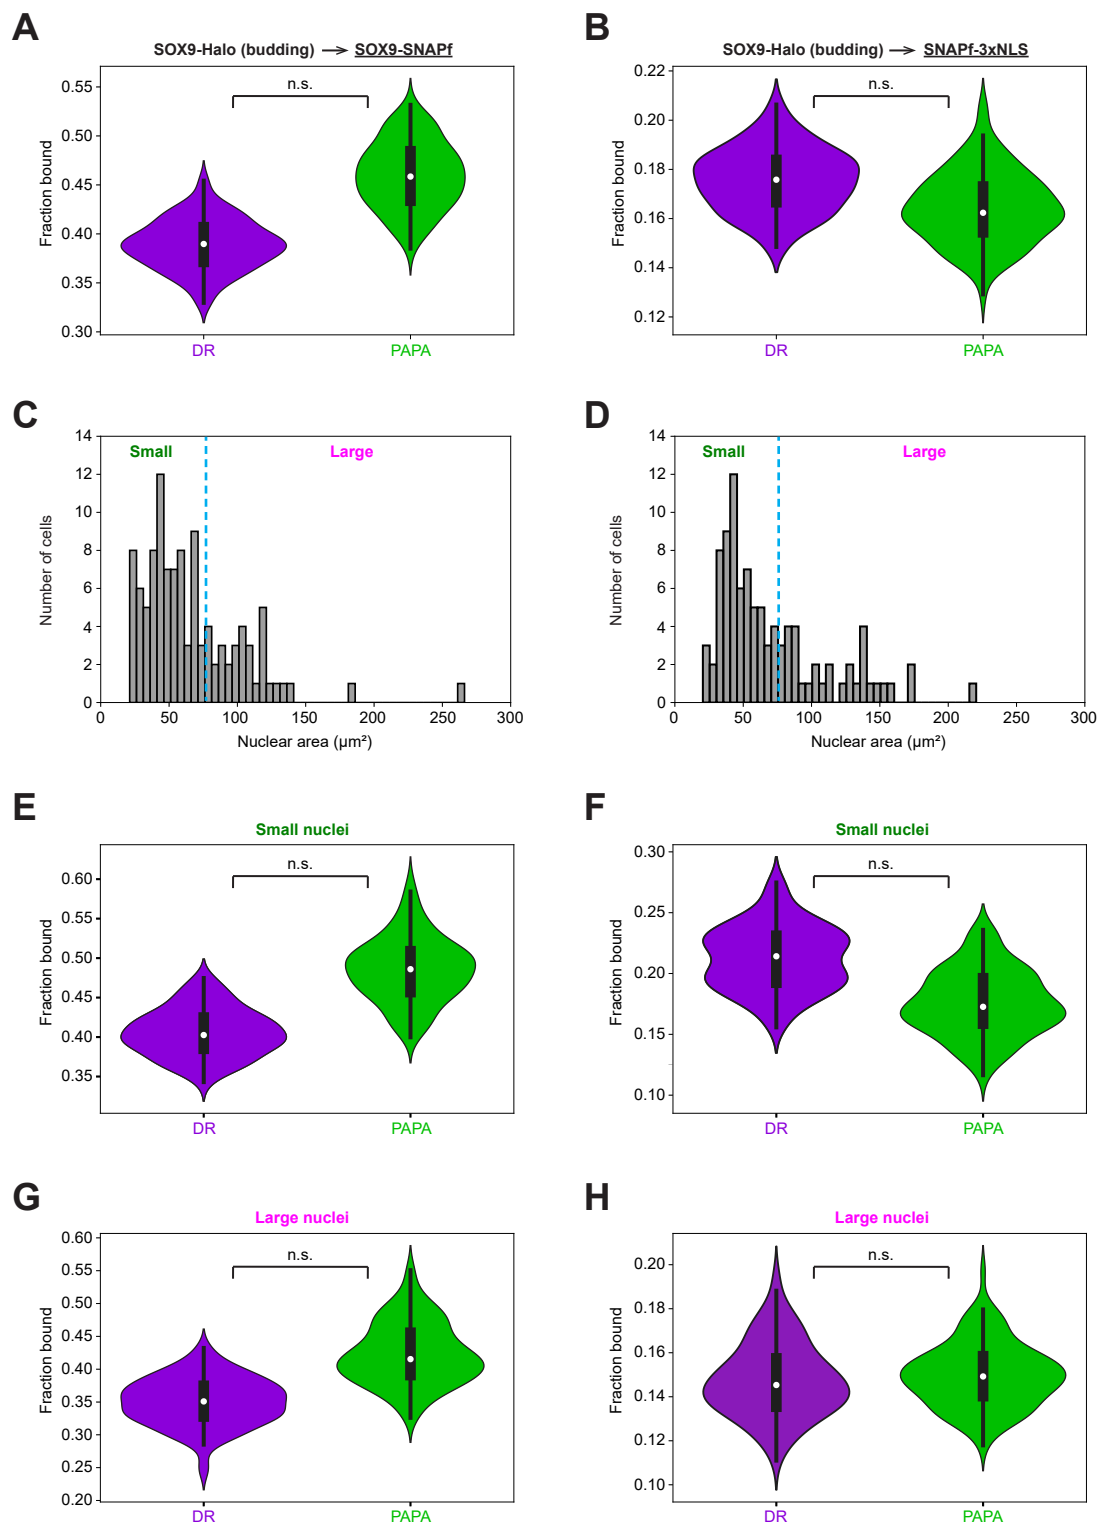

**Figure S7: PAPA-SMT reveals a chromatin-bound pool of self-associated SOX9 in live 2D EMCs derived from budding SOX9-Halo enteroids, related to Figure 6.**

**(A,B)** PAPA experiments in 2D EMCs derived from SOX9-Halo\_budding organoids. Violin plots for fractions bound (median: white point; first/third quartile: whiskers) of SOX9-Halo→SOX9-SNAPf (A) and SOX9-Halo→SNAPf-3xNLS (B) determined from DR/PAPA (purple/green) trajectories. Data in (A) are from 6 combined experiments with  $n=108$  cells ( $n=6,25,32,7,29,9$  cells; 1661 DR and 1191 PAPA trajectories; bootstrapped fractions bound:  $38.9\pm4.9\%$  (DR) and  $46.0\pm6.6\%$  (PAPA)). Data in (B) are from 5 combined experiments with  $n=97$  cells ( $n=22,44,2,14,15$  cells; 3579 DR and 2644 PAPA trajectories; bootstrapped fractions bound:  $17.6\pm2.5\%$  (DR) and  $16.4\pm2.8\%$  (PAPA)). **(C,D)** Histograms of the nuclear area of cells from (A,B) with indicated threshold of  $75\ \mu\text{m}^2$  (blue dotted line) used to split the whole cell population into two subpopulations with small or large nuclei. **(E-H)** PAPA results on subpopulations of cells with (E,F) small ( $n=148$  or  $n=126$  cells, respectively) or (G,H) large nuclei ( $n=68$  cells for both conditions) from the experiments shown in (A,B). Bootstrapped fractions bound: (E) –  $40.5\pm5.9\%$  (DR) and  $48.6\pm7.9\%$  (PAPA); (F) –  $21.3\pm5.1\%$  (DR) and  $17.6\pm5.2\%$  (PAPA); (G) –  $35.0\pm7.0\%$  (DR) and  $42.3\pm9.1\%$  (PAPA); (H) –  $14.8\pm3.2\%$  (DR) and  $15.0\pm2.8\%$  (PAPA). (n.s.)  $p>0.05$ . For statistical details see experimental procedures.

A

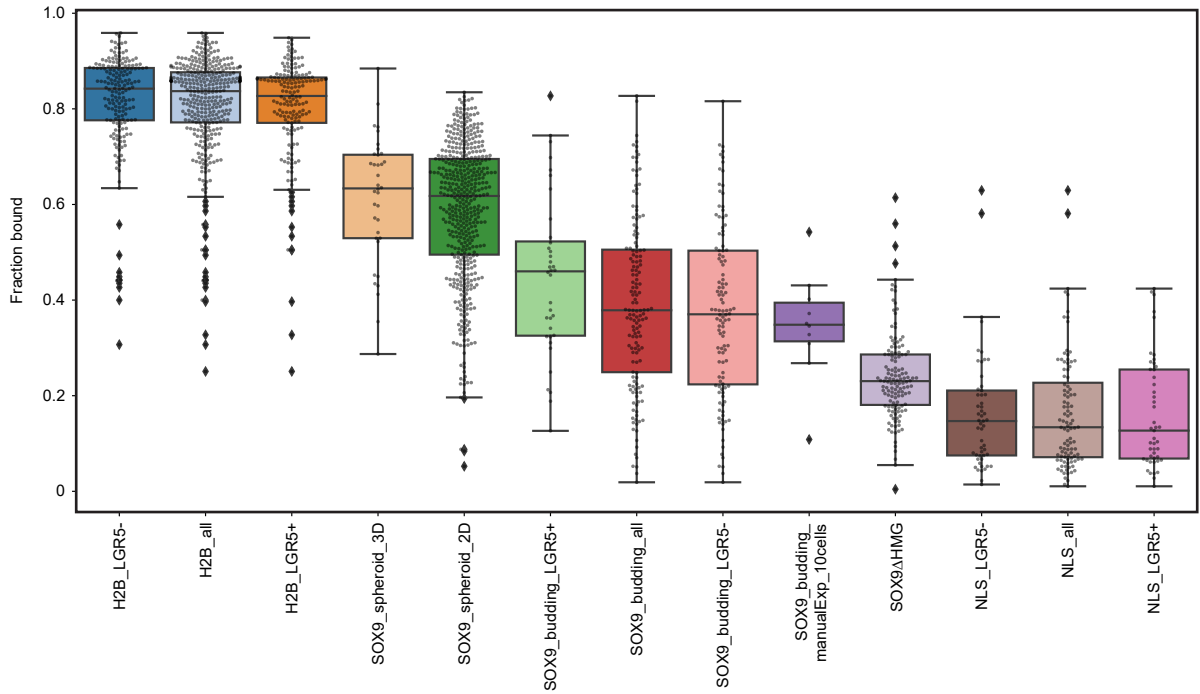

B

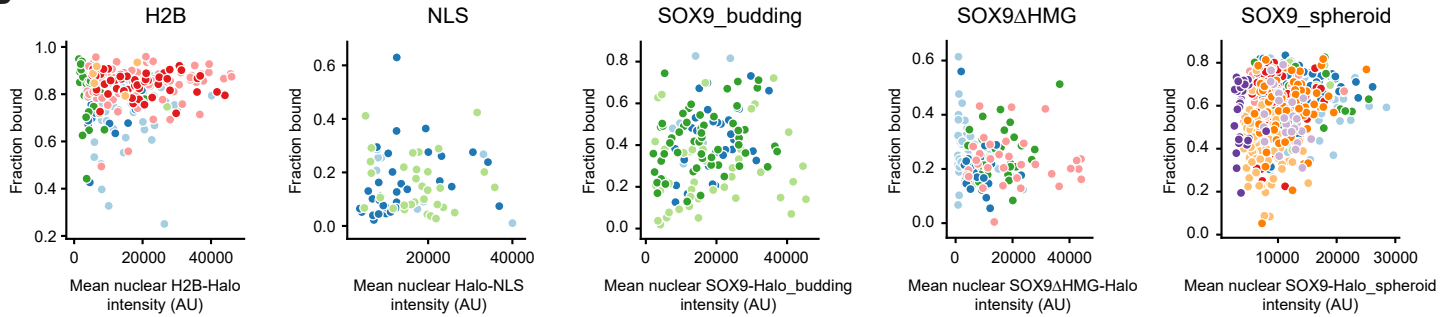

C

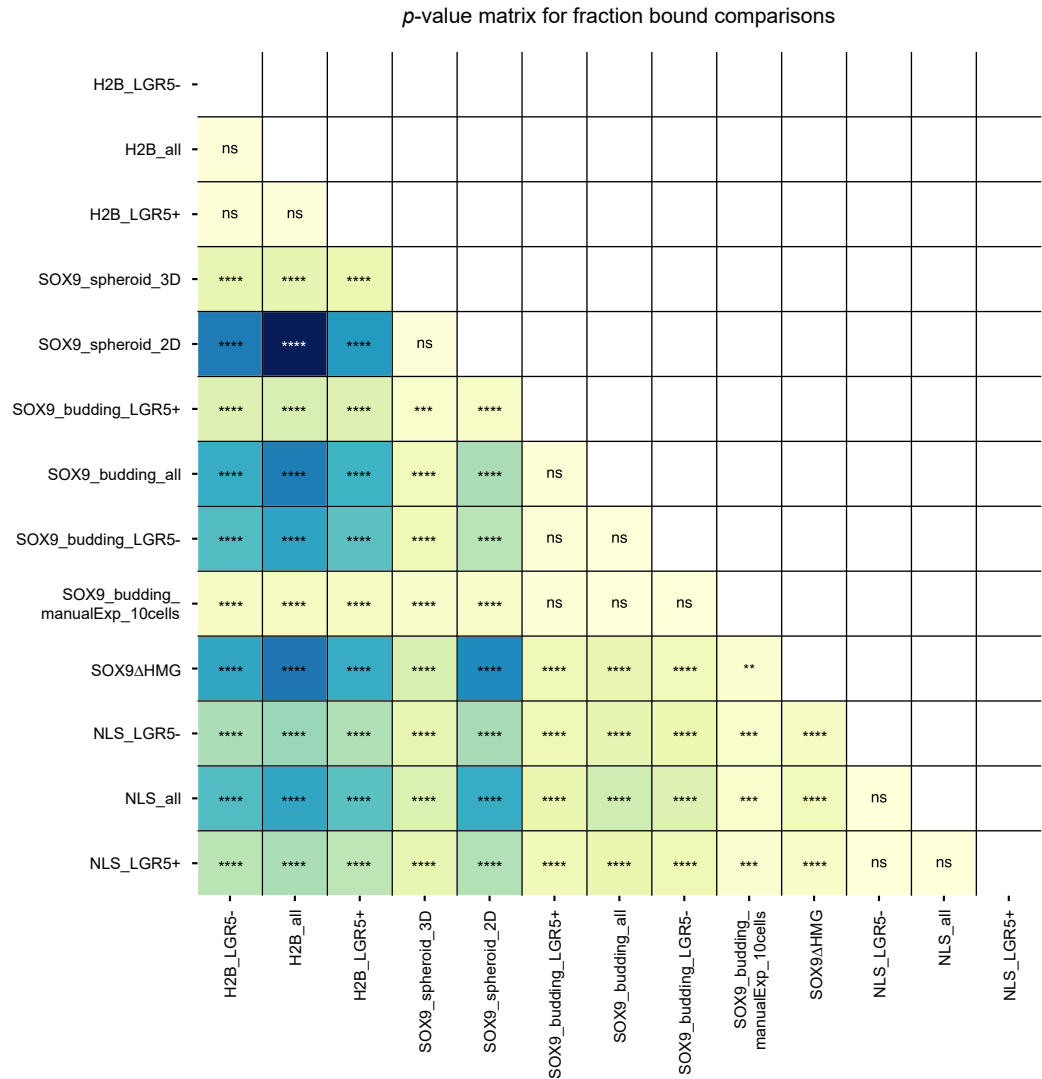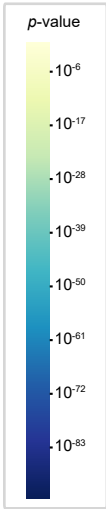

**Figure S8: Fraction bound distributions and comparisons.** **(A)** Single-cell fraction bound distributions for all POI-Halo conditions measured by fast SMT in intestinal organoid models in this study. Boxplots with the fraction bound for each cell plotted (gray line: median; whiskers: first/third quartile). **(B)** Single-cell fraction bound distributions across experiments determined by fast SMT in 2D EMCs are plotted against the mean nuclear POI-Halo intensity for POI-Halo conditions H2B, NLS, SOX9\_budding, SOX9 $\Delta$ HMG, and SOX9\_spheroid (left to right) with cells differentially colored by experiment. **(C)** Significance matrix of pairwise comparisons of fractions bound of all POI-Halo samples acquired by fast SMT in intestinal organoid models in this study ((ns) non-significant,  $p > 0.05$ ; (\*\*)  $p \leq 0.01$ ; (\*\*\*)  $p \leq 0.001$ ; (\*\*\*\*)  $p \leq 0.0001$ ;  $p$ -value color-coded). Mann-Whitney U-tests were performed to compare fraction bound distributions between two conditions. The Benjamini–Hochberg procedure was used to correct for multiple comparisons.

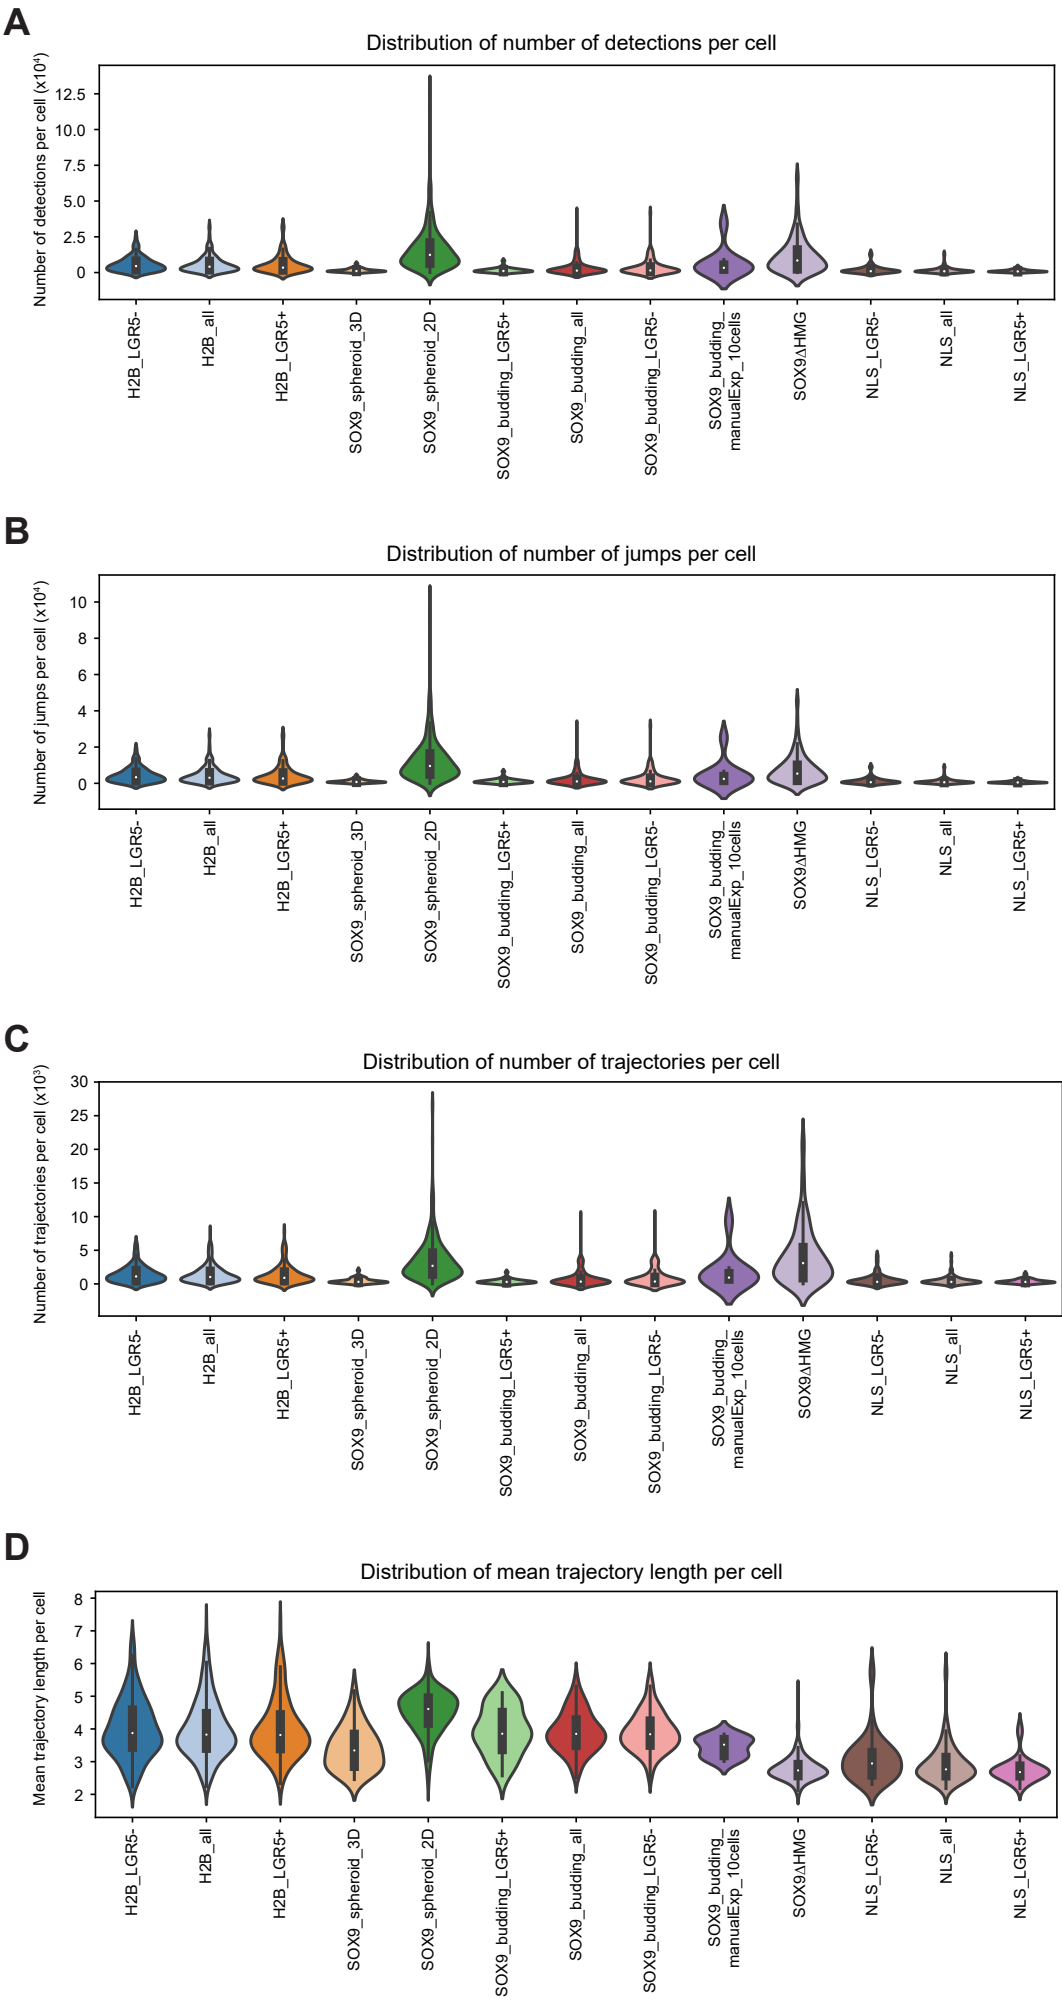

**Figure S9: Statistics for single-molecule detection and tracking across fast SMT conditions.** Violin plots for the distribution of **(A)** the number of detections, **(B)** the number of jumps, **(C)** the number of trajectories, and **(D)** the mean trajectory length per cell for each POI-Halo sample measured by fast SMT in intestinal organoid models in this study (white point: median; whiskers: first/third quartile).

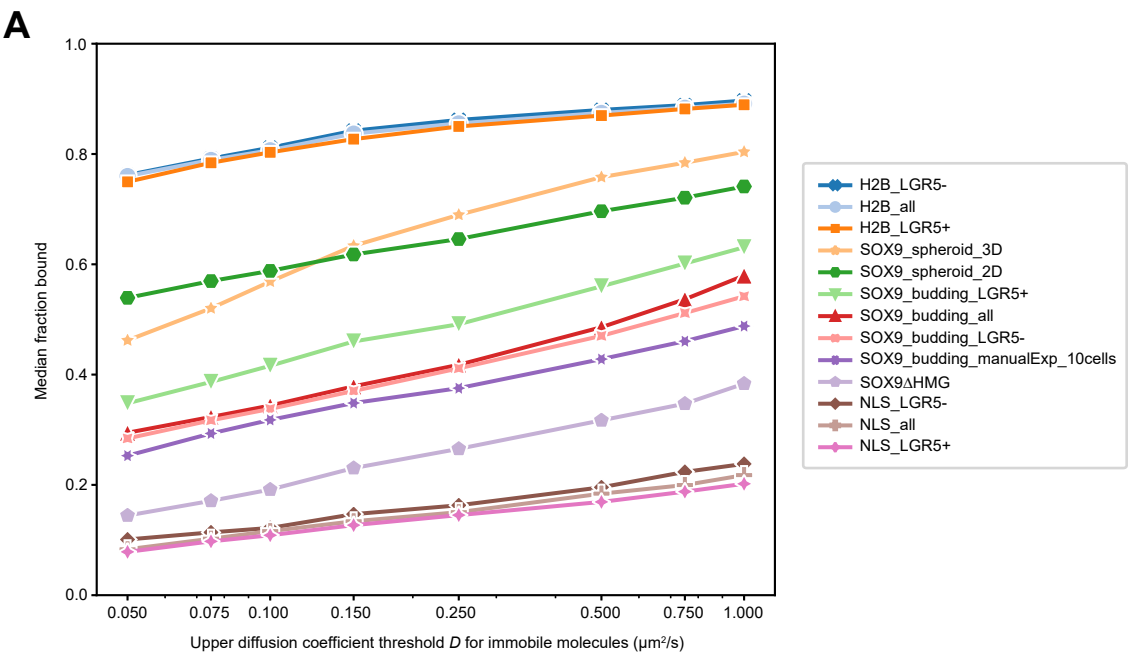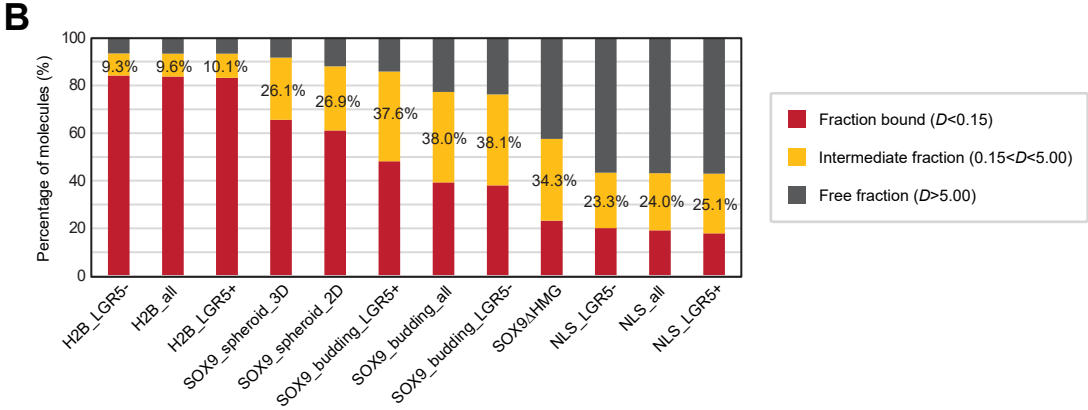

**Figure S10: Immobile and freely diffusing fractions are the primary determinants of POI-Halo diffusion behavior.** (A) Median fractions bound for each POI-Halo sample measured by fast SMT in intestinal organoid models in this study using various diffusion coefficients  $D$  ( $0.05 - 1.00 \mu\text{m}^2/\text{s}$ ) as the upper limit (exclusive) for molecules considered as immobile and thus accounted for in the fraction bound. (B) Distribution of molecules into immobile ( $D < 0.15 \mu\text{m}^2/\text{s}$ ; red), slowly diffusing ( $0.15 \mu\text{m}^2/\text{s} < D < 5 \mu\text{m}^2/\text{s}$ ; yellow) and freely diffusing ( $D > 5 \mu\text{m}^2/\text{s}$ ; gray) fractions for all POI-Halo samples measured by fast SMT in intestinal organoid models in this study. The percentage of molecules present in the intermediate fraction is indicated.

## Supplemental methods

### ***Supplemental experimental procedures***

#### *Cloning of DNA constructs*

For the production of lentivirus to deliver protein of interest (POI)-tag transgenes into organoids, the third generation lentiviral pHAGE vector originally developed in the lab of Richard Mulligan (Murphy et al., 2006) was used together with the second generation lentiviral packaging plasmid psPAX2 (gift from Didier Trono (Addgene plasmid #12260; <http://n2t.net/addgene:12260>; RRID:Addgene\_12260)) and the VSV-G envelope expressing plasmid pMD2.G (gift from Didier Trono (Addgene plasmid #12259; <http://n2t.net/addgene:12259>; RRID:Addgene\_12259)). For constitutive expression of POI-tag under the weak L30 promoter, pHAGE L30 IRES Puro (Walther et al., 2024), pHAGE L30 IRES Zeo, and pHAGE L30 IRES Neo backbones were created. Transgenes encoding the POI-tags H2B-Halo-V5 (Walther et al., 2024), V5-Halo-NLS (Walther et al., 2024), mSOX9-Halo-V5, and mSOX9-mEGFP-V5 were cloned into the Puro vector, H2B-mEGFP-V5 was cloned into the Zeo vector, and H2B-mScarletI-V5 was cloned into the Neo vector. For mSOX9, the DNA sequence encoding the reference 507aa isoform of UniProt entry Q04887 was cloned (NCBI Gene ID 20682, NM\_011448.4). The final pHAGE constructs were confirmed by Sanger sequencing.

For the preparation of crude rAAV to deliver POI-tag encoding transgenes transiently into 2D EMCs, expression cassettes of L30prom\_mSOX9deltaHMG-NLS-Halo-V5 or L30prom\_mSOX9-SNAPf-ALFA (Götzke et al., 2019) were cloned in a pAAV vector derived from pAAV.CMV.Luc.IRES.EGFP.SV40 (gift from James M. Wilson (Addgene plasmid #105533; <http://n2t.net/addgene:105533>)) to create *cis* plasmids. The helper plasmid pAdDeltaF6 (gift from James M. Wilson (Addgene plasmid #112867; <http://n2t.net/addgene:112867>)) and the *trans* rep-cap AAV-KP1 plasmid (gift from Mark Kay (Addgene plasmid #206504; <http://n2t.net/addgene:206504>; (Pekrun et al., 2019)) were used together with a *cis* plasmid. pAAV bacterial cultures were grown at 30°C and the final rAAV constructs were confirmed by whole plasmid sequencing.

For further details, the plasmid maps are available on GitLab ([https://gitlab.com/nikewalther/walther\\_sox9organoid\\_2025/-/tree/main/PlasmidMaps?ref\\_type=heads](https://gitlab.com/nikewalther/walther_sox9organoid_2025/-/tree/main/PlasmidMaps?ref_type=heads)).

### *Lentivirus preparation*

Lentivirus preparation using Hek293T Lenti-X cells (Takara, cat.# 632180) including lentivirus concentration using Lenti-X concentrator (Takara, cat.# 631231) was performed as described (Walther et al., 2024).

### *Generation of crude rAAV vector preparations*

The generation of crude rAAV vector preparations was based on the protocol described (Benyamini et al., 2023). In brief,  $3 \times 10^5$  Hek293T cells (CRL-3216, ATCC) were seeded per well of a 6-well plate (Thermo Fisher Scientific, cat.# 140675) in high-glucose Dulbecco's modified eagle medium (DMEM) containing GlutaMAX-I (Gibco, cat.# 2537044), supplemented with 10% (vol/vol) fetal bovine serum (FBS; HyClone, cat.# SH30910.03, LOT# AXJ47554), and 1 mM sodium pyruvate (Gibco, cat.# 11360070), and grown to 75-90% confluency. For transfection of a 6-well, a plasmid mixture of 1.3  $\mu\text{g}$  *trans* rep-cap AAV-KP1 plasmid, 2.6  $\mu\text{g}$  helper plasmid pAdDeltaF6, and 1.3  $\mu\text{g}$  gene of interest (GOI)-encoding *cis* plasmid (see "Cloning of DNA constructs") was prepared in serum-free DMEM to 100  $\mu\text{L}$  per well. After addition of 5.2  $\mu\text{L}$  1  $\mu\text{g}/\mu\text{L}$  polyethylenimine (PEI) hydrochloride MAX (Polysciences, cat.# 24765-1) in distilled  $\text{H}_2\text{O}$  (pH 7.1, filter sterilized), the mixture was pulsed 10-15x on a vortexer. Following incubation for 15 min at RT, 1.9 mL serum-free DMEM was added and mixing was performed by gently pipetting up and down two times. After removal of the culture medium, 2 mL of transfection mixture was added per well and the plate was incubated at 37°C and 5%  $\text{CO}_2$  for 72 h. The 6-well plate was frozen at -80°C for 30 min, followed by thawing at 37°C for 30 min. Freezing and thawing was repeated for a total of three cycles. Each well was mixed by pipetting and the cell lysate was transferred to a 2 mL tube. To remove cell debris, centrifugation was performed at 15,000  $\times g$  for 15 min at RT. The supernatant (SN) was removed and transferred to a new 2 mL tube. This crude rAAV vector preparation was stored at 4°C for several weeks before being used for transduction of 2D EMCs.

### *Mouse small intestinal crypt preparation for growing small intestinal organoids*

Mouse small intestinal crypt preparations for growing small intestinal organoids were performed as described (Walther et al., 2024) with the exception that female mice at an age of 8-16 weeks were used for this study.

### *Mouse small intestinal organoid culture*

Mouse small intestinal organoids were grown in Matrigel domes (90% (vol/vol) Matrigel Matrix for Organoid Culture (Corning, cat.# 08774406)) and cultured in IntestiCult Organoid Growth Medium (Mouse) (Stem Cell Technologies, cat.# 06005) supplemented with 1% (vol/vol) Penicillin/Streptomycin (Pen/Strep; Gibco, cat.# 15070063) as described (Walther et al., 2024). mSIOs were passaged every week using Gentle Cell Dissociation Reagent (Stem Cell Technologies, cat.# 100-0485) with one to two media changes in between depending on mSIO density except for SOX9 spheroids which required at least two media changes due to their increased growth/proliferation rate.

### *Preparation of Wnt3a-conditioned medium*

Wnt3a-conditioned medium was prepared as described before (Walther et al., 2024) using L-Wnt3a cells (CRL-2647, ATCC) and Advanced DMEM/F-12 (ADMEM; Gibco, cat.# 12634028) supplemented with 10% (vol/vol) FBS, 1% (vol/vol) GlutaMAX (Gibco, cat.# 35050061), 10 mM HEPES (Sigma-Aldrich, cat.# H0887-20mL), 1 mM N-acetyl-L-cysteine (Sigma-Aldrich, cat.# A9165-5G; 500 mM stock in ddH<sub>2</sub>O, sterile-filtered).

### *Lentiviral transduction of mouse small intestinal organoids and selection of stable organoid lines*

Lentiviral transduction of mSIOs was performed as described before (Walther et al., 2024). In brief, mSIOs were seeded in pre-transduction medium consisting of 50% (vol/vol) IntestiCult without Pen/Strep and 50% (vol/vol) Wnt3a-conditioned medium, supplemented with 100 mM nicotinamide (Sigma, cat.# N0636-100G; 1M stock in ddH<sub>2</sub>O), 10  $\mu$ M ROCK inhibitor Y-27632 (Stem Cell Technologies, cat.# 72304; 10 mM stock in ddH<sub>2</sub>O), and 2.5  $\mu$ M CHIR99021 (Stem Cell Technologies, cat.# 72052; 10 mM stock in dimethylsulfoxide (DMSO; Sigma-Aldrich, cat.# D2650)). 4-5 d post-seeding, mSIOs were broken down into single cells using TrypLE Express (Thermo Scientific, cat.# 12604013) prior to spinoculation (1 h at 37°C and 600 g) with lentivirus

in pre-transduction medium containing 10 µg/mL polybrene Millipore Sigma, cat.# TR-1003-G) and incubation for 6 h at 37°C. Transduced cells were seeded in 90% (vol/vol) Matrigel Matrix for Organoid Culture in IntestiCult Organoid Growth Medium supplemented with 1% (vol/vol) Pen/Strep and grown in pre-transduction medium. 2-3 d post-transduction, the medium was exchanged to pre-transduction medium containing selection antibiotics (2 µg/mL puromycin (Thermo Scientific, cat.# A11138-03)) and the selection medium was exchanged every 2-3 d until large, selected spheroids were obtained. Upon passaging, selected spheroids were cultured in IntestiCult supplemented with 10 µM ROCK inhibitor Y-27632 and 2.5 µM CHIR99021 including selection antibiotics. After 2-3 d the ROCK inhibitor was removed, followed by the removal of CHIR99021 after another 2-3 d to culture selected stable organoid lines as described before including selection antibiotics.

Established stable mSIO lines were cryopreserved in CryoStor CS10 (Stem Cell Technologies, cat.# 07931) as described before (Walther et al., 2024) and stored in liquid nitrogen.

Except for SOX9 spheroids and when specifically noted otherwise, mSIOs were used for experiments until 8 weeks after line establishment or an organoid aliquot cryopreserved at an early passage was thawed as described before (Walther et al., 2024).

For stable SOX9-Halo or SOX9-mEGFP organoids (WT background), a second transduction was performed at P15(P12) according to the same protocol to achieve double stable organoid lines co-expressing H2B-mEGFP or H2B-mScarletl, whereby antibiotic selection was performed using 40 µg/mL Zeocin (Fisher Scientific, cat.# NC9002627) or 200 µg/mL Geneticin (Thermo Fisher Scientific, cat.# 10131027; neomycin resistance), respectively.

#### *Brightfield imaging of organoid lines and 2D enteroid monolayer cultures*

Brightfield (BF) imaging of mSIOs or 2D EMCs growing on 24-well culture plates (Corning, cat.# 353047) or 8-well Labteks II #1.5 (Nunc, cat.# 12-565-338) to record 3D/2D morphology was performed on an EVOS M5000 Imaging System (Invitrogen) microscope using 10x (Fig. 3A) or 4x (Fig. 4A) air objectives 5 d post-seeding.

### *Confocal imaging of SOX9-Halo organoid lines*

For confocal imaging of SOX9-Halo organoid lines, POI-Halo organoids were seeded in 10-20  $\mu$ L 90% Matrigel in IntestiCult droplets into 8-well Labteks II #1.5 (Nunc, cat.# 12-565-338) and overlaid with 500  $\mu$ L IntestiCult. After 3 d the medium was exchanged. 5 d post-seeding, organoids were stained with 500 nM HTL-JF635 (kind gift from Luke Lavis) in DMEM/F-12 without phenol red (Gibco, cat.# 11039-021) for at least 1 h and imaged 1-6 h after staining.

Confocal imaging of 3D mSIOs was performed on a Yokogawa CSU-W1 SoRa spinning disk with a Nikon Ti2 inverted microscope operated by the NIS Elements AR 5.42.03 software (Nikon). The microscope was equipped with a temperature- and CO<sub>2</sub>-controlled incubation chamber (Okolab), and the temperature was set to 37°C and the CO<sub>2</sub> to 5% for imaging of live organoids. For combined BF/SOX9-Halo organoid images (Fig. 1C, Fig. S3A), acquisition was performed using an Apo LWD 40 $\times$  WI  $\lambda$ S DIC N2 water immersion objective (N.A. 1.15; Nikon). For imaging SOX9-Halo-JF635 and LGR5-DTR-GFP (budding; Fig. 1C) or H2B-mEGFP (spheroid; Fig. S3A), JF635 was excited with 640 nm (laser at 80% (budding) or 40% (spheroid)) and detected with Hamamatsu Orca Flash 4.0 cameras at 200 ms exposure using a 561 nm long-pass (LP) filter. Consecutively, the widefield fluorescence imaging modality was used for BF detection with a Hamamatsu Orca Flash 4.0 camera at 100 ms exposure. For each modality, multiple z planes (xy pixel size: 0.1625  $\times$  0.1625  $\mu$ m; z interval 0.4  $\mu$ m, number of z slices varying depending on the thickness of organoids) were imaged using a NIDAQ z piezo. One selected z plane is shown in Fig. 1C and Fig. S3A.

### *Generation of 2D enteroid monolayer cultures from 3D mouse small intestinal organoids and seeding on imaging dishes*

2D EMCs were derived from 3D mSIOs as described (Sanman et al., 2020; Walther et al., 2024). In brief, a 1:40 (vol:vol) mixture of Matrigel Growth Factor Reduced Basement Membrane Matrix (Corning, cat.# 356231) in DMEM/F-12 without phenol red was used for coating imaging dishes by incubation for at least 30 min up to one week in the cell culture incubator prior to seeding. 100-500  $\mu$ L of 1 $\times$ 10<sup>6</sup> cells/mL mSIO-derived single-cell suspensions were seeded in plating medium (IntestiCult containing 20  $\mu$ M ROCK inhibitor and 3  $\mu$ M CHIR) to achieve a total of 500  $\mu$ L/well of an 8-well

Labtek II #1.5. 1-2 d after seeding and every other day thereafter the medium was exchanged to IntestiCult.

#### *Confocal imaging of POI-Halo enteroid monolayer cultures*

2D EMCs were seeded and cultured as described above. 5 d post-seeding, EMCs were stained with 200 nM HTL-JFX549 (kind gift from Luke Lavis) in DMEM/F-12 without phenol red for 30 min. After two washes with DMEM/F-12 without phenol red for 15 min each, the medium was exchanged one more time to DMEM/F-12 without phenol red before proceeding with imaging.

Confocal imaging of live 2D EMCs (Fig. 1C, Fig. S3A) was performed on an LSM900 Airyscan 2 laser-scanning microscope with an inverted Axio Observer.Z1 / 7 operated by the ZEN 3.1 blue software (ZEISS). The microscope was equipped with a temperature- and CO<sub>2</sub>-controlled incubation chamber (Zeiss/PeCon), and the temperature was set to 37°C and the CO<sub>2</sub> to 5%. Images were acquired using a Plan-Apochromat 40×/N.A. 1.3 Oil DIC (UV) VIS-IR M27 oil-immersion objective (ZEISS). One z plane was imaged consecutively in the 561 nm and 488 nm channels (xy pixel size: 0.092 × 0.092 μm; 1.21 μs pixel dwell time; bidirectional scanning; 4-times averaging). JFX549 was excited with 561 nm (diode (SH) laser at 2.0%) and detected with GaAsP (spectral gallium arsenide) detectors at 566-635 nm. Green fluorescence was excited with 488 nm (diode laser at 4.5% for LGR5-DTR-GFP (Fig. 1C) or 0.1% for H2B-mEGFP (Fig. S3A)) and detected with a multialkali-photomultiplier (MA-PMT) detector at 410-545 nm.

Images acquired as described above were also used for SOX9-Halo transgene expression level quantification in SOX9 budding organoids *versus* spheroids (Fig. 3C, right).

For confocal imaging of rAAV-transduced conditions, 2D EMCs were prepared and stained as described under “Transient transduction of 2D enteroid monolayer cultures using crude rAAV vector preparations for SMT and PAPA-SMT” and imaged on a spinning disk confocal microscope described under “Confocal imaging of SOX9-Halo organoid lines” using an Apo LWD 40× WI λS DIC N2 water immersion objective (N.A. 1.15; Nikon). For imaging SOX9ΔHMG-Halo-JFX650 (Fig. S1D), JFX650 was excited with 640 nm (laser at 40%) and detected with a Hamamatsu Orca Flash 4.0 camera at 500 ms exposure using a 640 nm LP filter. For imaging SOX9-Halo-JFX549/SOX9-

SNAPf-JFX650 (Fig. 6C) and SOX9-Halo-JFX549/JFX650-SNAPf-3xNLS (Fig. 6D), JFX650 was excited with 640 nm (laser at 50%) and JFX549 was excited with 561 nm (laser at 50%). Fluorescence was detected with Hamamatsu Orca Flash 4.0 cameras at 300 ms exposure using a 640 nm LP filter. Multiple z planes (xy pixel size:  $0.1625 \times 0.1625 \mu\text{m}$ ; 21 z slices at z interval  $0.4 \mu\text{m}$ ) were imaged using a NIDAQ z piezo. One selected z plane is shown in Fig. S1D and Fig. 6C,D.

For confocal imaging of cell division phenotypes in 2D EMCs derived from SOX9-Halo spheroids co-expressing H2B-mEGFP (Fig. S3B), EMCs were prepared as described above. Instead of SOX9-Halo, staining for microtubules was performed by adding 500 nM SiR-tubulin and 10  $\mu\text{M}$  Verapamil (SiR-tubulin kit; Cytoskeleton, cat.# CY-SC002) in DMEM/F-12. After incubation at 37°C for 1 h, live imaging was performed on a spinning disk confocal microscope described under “Confocal imaging of SOX9-Halo organoid lines” using an Apo LWD 40 $\times$  WI  $\lambda$ S DIC N2 water immersion objective (N.A. 1.15; Nikon). SiR-tubulin was excited with 640 nm (laser at 50%) and H2B-mEGFP was excited with 488 nm (laser at 5%). Fluorescence was detected with Hamamatsu Orca Flash 4.0 cameras at 200 ms exposure using a 561 nm LP filter. Multiple z planes (xy pixel size:  $0.1083 \times 0.1083 \mu\text{m}$ ; 37 z slices at z interval  $0.3 \mu\text{m}$ ) were imaged using a NIDAQ z piezo. One selected z plane is shown in Fig. S3B.

#### *IF of 2D enteroid monolayer cultures and confocal imaging*

IF of 2D EMCs and confocal imaging was performed 5 d post-seeding as described (Walther et al., 2024). In brief, EMCs were fixed with 4% paraformaldehyde (PFA; Electron Microscopy Sciences, cat.# EMS14710) in PBS for 20 min at RT, washed three times with PBS for 5 min and stored at 4°C or directly subjected to IF staining. Permeabilization was performed with 0.5% Triton X-100 (TX-100; Sigma-Aldrich, cat.# T9284) in PBS for 1 h. Following three washes for 5 min each with PBS, blocking was performed in 3% (vol/vol) donkey serum (Sigma-Aldrich, cat.# D9663) in 0.1% (vol/vol) TX-100 in PBS (blocking buffer) for 4 h at RT or ON at 4°C. Incubation with the primary antibody (AB) in blocking buffer was performed ON at 4°C in a humidified chamber. Following three washes in blocking buffer for 5 min each, incubation with the secondary AB was performed for 1 h at RT. Following three washes with PBS for 5 min each, DNA was stained with 1  $\mu\text{g/mL}$  Hoechst 33342 (Thermo Scientific, cat.# H3570) in PBS for 10-15 min, followed by another three washes with PBS for 5 min

each. Immunostained samples were either imaged directly or sealed with parafilm and stored for short-term at 4°C prior to imaging.

The following primary ABs and dilutions were used: rabbit anti-SOX9 (Abcam, cat.# ab185966; 1:200), rabbit anti-Ki67 (Abcam, cat.# ab16667; 1:200), rabbit anti-OLFM4 (Cell Signaling, cat.# 39141; 1:50), rabbit anti-Lysozyme (Agilent, cat.# A009902-2; 1:300), sheep anti-DLL1 (Biotechne, cat.# AF3970; 1:20), rabbit anti-Aldolase B/C (Abcam, cat.# ab75751; 1:50), rabbit anti-SCA-1 (Abcam ab124688, cat.# ab124688; 1:50), rabbit anti-YAP (Cell Signaling, cat.# 14074S; 1:100), rabbit anti- $\beta$ -catenin (Abcam, cat.# ab32572; 1:250), rabbit anti-E-Cadherin (Abcam, cat.# ab40772; 1:1000), rabbit anti-EpCAM (Thermo Fisher Scientific, cat.# MA5-35283; 1:100). A secondary donkey anti-rabbit-AlexaFluor568 AB (Thermo Fisher Scientific, cat.# A10042) was used for all conditions except for DLL1 for which a donkey anti-sheep-AlexaFluor568 AB (Thermo Fisher Scientific, cat. #A21099) was used. For F-actin staining, incubation with a 1x phalloidin-AlexaFluor568 (Thermo Fisher Scientific, cat.# A12380) staining solution in PBS was performed for 1 h at RT instead of incubation with primary/secondary ABs.

Confocal imaging of immunostained monolayers (Fig. 3B; Fig. 4E; Fig. S3C) was performed on an LSM900 Airyscan 2 laser-scanning microscope with an inverted Axio Observer.Z1 / 7 operated by the ZEN 3.1 blue software (ZEISS) at RT. Images were acquired using a Plan-Apochromat 40 $\times$ / N.A. 1.3 Oil DIC (UV) VIS-IR M27 oil-immersion objective (ZEISS). One z plane was imaged in the 561 nm and 405 nm channels (xy pixel size: 0.11  $\times$  0.11  $\mu$ m; 2.06  $\mu$ s pixel dwell time; bidirectional scanning; 4-times averaging). AlexaFluor568 was excited with 561 nm (diode (SH) laser at 0.5-5.0% depending on the brightness of the immunostaining) and detected with MA-PMT detector at 576-700 nm. Hoechst was excited with 405 nm (diode laser at 0.2% except for Aldolase condition (0.5%)) and detected with MA-PMT detector at 410-493 nm. Laser excitation powers were kept constant across all samples per immunostaining condition.

Images immunostained for SOX9 and Ki67 and acquired as described above were also used for quantifications of the total SOX9 expression level (Fig. 3C left) or the fraction of proliferative cells (Fig. 3E) in SOX9 spheroids *versus* WT organoids.

*Image analysis of SOX9 immunostained 2D enteroid monolayer cultures to estimate total SOX9 expression levels*

Hoechst-stained nuclei in confocal images of WT or Sox9\_spheroid 2D EMCs immunostained for SOX9 (see “IF of 2D enteroid monolayer cultures and confocal imaging”) were manually segmented using ImageJ (Schindelin et al., 2012). Following conversion of manual segmentation masks into Cellpose (Stringer et al., 2021)-compatible masks, mean SOX9 intensities were extracted using the Scikit-image library (Van Der Walt et al., 2014) and compared between WT and SOX9\_spheroid conditions (Fig. 3C left). For the WT condition, cells were classified into SOX9-positive and SOX9-negative and analyzed separately to distinguish on-target from background fluorescence. Quantifications were based on 3 images with 456 cells (162 SOX9+, 294 SOX9-) for WT and 3 images with 159 cells for SOX9\_spheroid from one IF experiment, whereby cells in each image were aggregated and the mean was calculated. Custom-written analysis code can be found on GitLab via the following link: [https://gitlab.com/nikewalther/walther\\_sox9organoid\\_2025/-/tree/main/ConfocalAnalysis\\_Scripts/Sox9ExpressionLevelQuantification?ref\\_type=heads](https://gitlab.com/nikewalther/walther_sox9organoid_2025/-/tree/main/ConfocalAnalysis_Scripts/Sox9ExpressionLevelQuantification?ref_type=heads)

*Image analysis of HaloTag-stained live SOX9-Halo 2D enteroid monolayer cultures to estimate SOX9-Halo transgene expression levels*

Nuclei in confocal images of WT or SOX9\_spheroid live 2D EMCs (see “Confocal imaging of POI-Halo enteroid monolayer cultures”) were manually segmented using ImageJ (Schindelin et al., 2012) based on the predominant nuclear localization of HTL-JFX549-labeled SOX9-Halo. Following conversion of manual segmentation masks into Cellpose (Stringer et al., 2021)-compatible masks, mean SOX9-Halo intensities were extracted using the Scikit-image library (Van Der Walt et al., 2014) and compared between SOX9\_budding and SOX9\_spheroid conditions (Fig. 3C right). Quantifications were based on 3 images with 864 cells for SOX9\_budding and 3 images with 537 cells for SOX9\_spheroid from one live-cell imaging experiment, whereby cells in each image were aggregated and the mean was calculated. Custom-written analysis code can be found on GitLab via the following link: [https://gitlab.com/nikewalther/walther\\_sox9organoid\\_2025/-](https://gitlab.com/nikewalther/walther_sox9organoid_2025/-)

/tree/main/ConfocalAnalysis\_Scripts/Sox9ExpressionLevelQuantification?ref\_type=heads

*Image analysis of KI67-immunostained 2D enteroid monolayer cultures to quantify the fraction of proliferative cells*

Hoechst-stained nuclei in confocal images of 2D EMCs immunostained for KI67 (see “IF of 2D enteroid monolayer cultures and confocal imaging”) were manually segmented using ImageJ (Schindelin et al., 2012) and classified into KI67-positive and KI67-negative. Following conversion of manual segmentation masks into Cellpose (Stringer et al., 2021)-compatible masks, mean KI67 intensities were extracted using the Scikit-image library (Van Der Walt et al., 2014) and compared between WT and SOX9\_spheroid conditions (Fig. 3E). Quantifications were based on 7 images with 752 cells for WT and 7 images with 648 cells for SOX9\_spheroid from one IF experiment, whereby cells in each image were aggregated and the mean was calculated. Custom-written analysis code can be found on GitLab via the following link: [https://gitlab.com/nikewalther/walther\\_sox9organoid\\_2025/-](https://gitlab.com/nikewalther/walther_sox9organoid_2025/-/tree/main/ConfocalAnalysis_Scripts/KI67FrequencyDetermination?ref_type=heads)

/tree/main/ConfocalAnalysis\_Scripts/KI67FrequencyDetermination?ref\_type=heads

*Image analysis of enteroid monolayer cultures to quantify cellular morphological features*

To quantify the cellular morphological features nuclear area and nearest-nuclei-distance (Fig. 3D), WT and SOX9\_spheroid confocal images of live or immunostained 2D EMCs were pooled, including the three experiments above (determination of total SOX9 expression level (IF), SOX9-Halo transgene expression level (live), and proliferation frequency (IF)). Based on the manually segmented and converted nuclear masks, the Scikit-image library (Van Der Walt et al., 2014) was used to compute the nuclear area and the mean distance from the centroid of a nucleus to the two nearest centroids of its neighboring nuclei (nearest-nuclei-distance). Quantifications were based on 23 images with 3029 cells for WT and 30 images with 3100 cells for SOX9\_spheroid from a total of 4 experiments, whereby cells in each image were aggregated and the mean was calculated. Multinucleated cells were excluded from this analysis. Custom-written analysis code can be found on GitLab via the following link: [https://gitlab.com/nikewalther/walther\\_sox9organoid\\_2025/-](https://gitlab.com/nikewalther/walther_sox9organoid_2025/-/tree/main/ConfocalAnalysis_Scripts/CellMorphologyQuantification?ref_type=heads)

/tree/main/ConfocalAnalysis\_Scripts/CellMorphologyQuantification?ref\_type=heads

### *Classification and quantification of cell division errors in 2D enteroid monolayer cultures*

To classify and quantify aberrant cell division phenotypes in WT, SOX9\_budding, and SOX9\_spheroid conditions, confocal images of live or immunostained 2D EMCs were used. The cell division phenotypes (a) two nuclei fused, (b) three nuclei fused, (c) micronuclei, and (d) multiple fragmented nuclei or micronuclei were classified according to the examples in Fig. S3B (left) and their occurrence per total number of cells per image was quantified. Quantifications were based on 13 images with 1821 cells for WT, 8 images with 1626 cells for SOX9\_budding, and 17 images with 1756 cells for SOX9\_spheroid from a total of 4 experiments, whereby cells in each image were aggregated and the mean was calculated. Not all conditions were included in each experiment.

### *Preparation of 2D enteroid monolayer cultures for SMT and PAPA-SMT*

2D EMCs derived from stable SOX9-Halo mSIO lines were seeded and cultured as described above. 2-6 d post-seeding (depending on the degree of monolayer confluency and the formation of crypt- and villus-like morphological characteristics), monolayers were stained for SMT with 50 nM HTL-JFX549 (bulk labeling for nuclear segmentation and feature extraction; kind gift from Luke Lavis) and 1 nM HTL-JFX650 (sparse labeling for SMT; kind gift from Luke Lavis) in DMEM/F-12 without phenol red for 15 min. Following two washes with DMEM/F-12 without phenol red for 15 min each, the medium was replaced one more time to DMEM/F-12 without phenol red before proceeding with imaging.

### *Transient transduction of 2D enteroid monolayer cultures using crude rAAV vector preparations for SMT and PAPA-SMT*

2D EMCs derived from WT mSIOs (for SMT of SOX9 $\Delta$ HMG-Halo) or stable SOX9-Halo budding organoid or spheroid lines (for PAPA-SMT) were seeded and cultured as described above. 1-3 d post-seeding, the medium was replaced with a transduction mixture of 250  $\mu$ L crude rAAV preparation and 250  $\mu$ L plating medium. On the next day, the transduction mixture was removed. As best transgene expression was reached about 2 d post-transduction, IntestiCult w/o Pen/Strep and selection antibiotics was added for incubation for another day before staining for SMT with 50 nM HTL-JFX549 and 1 nM HTL-JFX650 in DMEM/F12 without phenol read for 15 min

at 37°C. For PAPA-SMT, staining with 50 nM HTL-JFX549 together with 50 nM STL-JFX650 (SOX9-SNAPf) or 5 nM STL-JFX650 (SNAPf-3xNLS) in IntestiCult w/o Pen/Strep and selection antibiotics was performed ON at 37°C before PAPA-SMT on the next day. Upon labeling for SMT or PAPA-SMT, two washes for 30 min each in DMEM/F12 without phenol red were performed prior to imaging in DMEM/F12 without phenol red.

#### *Preparation of SOX9-Halo spheroids for SMT*

For SMT of 3D spheroids, SOX9-Halo spheroids were seeded in 10-20 $\mu$ L droplets in 50% Matrigel in IntestiCult in 8-well Labteks II #1.5 and cultured as described before. Spheroids were grown until they were almost or even slightly touching the glass bottom of the culture dish, resulting in a restricted area within spheroids in which a layer of cells was oriented almost in parallel to the glass bottom. Such a configuration, required for successful HILO-based SMT, was typically reached 5 d post-seeding. Staining was performed with 50 nM HTL-JFX549 and 1-2.5 nM HTL-JFX650 in DMEM/F12 without phenol red for 1 h at 37°C. Following four washes in DMEM/F12 without phenol red for 30 min each and replacing the medium one more time with fresh DMEM/F12, SMT was performed.

#### *TIRF microscope for HILO-based fast SMT and PAPA-SMT*

All SMT and PAPA-SMT experiments were performed using a custom-built microscope as previously described (Hansen et al., 2017). In brief, a Nikon Ti microscope was equipped with a 100 $\times$ /N.A. 1.49 oil-immersion TIRF objective (Nikon apochromat CFI Apo TIRF 100 $\times$  Oil), a motorized mirror, a perfect focus system, an EM-CCD camera (Andor iXon Ultra 897), a laser launch with 405 nm (140 mW, OBIS, Coherent), 488 nm, 561 nm and 639 nm (1 W, Genesis Coherent) laser lines, and an incubation chamber maintaining a humidified atmosphere with 5% CO<sub>2</sub> at 37°C. The NIS-Elements software (Nikon) was used for controlling all microscope, camera and hardware components. Imaging was performed at laser power densities of approximately 52 W/cm<sup>2</sup> for 405 nm (violet), 91 W/cm<sup>2</sup> for 488 nm (blue), 100 W/cm<sup>2</sup> for 561 nm (green), and 2.3 kW/cm<sup>2</sup> for 639 nm (red).

### *Microscope automation for SMT and PAPA-SMT*

A custom-built inverted Nikon Ti microscope described above was automated using code written in Python and the NIS Elements Macro Language as previously described (Dahal et al., 2025; Graham et al., 2025; Walther et al., 2024). In brief, the microscope stage rastered in a grid-like pattern to move the sample. At each grid position, a 512 px x 512 px ( $6710.9 \mu\text{m}^2$ ) image was recorded in the densely labeled JFX549 channel or in the H2B-mEGFP channel for SOX9-Halo\_spheroid. Segmentation of nuclei was performed using the pre-trained Versatile Fluorescent Nuclei model of the Python package StarDist (Schmidt et al., 2018). After randomly choosing one of the nuclei within a range of user-defined brightness and size parameters, the stage was moved to center it in the large FOV. The FOV was then resized to contain a smaller 150 px x 150 px ( $576 \mu\text{m}^2$ ) square (small FOV; zoom-in) centered on the chosen nucleus. Images of the large and small FOVs were recorded in multiple channels corresponding to the fluorophores in the sample (GFP, JFX549, JFX650). JFX650 fluorophores in the small FOV were pre-bleached with red light at 639 nm to achieve sparse and thus trackable single molecules, following which an illumination sequence for fast SMT or PAPA-SMT was executed. On-the-fly localization density assessment was performed using `alecheck` (<https://github.com/alecheckert/>; (Heckert et al., 2022)). Microscope automation was based on our previously published code ((Walther et al., 2024); [https://gitlab.com/tjian-darzacq-lab/walther\\_2dmsios\\_automatedsmt\\_2024/-/tree/main/Microscope\\_Automation\\_Scripts?ref\\_type=heads](https://gitlab.com/tjian-darzacq-lab/walther_2dmsios_automatedsmt_2024/-/tree/main/Microscope_Automation_Scripts?ref_type=heads)).

### *Fast SMT of POI-Halo in enteroid monolayer cultures*

For imaging in GFP, JFX549 or JFX650 channels, laser powers were set to 100 mW for 488 nm, 110 mW for 561 nm, and to 1100 mW for 639 nm. The exposure time was set between 20 ms and 200 ms with a laser excitation power between 1.35% and 20% to achieve segmentable bulk labeling of POI-Halo depending on its expression level and to avoid saturation. Imaging conditions were kept constant across experiments for the same POI-Halo condition. Semrock 536/40 nm, 593/40 nm or 676/37 nm bandpass filters, respectively, were used.

For fast SMT experiments, the following bleaching durations in the 639 nm channel (100% laser excitation power) prior to executing an illumination sequence were used:

H2B – 15s, NLS – 10s, SOX9\_budding – 15s or 10s, SOX9\_spheroid – 15s, SOX9 $\Delta$ HMG – 15s.

The triggered illumination sequence consisted of the following phases at a frame rate of 7.48 ms/frame:

1. Imaging: 5000 frames of red light (639 nm, one 2 ms stroboscopic pulse per frame) with 5% 405 nm reactivation (pulsed during the 0.48 ms camera transition time between 7 ms detection windows)

2. Imaging: 5000 frames of red light (639 nm, one 2 ms stroboscopic pulse per frame) with 10% 405 nm reactivation (pulsed during the 0.48 ms camera transition time between 7 ms detection windows)

To reduce the motion blur of moving molecules (Hansen et al., 2018), red illumination was restricted to stroboscopic pulses during each frame of a single-molecule movie.

#### *Fast SMT of SOX9-Halo in SOX9-Halo spheroids*

Fast SMT in 3D spheroids was performed in analogy to SMT in 2D EMCs with the exception that cells within spheroids that were close enough (10-20  $\mu$ m) to the glass bottom of the cover slip to be reachable by HILO illumination were manually selected and centered within the FOV before triggering a sequence of epifluorescence imaging and SMT.

The following modified SMT illumination sequence was used:

- 1) As the bleaching efficiency in the 639 nm channel depended on the distance of the cell from the glass bottom of the culture dish, its duration had to be adjusted manually for each cell and was carried out until a trackable density of single-molecule localizations was achieved.

- 2) Embedding in Matrigel and the mostly larger distance of selected cells in 3D spheroids from the glass bottom of the culture dish in comparison to 2D EMCs required a higher 405 nm reactivation. The triggered illumination sequence thus consisted of the following phases at a frame rate of 7.48 ms/frame:

1. Imaging: 5000 frames of red light (639 nm, one 2 ms stroboscopic pulse per frame) with 0% 405 nm reactivation (primarily used to estimate background reactivation and non-specific fluorescence to judge suitability of selected cell for SMT)

2. Imaging: 5000 frames of red light (639 nm, one 2 ms stroboscopic pulse per frame) with 20% 405 nm reactivation (pulsed during the 0.48 ms camera transition time between 7 ms detection windows)

3. Imaging: 5000 frames of red light (639 nm, one 2 ms stroboscopic pulse per frame) with 100% 405 nm reactivation (pulsed during the 0.48 ms camera transition time between 7 ms detection windows)

### *PAPA-SMT of POI-Halo in enteroid monolayer cultures*

Imaging for PAPA-SMT was performed as described for fast SMT.

For all PAPA-SMT conditions, an initial bleaching in the 639 nm channel (100% laser excitation power) was performed for 15 s prior to executing an illumination sequence.

For PAPA-SMT experiments, the illumination sequence consisted of 5 cycles of the following phases at a frame rate of 7.48 ms/frame:

1. Imaging: 250 frames of red light (639 nm), one 2 ms stroboscopic pulse per frame, recorded

2. DR pulse: 10 frames of violet light (405 nm), continuously during 7 ms detection window, recorded

3. DR imaging: 250 frames of red light, one 2 ms stroboscopic pulse per frame, recorded

4. Bleaching: 200 frames of red light, continuously during 7 ms detection window, not recorded

5. Imaging: 250 frames of red light, one 2 ms stroboscopic pulse per frame, recorded

6. PAPA pulse: 100 frames of green light (561 nm), continuously during 7 ms detection window, recorded

7. PAPA imaging: 250 frames of red light, one 2 ms stroboscopic pulse per frame, recorded

8. Bleaching: 200 frames of red light (639 nm), continuously during 7 ms detection window, not recorded

## *SMT and PAPA-SMT data processing and analysis*

### Image analysis for SMT and PAPA-SMT

Image analysis for SMT and PAPA-SMT was performed as previously described (Walther et al., 2024). In brief, nuclei in epifluorescence images corresponding to SMT or PAPA-SMT movies were segmented using StarDist (Schmidt et al., 2018). Segmented nuclei were subjected to manual QC for downstream analysis using CellPicker ((Walther et al., 2024); [https://github.com/tgwgraham/basic\\_PAPASMT\\_analysis](https://github.com/tgwgraham/basic_PAPASMT_analysis)). Hereby, nuclei were filtered based on their intensities in each channel and a QC was performed to exclude nuclei with erroneous segmentation masks, unusual textures, or masks corresponding to segmented autofluorescent debris. In addition, CellPicker enabled the manual classification of cells based on the expression of the additionally recorded LGR5-DTR-GFP marker for stem/early progenitor cells. For each category, the cell morphological parameter nuclear area as well as the mean POI intensity in different channels as a proxy for relative POI expression level were computed for each of the chosen nuclei using the Python library Scikit-image (Van Der Walt et al., 2014) and the nuclear masks generated by StarDist. For nuclei in FOVs with three or more nuclei, the distance from the centroid of the nucleus of interest to the centroid of every other nucleus in the FOV was computed and the mean distance of the centroid of the nucleus of interest to its two nearest neighbors was recorded (nearest-nuclei-distance).

### SMT data processing and analysis

SMT movies were processed using `quot` (<https://github.com/alecheckert/quot>; (Heckert et al., 2022)), which identifies single-molecule localizations and generates trajectories, as previously described (Walther et al., 2024). The following settings were used: [filter] start = 0; method = 'identity'; chunk\_size = 100; [detect] method = 'llr'; k=1.0; w=9, t=18; [localize] method = 'ls\_int\_gaussian', window size = 9; sigma = 1.0; ridge = 0.001; max\_iter = 10; damp = 0.3; camera\_gain = 109.0; camera\_bg = 470.0; [track] method = 'conservative'; pixel\_size\_μm = 0.160; frame interval = 0.00748; search radius = 1; max\_blinks = 0; min\_IO = 0; scale = 7.0. To construct trajectories, a conservative method was used, in which only trajectories with unambiguously assigned localizations were considered. Tracking statistics are summarized in Fig. S9. Trajectories were assigned to cells using the StarDist-generated nuclear masks.

Diffusion coefficient distributions were obtained using the state array method of saSPT (<https://github.com/alecheckert/saspt>; (Heckert et al., 2022)). Here, a regular Brownian motion with a normally distributed, mean-zero localization error (RBME) model was fit to populations of single-molecule trajectories in each cell to obtain a state array, which consists of posterior occupations of states defined by their localization errors and diffusion coefficients. To obtain diffusion spectra, these state array distributions were marginalized on the diffusion coefficients. Mean diffusion spectra for each POI were constructed by averaging over single-cell diffusion spectra, whereby cells were weighted by the number of trajectories. The fraction of bound trajectories for a POI/condition was defined as the fraction of trajectories with diffusion coefficients below  $0.15 \mu\text{m}^2/\text{s}$  (fraction bound), as molecules diffusing at such slow rates are indistinguishable from H2B-Halo (Walther et al., 2024). As diffusion coefficient thresholds of both 0.1 and  $0.15 \mu\text{m}^2/\text{s}$  for the upper limit of trajectories accounted for in the bound fraction were used in the literature, we analyzed all fast SMT POI-Halo conditions acquired in this study with various thresholds ranging from 0.05 to  $1 \mu\text{m}^2/\text{s}$ . This revealed no change in the rank order of conditions based on their fractions bound independent of the diffusion threshold used except for SOX9\_budding\_2D and SOX9\_budding\_3D with expected similar diffusion behavior (Fig. S10A). However, we note that – at least for large fraction bound threshold deviations from  $0.15 \mu\text{m}^2/\text{s}$  – this is partially due to all POIs measured in this study being characterized by distinct immobile and free diffusion peaks. Indeed, changes in the diffusive behavior between LGR5+/- SOX9\_budding and SOX9\_spheroid conditions occurred between these immobile and freely diffusing fractions (e.g. between bound and unbound states), whereas a slowly diffusing SOX9-Halo pool with intermediate mobility remained unchanged between LGR5+ and LGR5- conditions (Fig. S10B). Fractions of bound trajectories were also computed for individual nuclei based on the single-cell diffusion spectra to correlate them with extracted morphological features, such as nuclear area and nearest-nuclei-distance, as well as the POI expression level. To perform these processing and analysis steps, we used our previously published (Walther et al., 2024) custom-written Jupyter notebook for an all-in-one cell level-based diffusion analysis and correlation with extracted cellular features ([https://gitlab.com/tjian-darzacq-lab/walther\\_2dmsios\\_automatedsmt\\_2024/-/tree/main/SMT\\_analysis\\_scripts?ref\\_type=heads](https://gitlab.com/tjian-darzacq-lab/walther_2dmsios_automatedsmt_2024/-/tree/main/SMT_analysis_scripts?ref_type=heads)).

For fast SMT data in SOX9-Halo spheroids, a filter was set to include only cells with at least 100 non-singlet trajectories for downstream analysis.

#### Cluster analysis based on single-cell diffusion spectra

Cluster-based analyses of single-cell diffusion spectra derived from fast SMT data were performed as previously described (Walther et al., 2024): The Jensen-Shannon distance as the distance metric (Nielsen, 2019) was used to compute a matrix of pairwise distances between pairs of single-cell diffusion spectra. Cells with complete linkage were then hierarchically clustered using the AgglomerativeClustering class of the Scikit-learn Python library (Pedregosa et al., 2011). The over- and under-representation of cells from different conditions in different clusters was quantified with a *p*-value computed from the hypergeometric distribution. To account for multiple comparisons, the significance threshold was Bonferroni-corrected. The option for diffusion-based cluster analysis is included in our previously published (Walther et al., 2024) custom-written Jupyter notebook ([https://gitlab.com/tjian-darzacq-lab/walther\\_2dmsios\\_automatedsmt\\_2024/-/tree/main/SMT\\_analysis\\_scripts?ref\\_type=heads](https://gitlab.com/tjian-darzacq-lab/walther_2dmsios_automatedsmt_2024/-/tree/main/SMT_analysis_scripts?ref_type=heads)).

#### PAPA data processing and analysis

PAPA movies were processed and analyzed as described for SMT with the following specifications: All trajectory segments occurring within the first 30 frames after pulses of 561 nm light (PAPA trajectories) or 405 nm light (DR trajectories) were extracted using custom MATLAB code reported previously ((Graham et al., 2022; Walther et al., 2024); [https://github.com/tgwgraham/basic\\_PAPASMT\\_analysis](https://github.com/tgwgraham/basic_PAPASMT_analysis)). PAPA and DR trajectories were then separately analyzed similar to SMT data. To distinguish undifferentiated from differentiated cells in SOX9\_budding PAPA experiments, the whole cell population was split into small (proxy for stem and early progenitor cells) and large nuclei (proxy for late progenitor and differentiated cells) using a nuclear area of 75  $\mu\text{m}^2$  as threshold based on our previously established correlation between differentiation state and nuclear size (Walther et al., 2024). A custom-written Jupyter notebook is available here: [https://gitlab.com/nikewalther/walther\\_sox9organoid\\_2025/-/tree/main/PAPA\\_analysis\\_scripts](https://gitlab.com/nikewalther/walther_sox9organoid_2025/-/tree/main/PAPA_analysis_scripts).

## *Bulk RNAseq*

### Organoid collection for RNAseq

For bulk RNAseq experiments in biological triplicates, mSIOs were used at the passages indicated in Fig. 4A plus/minus two passages. Organoids were seeded into 6 wells of a 24-well plate per line and cultured as described before. 5 d post-seeding, the medium was removed and organoids from the 6 wells were harvested with 1 mL TRIzol (Thermo Fisher Scientific, cat.# 15596026) into low-binding 1.7 mL tubes (Sorenson, cat.# 39640T) by rigorously pipetting up and down with a 1 mL pipette to dislodge and homogenize the organoid-containing Matrigel domes. Organoid-TRIzol samples were directly stored at -20°C until RNA extraction.

### RNA extraction and poly-A RNAseq library preparation

Poly-A RNAseq was performed in three biological replicates per condition. Total RNA was extracted with TRIzol according to the manufacturer's instructions by performing the optional centrifugation step of the lysates (5 min at 12,000 g at 4–10°C) and an additional wash with one volume of chloroform after the recommended phenol:chloroform extraction (UltraPure Phenol:Chloroform:Isoamyl Alcohol, 25:24:1, v/v, cat.# 15593-01). RNA was quantified by spectrophotometer (NanoDrop, ThermoFisher Scientific) and checked for integrity by capillary electrophoresis (Fragment Analyzer, Agilent). 100-500 ng of total RNA were subjected to poly-A purification and library preparation with the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, cat.# E7490S) in combination with the NEBNext Ultra II RNA Library Prep Kit for Illumina (NEB, cat.# E7770S). The NEBNext Adaptor for Illumina was diluted 1:5 (for 500 ng input RNA) or 1:25 (for 100 ng input RNA) in Tris/NaCl, pH 8.0 (10 mM Tris-HCl pH 8.0, 10 mM NaCl) and the ligation step was extended to 30 min. Libraries were enriched with 9-11 PCR cycles with the NEBNext Multiplex Oligos for Illumina (Dual Index Primers Set 1; NEB, cat.# E7600S). Library concentration was assessed by Qubit quantification (Qubit dsDNA HS Assay Kit; Invitrogen, cat.# Q32851). Multiplexed libraries were pooled and sequenced on the Illumina NovaSeq X Plus platform (150 bp, paired end reads) by MedGenome Inc. (Foster City, CA, USA).

## RNAseq analysis

RNAseq raw reads were quality checked with FastQC (<http://www.bioinformatics.babraham.ac.uk/projects/fastqc>), trimmed with cutadapt (DOI: <https://doi.org/10.14806/ej.17.1.200>; version 4.5 with Python 3.10.13) and aligned onto the mouse genome (mm39) using STAR RNA-Seq aligner (Dobin et al., 2013) with the following options: `--outSJfilterReads: Unique, --outFilterMultimapNmax: 1, --outFilterIntronMotifs: RemoveNoncanonical, --outSAMstrandField: intronMotif`. Samtools (Li et al., 2009) (version 1.9) was used to convert STAR output .sam files into .bam files, and to sort and index them. After counting how many reads overlapped an annotated gene (Ensembl GRCm39 annotations) using HTSeq (Anders et al., 2015) (options: `--htseq-count; --stranded=no -f bam; --additional-attr=gene_name -m union`), the output counts files were used to find DEGs with DESeq2 (Love et al., 2014), run with default parameters within the Galaxy platform (Blankenberg et al., 2010; Giardine et al., 2005; Goecks et al., 2010). DEGs were called using an adjusted *p*-value  $\leq 0.01$ , a fold change  $\geq 2$  and  $\geq 10$  mean counts. Gene transcript levels were visualized on the mm39 genome with the Integrative Genomics Viewer (IGV) (Robinson et al., 2011; Thorvaldsdóttir et al., 2013) using the bigWig output files from deepTools' bamCoverage (Ramírez et al., 2014) (version: 3.5.1; options: `--binSize: 50; --extendReads: 250; --normalizeUsing: BPM; --samFlagInclude: 64`). PCA and sample-to-sample distance analysis were part of the DESeq2 output.

How the deposited data were processed for this re-analysis (not part of the article)

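Poly-A RNA of mouse small intestinal organoids was sequenced in 15 libraries, 3 for each of 5 conditions: Halo-NLS, SOX9-mEGFP_budding, SOX9-Halo_budding, SOX9-mEGFP_spheroid and SOX9-Halo_spheroid. Each library's condition was taken from its label in the series. Halo-NLS and SOX9-mEGFP_budding were at the same passage (11 after crypt isolation and 8 after transduction), and every other condition has its own passage number. The methods do not state RNA amount, adaptor dilution or number of PCR cycles per library, so library batches could not be examined. The replicate numbers were tested for a shared batch. Of 30 pairs of same-numbered libraries, 17 had deviations from their condition's mean that correlated at r above 0.1 over 11054 genes (median r 0.213, from -0.32 to 0.82), and in 9 of the 10 pairs of conditions the numbers were not taken to pair the libraries. Between SOX9-Halo_budding and SOX9-Halo_spheroid all 3 same-numbered pairs exceeded 0.1 (r = 0.403, 0.234 and 0.344, mean of the other-numbered pairs -0.170), so by this correlation alone the numbers pair the libraries there, and a fit with the number as a block within this line was added.

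The authors trimmed the reads, aligned them to the mouse genome mm39 with STAR, kept unique alignments and counted reads on genes with HTSeq in union mode without strand. The deposited table of counts lists 78298 genes, of which 25366 have no count in any library and 21883 no symbol. It holds whole numbers and is not normalized. Of its gene identifiers, 78168 are in the GENCODE M39 annotation, from which gene positions were taken. A second table holds DESeq2-normalized counts of 31729 genes. Their total counts start at 10, and the genes left out have at most 9. All columns of values per library were assigned to a library, and 0 were left over. The authors ran DESeq2 with default settings on all 5 conditions together, and each of their 7 deposited comparison tables gives, as deposited, the signal of a gene as the mean of size-factor normalized counts over all 15 libraries, the log2 fold change, 2 scores (its standard error and the Wald score, their ratio), the Wald p-value and the p-value adjusted after Benjamini-Hochberg. These tables were used here only to count calls and their overlaps and to look up named genes.

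Per library, between 28062722 and 40559766 reads were counted on genes (median 33491297). Reads on no gene made up 1.83% to 6.10% of reads (median 3.39%) and reads on more than 1 gene 9.65% to 13.6% (median 11.0%). The number of genes with a count ran from 24214 to 40375 (median 28352), the highest in Halo-NLS replicate 3. The 10 most abundant genes took 6.77% to 9.61% of the counts and mitochondrial genes 1.88% to 5.26%. Replicates were far from identical, with a correlation of log2 CPM between 0.943 and 0.993. A count of 0 allows up to 3 counts, and where all libraries of a condition held at most 3 counts, a fold change was computed against this limit and given as a lower bound.

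Counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes were filtered with edgeR's filterByExpr by condition, which left 17560, of which 15718 had a mean normalized count of at least 10. Counts were scaled with TMM, and 1 quasi-likelihood model with 1 coefficient per condition was fitted to the 15 libraries. The common biological coefficient of variation was 0.302. A gene was called at an adjusted p (Benjamini-Hochberg) of at most 0.01, an absolute log2 fold change of at least 1 and a mean normalized count of at least 10. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Comparisons were made between the conditions the paper compares, between SOX9-mEGFP_budding or SOX9-mEGFP_spheroid and Halo-NLS, and between the SOX9-mEGFP conditions, and the difference between both tags in the change from budding to spheroid was tested as an interaction.

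The genes named are those the paper names from these data, except 2 that are not reported here, Mki67, and for each of 5 comparisons the 3 called genes with the largest fitted rise and the 3 with the largest fall among genes with a mean normalized count of at least 100 in the libraries compared and no overlap between conditions. From lists of genes, the 3 most abundant members were named. No Gene Ontology annotation was at hand, so the functions the paper reports were represented by lists of gene symbols. There were 33 lists, of which 32 had at least 3 tested genes. They covered metabolism and transport, adhesion and cytoskeleton, signalling, stem cell and fetal-like states, other tissues and cell types, and general processes, and were tested with camera at a preset correlation of 0.01. The enrichment analysis of the paper was not repeated.

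The comparisons, thresholds, lists, rule for named genes and most alternatives were fixed before the data were examined. These alternatives were DESeq2, RLE scaling, library sizes alone, no filter on low counts, a fit of only the libraries compared, a term for the replicate number, an adjusted p of at most 0.05, a log2 fold change of at least 2, no minimum mean count, and fits that left out 1 library each. For lists, fry, camera with an estimated correlation and lists without genes of mean count below 10 were used. Added after seeing the data were DESeq2 on genes with at least 10 counts in total, a correction for the trend of counts with GC content in each library, a correction for GC content and gene length, and the replicate number as a block within the SOX9-Halo line, alone and with the GC correction. GC content was available for 17556 of the tested genes.

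The procedure was tested on simulated data with the sample sizes and spread of these libraries, in which 200 genes were changed. edgeR called 133 of them with 3 false calls, DESeq2 156 with 9 false calls, and edgeR with only 6 libraries 125 with 3 false calls. The interaction test called 90 with 2 false calls. With trends in GC content added, edgeR called 113, and 134 after the correction. Of 20 simulated lists, camera called the 10 shifted ones in the right direction and 0 of the others. The genes were simulated independently of each other, so this does not test camera's FDR where genes of a list are correlated.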

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

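The tests of a male donor, of mesenchymal cells, of GC content in the squamous and the gastric list each on its own, of GC content as the whole cause of the chromosome departures of 0.4 or more, of a local cluster of genes and of 1 deviating library were chosen only after the result was seen.

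The change from budding to spheroid differed between the lines. The interaction test called 1297 genes, 318 with the larger value in the SOX9-Halo line and 979 with the smaller. A single change that the SOX9-Halo line had carried further would put the genes in the same direction and larger in that line. Of them, 55.67% (722) did so, under the 90% set as the limit. This share cannot decide, because the fitted direction of a gene unchanged in the SOX9-mEGFP line is left to its spread. A further 74 moved the same way and more in the SOX9-mEGFP line, and 501 had opposite fitted directions. Of these 501, 53 were called in both lines, and these 53 argue against such a change as the whole cause, for the genes they cover. With the GC trend removed from each library, 1246 of the 1297 genes were called again in the same direction. Of 100 splits of the 12 SOX9 libraries, 3 gave as many genes, the real one included. The other 2, with 1526 and 1435 genes, kept the libraries of each spheroid line together and exchanged budding libraries, so the splits measure mainly the difference between the spheroid lines. What stays open is untested: the tag, the passage (52 against 27) and the line differ together between the spheroids, and for part of the genes the same change may have gone further in the later line.

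Some chromosomes moved as a whole, in data the paper does not analyse by position. In each of 8 comparisons, the median log2 fold change of a chromosome's genes was set against the other chromosomes, with 10000 random gene sets matched on expression. Of 160 chromosome and comparison pairs, 51 departed by at least 0.2 with an adjusted p of at most 0.05. With the GC trend removed, 19 did, so GC content fits as the source of the others. GC content as the whole cause of the larger departures is argued against, since 14 pairs departed by 0.4 or more with the trend removed, on chromosomes 8, 15, 18 and 19. A local cluster of genes is argued against for 11 of these 14, in which all 4 parts of the chromosome, of equal gene number, departed by at least 0.2 in 1 direction. The exceptions were chromosome 15 (first part 0.0373) and chromosome 18 (last part -0.122) between the spheroid lines, and chromosome 18 within the SOX9-mEGFP line (last part 0.112). A single deviating library is argued against, since in all 14 the 3 libraries of 1 condition lay on one side of the 3 of the other. The largest departure with the trend removed was 0.603 in size, on chromosome 19, near the 0.585 that 3 copies in place of 2 would give, so a gain or loss of a whole chromosome in most cells is a candidate explanation.

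By condition, chromosome 8 stood at 0.41 ± 0.0216 (SD, n = 3) in SOX9-Halo_spheroid and between -0.129 and -0.0687 in the others. Chromosome 15 stood at 0.276 and 0.305 in SOX9-mEGFP budding organoids and spheroids and between -0.281 and -0.142 in the others. Chromosome 18 stood at 0.427 ± 0.0653 in SOX9-mEGFP_spheroid. Chromosome 19 stood at 0.295 in Halo-NLS and 0.285 in SOX9-Halo_spheroid, at -0.285 in SOX9-Halo_budding and -0.336 in SOX9-mEGFP_spheroid. In SOX9-mEGFP_budding it was 0.0452 ± 0.138, with libraries at -0.0853, 0.0318 and 0.189. Between SOX9-Halo_budding and SOX9-mEGFP_budding, 95.8% of the genes of chromosome 15 lay in the direction of its departure of -0.498. These departures enter the calls: chromosome 19 held 47.1% of the genes downregulated in SOX9-Halo_budding, and chromosome 15, with 4.25% of the genes, 54 of the 350 upregulated in SOX9-mEGFP_budding. Copy number was not measured here, and no biological explanation was tested.

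Xist was expressed in the SOX9-Halo lines alone, with a mean normalized count of 8391 in SOX9-Halo_budding and 1852 in SOX9-Halo_spheroid, and near 0 in the other conditions. The paper states that female mice were used and does not report Xist. A male donor of the lines without Xist is argued against: the highest count of any of 4 Y-linked genes (Ddx3y, Uty, Eif2s3y and Kdm5d) in any library was 1. The presence of 2 active X chromosomes in those lines is argued against as well, since the median of X-linked genes, relative to the autosomes, differed by 0.066 between SOX9-Halo_budding and SOX9-mEGFP_budding. Loss of 1 X chromosome in the lines without Xist may explain the pattern. The 7 genes that escape X inactivation had a median of 0.444 higher in SOX9-Halo_budding than in SOX9-mEGFP_budding (0.399 with the GC trend removed), and all 7 were higher. No single one of them reached an adjusted p of 0.05 there, the list had an FDR of 0.0327 in camera and 0.149 in fry, and in the spheroids its median was 0.121 (0.282 with the GC trend removed, 6 of 7 higher). Against Halo-NLS, also without Xist, the median was 1.23 in SOX9-Halo_budding, with 4 of the 7 at an adjusted p of at most 0.05 (camera FDR 0.0175, fry FDR 0.00716), and 0.449 with the GC trend removed (6 of 7 higher). The GC trend enters this comparison, since SOX9-mEGFP_budding, which lacks Xist as well, had a median of 0.592 against Halo-NLS (camera FDR 0.45). In SOX9-Halo_spheroid against Halo-NLS it was 0.83, and 0.606 with the trend removed (5 of 7 higher). The other X-linked genes stood 0.365 above the autosomes in SOX9-Halo_budding against Halo-NLS and -0.00364 with the trend removed. In SOX9-Halo_spheroid against Halo-NLS they stood 0.368 above the autosomes, and 0.209 with the trend removed.

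The p53 target genes, a list the paper does not discuss, rose from SOX9-Halo_budding to SOX9-Halo_spheroid with a median log2 fold change of 1.696 over 12 genes, 10 of them upregulated DEGs (camera FDR 1.8e-06). Against Halo-NLS, the median of the list in SOX9-Halo_spheroid was 2.196. Ccng1 and Perp rose and Cdkn1a, the most abundant, did not change detectably against Halo-NLS (log2 fold change -0.46, adjusted p = 0.27 from edgeR's quasi-likelihood test). In the SOX9-mEGFP line the median from budding to spheroid was 1.04 (FDR 2.8e-04), and in SOX9-Halo_budding against Halo-NLS it was 0.14 (FDR 0.93). GC content bias is argued against, since the median was 1.665 with the trend removed. Time in culture without the change of morphology stays open and was not tested, because the later passages are the spheroids.

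Squamous epithelial genes rose in SOX9-Halo_spheroid against Halo-NLS with a median log2 fold change of 4.608 over 10 genes, and gastric genes with 0.58 over 9. Ivl, Dsg3 and Sprr1a rose by 10.34, 8.61 and 4.04. With the GC trend removed, 1 of the 2 lists still passed an FDR of 0.05, which leaves GC content bias open for the pair. For the squamous list alone it is argued against, since its median was 4.958. For the gastric list alone, the FDR of 0.05933 and a median that rose to 0.82 leave GC content and the rise apart undecided in this comparison. Looked at afterwards, the gastric list passed with the trend removed from SOX9-mEGFP_budding to SOX9-mEGFP_spheroid (FDR 6.3e-06). With the replicate block as well, it passed from SOX9-Halo_budding to SOX9-Halo_spheroid (median 3.224, FDR 0.018). Mesenchymal cells among the spheroids are argued against as the source. Of their markers, the 2 most abundant fell, Vim by a log2 fold change of -3.532 (adjusted p = 4.3e-04), from 127 to 221 counts per Halo-NLS library to 16 to 24, and Pdgfrb from 26 to 46 counts to 0 to 3. The markers did not move together, as Col1a1 rose from 1 to 8 counts to 12 to 32 and Des from 0 to 7 to 23 to 59. A change of the epithelial cells themselves stays open, as a hypothesis that these data do not test.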

How the results depend on the processing

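The settings DESeq2 on genes with at least 10 counts in total, the GC correction and the GC and length correction were chosen after seeing the data, as were the replicate block within the SOX9-Halo line and its combination with the GC correction. Where a value changed, the cause was not tested, unless fewer genes, fewer libraries or another threshold make it by construction.

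Counts of genes in SOX9-Halo_spheroid against Halo-NLS stayed within 1.5 times of those reported under every setting except a log2 fold change of at least 2. That threshold gave 1359 upregulated genes in this comparison, 203 up- and 46 downregulated in SOX9-Halo_budding against Halo-NLS, 1111 upregulated in SOX9-Halo_spheroid against SOX9-Halo_budding, 320 in SOX9-Halo_spheroid against SOX9-mEGFP_spheroid, 196 and 68 in SOX9-mEGFP_budding against Halo-NLS, 1542 and 1087 in SOX9-mEGFP_spheroid against Halo-NLS, and 979 upregulated in SOX9-mEGFP_spheroid against SOX9-mEGFP_budding.

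The comparisons with few DEGs moved most. Up- and downregulated genes in SOX9-Halo_budding against Halo-NLS (438 and 221), SOX9-Halo_budding against SOX9-mEGFP_budding (51 and 29) and SOX9-mEGFP_budding against Halo-NLS (350 and 134) were, in this order, 1541 and 530, 87 and 85, and 1253 and 332 at an adjusted p of at most 0.05; 1176 and 426, 92 and 104, and 926 and 271 with DESeq2; 1168 and 422, 100 and 107, and 933 and 275 with DESeq2 on genes with at least 10 counts in total; 1933 and 424, 116 and 164, and 1730 and 261 with no low-count filter; and 5 and 0, 17 and 2, and 65 and 38 with only the libraries compared. Library sizes alone gave 1068 and 109 in the first and 620 upregulated in the third. The GC correction gave 113 and 49 downregulated in the first and second, and the GC and length correction 112 and 47. The replicate block gave 570 and 306 in the first, whose libraries share only a number. An adjusted p of at most 0.05 gave 2058 genes for the interaction. No minimum mean count changed no count by more than 1.5 times.

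Library sizes alone also shifted the share of upregulated genes, to 58.2% in SOX9-Halo_spheroid, 90.7% in SOX9-Halo_budding, 85.2% in SOX9-mEGFP_budding and 69.0% in SOX9-mEGFP_spheroid, all against Halo-NLS. The median of all tested genes was then between 0.26 and 0.30. In SOX9-Halo_spheroid against Halo-NLS, where downregulated genes were the more numerous (2392 up- and 2682 downregulated), upregulated genes were the more numerous with library sizes alone (3102 and 2229), with no low-count filter (3032 and 2633) and without Halo-NLS replicate 1 (3146 and 2720).

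Leaving out 1 library changed these counts. Upregulated genes ran from 125 (without Halo-NLS replicate 2) to 1986 (without Halo-NLS replicate 1) in SOX9-Halo_budding, from 143 to 1839 (without the same libraries) in SOX9-mEGFP_budding against Halo-NLS, and from 408 (without SOX9-mEGFP_spheroid replicate 2) to 566 in SOX9-Halo_spheroid against SOX9-mEGFP_spheroid. Downregulated genes ran from 60 (without SOX9-Halo_budding replicate 3) to 384 (without Halo-NLS replicate 1) in SOX9-Halo_budding, from 8 (without SOX9-Halo_budding replicate 1) to 42 between the budding lines, and from 72 (without SOX9-mEGFP_budding replicate 2) to 345 (without Halo-NLS replicate 1) in SOX9-mEGFP_budding.

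The number of gene lists past an FDR of 0.05 was 7 in SOX9-Halo_spheroid against Halo-NLS, 0 in SOX9-Halo_budding, 7 in SOX9-Halo_spheroid against SOX9-Halo_budding, 0 in SOX9-mEGFP_budding and 8 in SOX9-mEGFP_spheroid against SOX9-mEGFP_budding in camera with estimated correlation. With fry it was 1 in SOX9-Halo_budding and 2 in SOX9-mEGFP_budding. In SOX9-Halo_budding it was 4 with no low-count filter, 4 with only the libraries compared, 5 with the GC correction and 4 with the GC and length correction, which gave 8 in SOX9-mEGFP_budding. Leaving out 1 library gave 2 (without Halo-NLS replicate 1) to 5 (without Halo-NLS replicate 3) in SOX9-Halo_budding and 2 to 7 (without the same libraries) in SOX9-mEGFP_budding.

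The first principal component held 76.1% of the variance with the larger set of variable genes, 61.5% with all tested genes and 80.3% to 86.3% with 1 library left out. The second held 14.9%, 16.3% and 8.55% to 13.4%. The correlation between the tags was 0.515 with DESeq2, 0.588 with DESeq2 on genes with at least 10 counts in total, 0.450 with no low-count filter, 0.766 with only the libraries compared and 0.684 to 0.709 with 1 library left out. The GC correction lowered the chromosome and comparison pairs past the threshold to 19.

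Of named genes, 4 results reversed. Lgr5 in SOX9-Halo_spheroid against Halo-NLS was 0.0341 with library sizes alone, which moved all genes of that comparison up together (median 0.30), so the gene did not move against the others. Olfm4 in SOX9-Halo_budding was just under 0 without Halo-NLS replicate 1, -0.14 without Halo-NLS replicate 2, -0.96 without SOX9-Halo_budding replicate 3, -0.47 with the GC correction and -0.30 with the GC and length correction, and in SOX9-mEGFP_budding -2.001 without SOX9-mEGFP_budding replicate 3. Their highest values were 1.57 and 2.96, both without Halo-NLS replicate 3. Mki67 in SOX9-Halo_spheroid was -0.13 and -0.09 without Halo-NLS replicates 2 and 3, -0.06 without SOX9-Halo_spheroid replicate 3 and -0.35 with the GC and length correction, and at the most 1.10 (without Halo-NLS replicate 1). Over all settings of named genes, 27 results became stronger, 33 weaker and 1294 kept their direction and side of the threshold.

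Of gene lists, the test's direction reversed in the following, each given by its median. In SOX9-Halo_budding these were Wnt pathway components with no low-count filter (-0.46), without Halo-NLS replicate 1 (-0.49) and without SOX9-Halo_budding replicate 2 (-0.46); Wnt target genes without SOX9-Halo_budding replicate 1 (-0.15) and with the GC correction (0.20); YAP target genes without SOX9-Halo_budding replicate 2 (-0.16); and brush-border enzymes without Halo-NLS replicate 3 (-0.0384) and with the GC and length correction (0.0697). They were also stem cell genes with library sizes alone (0.78), without Halo-NLS replicate 1 (0.14) and without SOX9-Halo_budding replicate 3 (-0.27); other fetal-like genes with no low-count filter (0.25), without Halo-NLS replicate 3 (0.55) and without SOX9-Halo_budding replicates 1 and 2 (0.23 and 0.14); and solute carriers with fry (-0.0110), no low-count filter (-0.15), without Halo-NLS replicate 2 (0.10) and with the GC correction (0.0774). In SOX9-mEGFP_budding, Wnt target genes (-0.26) and stem cell genes (-0.23) reversed without SOX9-mEGFP_budding replicate 3. In SOX9-Halo_spheroid against Halo-NLS, stem cell genes did so with no low-count filter (-0.46), without Halo-NLS replicate 3 (0.09) and without SOX9-Halo_spheroid replicate 1 (0.14). Actin cytoskeleton genes did so with RLE scaling (0.0608), no low-count filter (-0.14), lists without genes of mean count below 10 (0.14), the replicate block (0.11), without Halo-NLS replicate 2 (0.03), without SOX9-Halo_spheroid replicates 1 and 2 (0.15 and 0.07) and with the GC correction (0.18). The other ends of the ranges with 1 library left out were, in SOX9-Halo_budding, -0.0460 for Wnt pathway components (without Halo-NLS replicate 3), -0.61 for Wnt target genes and -0.44 for other fetal-like genes (without SOX9-Halo_budding replicate 3), 0.30 for YAP target genes and 1.11 for brush-border enzymes (both without Halo-NLS replicate 1), 1.06 for stem cell genes (without Halo-NLS replicate 3) and -0.12 for solute carriers (without SOX9-Halo_budding replicate 2). They were 0.63 for Wnt target genes (without SOX9-mEGFP_budding replicate 1) and 1.68 for stem cell genes (without SOX9-mEGFP_budding replicate 2) in SOX9-mEGFP_budding, and in SOX9-Halo_spheroid -0.0222 for stem cell genes and -0.00114 for actin cytoskeleton genes (without SOX9-Halo_spheroid replicate 3), the latter reaching 0.32 without Halo-NLS replicate 3. Over all settings of lists, 24 results became stronger, 69 weaker and 1127 kept their direction and side of the threshold.

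In SOX9-Halo_spheroid against SOX9-Halo_budding, the only comparison in which the numbers pair the libraries, the replicate block within the SOX9-Halo line gave 1882 up- and 2509 downregulated genes, and with the GC correction in the same fit 1970 and 2618. With both, Lgr5 (-1.90) was not called (adjusted p = 0.011). The block changed no other call of a named gene or list there. Its p53 target genes had a median of 1.72 and its chromosomes 8 and 19 departed by 0.505 and 0.58 with both.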

Differences from the paper's values

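Alternatives set before the data were examined numbered 15 for each count of genes, fits that left out 1 library included. DESeq2 on genes with at least 10 counts in total was chosen after seeing the values.

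From Halo-NLS to SOX9-Halo_budding, 438 genes were upregulated, against the paper's about 1200 in Fig. S4D, read by eye. Of the 15 alternatives, 3 came within 1.5 times of it: an adjusted p of at most 0.05 (1541), DESeq2 (1176) and library sizes alone (1068), and the other 12 did not. DESeq2 on genes with at least 10 counts in total, chosen after seeing the values, gave 1168. The authors' deposited DESeq2 comparison also holds 1168 at these thresholds, so the gap goes with DESeq2 in place of edgeR. In the same comparison 221 genes were downregulated, against the paper's about 420 in Fig. S4D, read by eye. Here 6 of the 15 closed the gap: an adjusted p of at most 0.05 (530), DESeq2 (426), no filter on low counts (424), a term for the replicate number (306), and the fits without Halo-NLS replicate 1 (384) and without SOX9-Halo_budding replicate 2 (320). The other 9 did not. The alternative chosen after seeing the values gave 422, the number in the authors' deposited comparison.

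Between SOX9-Halo_budding and SOX9-mEGFP_budding, 51 genes were higher, against the paper's about 99 in Fig. S4B, read by eye, and 29 lower, against about 110. For both counts 3 of the 15 alternatives closed the gap and 12 did not. These were an adjusted p of at most 0.05 (87 and 85), DESeq2 (92 and 104) and no filter on low counts (116 and 164). DESeq2 on genes with at least 10 counts in total, chosen after seeing the values, gave 100 and 107. The authors' deposited DESeq2 comparison holds the same numbers, so this gap goes with the test as well.

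The paper's text gives about 1000 DEGs between the spheroid lines, and 2313 genes were called here. The paper's Fig. S4C, read by eye, shows about 760 genes higher and 1900 lower in the SOX9-Halo line, and the 630 and 1683 called here lay within 1.5 times of these. It describes Olfm4 as raised in budding SOX9 organoids, and Olfm4 had a log2 fold change of 0.29 in SOX9-Halo_budding (adjusted p = 0.88) and 1.68 in SOX9-mEGFP_budding (adjusted p = 0.33), called in the latter only without the filter on low counts. Lgr5, which the paper also describes as raised, was not called in SOX9-Halo_budding (1.78, adjusted p = 0.034); it was called with DESeq2 (0.0066), DESeq2 on genes with at least 10 counts in total (0.0077, chosen after seeing the values) and no filter on low counts (2.9e-07). In SOX9-mEGFP_budding it was called only without that filter. In the authors' deposited table, Olfm4 had a log2 fold change of 0.25 in SOX9-Halo_budding.

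The paper describes stem cell markers and markers of intestinal lineages as lost. As a list, the 15 markers fell, with a median of -9.659 in SOX9-Halo_spheroid against Halo-NLS. From SOX9-mEGFP_budding to SOX9-mEGFP_spheroid it was -3.309. There were exceptions. Ascl2 was not called in SOX9-Halo_spheroid against Halo-NLS (-1.10, adjusted p = 0.12), and Lgr5 did not change detectably there (-0.26, adjusted p = 0.71). Hes1 changed there by less than 2-fold (-0.94) and was called only without Halo-NLS replicate 3 (-1.15). Krt20 did not fall detectably from SOX9-mEGFP_budding to SOX9-mEGFP_spheroid (-1.02, adjusted p = 0.15). Atoh1 was not lower in SOX9-mEGFP_spheroid (mean normalized count 306) than in Halo-NLS (227). Lgr5 was higher in SOX9-mEGFP_spheroid than in Halo-NLS in the authors' deposited values (1.957, DESeq2's Wald test, adjusted p = 0.0012). Among the genes the paper shows as raised in spheroids, Tgfb1 was not called in SOX9-Halo_spheroid against Halo-NLS (1.91, adjusted p = 0.014). It was called under 7 alternatives: DESeq2, library sizes alone, no filter on low counts, only the libraries compared, and, chosen after seeing the values, DESeq2 on genes with at least 10 counts in total, GC correction, and GC and length correction.

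The paper's processes are Gene Ontology terms enriched among DEGs, whereas the lists here were tested for a shift of all their genes. These measures can differ. The paper describes metabolic and transport processes as lower in both transitions. None of the lists for xenobiotic metabolism, lipid metabolism, solute carriers or brush-border enzymes passed from Halo-NLS to SOX9-Halo_budding. The respiratory chain list did pass downwards there, as in the paper (median -0.52, camera FDR 4.3e-10), although not in fry (FDR 0.076). Xenobiotic metabolism passed there with only the libraries compared (FDR 0.047), without Halo-NLS replicate 3 (0.0047), and, chosen after seeing the values, with the GC correction (0.0041) and the GC and length correction (0.023). Lipid metabolism passed with only the libraries compared (0.044), without Halo-NLS replicate 3 (0.043) and without SOX9-Halo_budding replicate 1 (0.048). The paper links genes upregulated in the first transition to Wnt signalling. The Wnt pathway list had a median of -0.23 (FDR 0.82) there, although more of its DEGs were up- than downregulated. This list passed in fry with the GC correction, chosen after seeing the values (FDR 0.038), and in SOX9-mEGFP_budding against Halo-NLS with that correction (FDR 0.0068). The paper lists actin filament organization among the processes of genes upregulated in spheroids, and reports actin stress fibers in stained monolayers. The actin cytoskeleton list did not shift as a whole (median 0.09, FDR 0.99), although more of its DEGs were up- than downregulated. It describes Yap1 as not significantly altered, and no change reached 2-fold; without a fold change threshold, its adjusted p in SOX9-Halo_spheroid was 0.0056 with the GC correction, chosen after seeing the values.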

Other observations

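The tests of GC content as the whole cause of the genes called in SOX9-Halo_budding, of a GC trend that varies between libraries of 1 condition and of genes chosen in 1 morphology and tested in the other were chosen only after the result was seen.

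Log2 fold changes against Halo-NLS followed the GC content of the transcripts. Across genes, r was -0.45 in SOX9-Halo_budding, -0.389 in SOX9-mEGFP_budding, -0.205 in SOX9-mEGFP_spheroid and -0.0937 in SOX9-Halo_spheroid. From the fifth of genes with the lowest GC content to the highest, the median ran from 0.551 to -0.362 in SOX9-Halo_spheroid. In SOX9-mEGFP_spheroid it ran from 0.76 to -0.548. In SOX9-Halo_budding, the median log2 fold change of 5 groups of genes from lowest to highest GC content was 0.77, 0.38, 0.01, -0.33 and -0.52. GC content as the whole cause of the 659 genes called there is argued against, since 408 were called again in the same direction with the trend removed from each library, 329 of the 438 upregulated and 79 of the 221 downregulated. The slopes of the Halo-NLS libraries per 10 points of GC content were -0.0749, 1.08 and 0.905, those of the budding SOX9 libraries ran from -0.598 to 0.348, and an exact two-sided permutation test of the 9 libraries gave p = 0.0238 (84 splits, smallest possible p 0.0119). The trend and the condition cannot be told apart, because all 3 Halo-NLS libraries are 1 condition and no batch is given.

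Ribosomal protein and respiratory chain genes were lower in SOX9-Halo_budding than in Halo-NLS. GC content bias is argued against as the whole cause, since with the trend removed the ribosomal list had a median of -0.4647 (-0.67 without the correction) and both lists passed. With GC and length trends removed both still passed, with a median of -0.2932 for the ribosomal genes. The lists passed neither in fry nor with an estimated correlation. What lowers them stays open. In SOX9-mEGFP_budding the medians against Halo-NLS were -0.59 and -0.49.

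The splits of the 6 libraries of a comparison bear on the counts of called genes. From Halo-NLS to SOX9-Halo_budding, 2 of the 10 splits gave as many genes, the other being Halo-NLS replicate 1 with SOX9-Halo_budding replicates 1 and 3 against the rest, with 993 genes. With the GC trend removed, this comparison gave 555 genes in the real split and at most 47 in the others. For SOX9-Halo_spheroid against Halo-NLS, 1 of the 10 splits gave as many, the real one, and the same held for SOX9-Halo_spheroid against SOX9-Halo_budding, SOX9-Halo_budding against SOX9-mEGFP_budding, SOX9-Halo_spheroid against SOX9-mEGFP_spheroid, SOX9-mEGFP_budding against Halo-NLS, SOX9-mEGFP_spheroid against Halo-NLS and SOX9-mEGFP_spheroid against SOX9-mEGFP_budding. In SOX9-Halo_spheroid against SOX9-Halo_budding, whose same-numbered libraries deviated together, 4 of the 10 splits part all 3 pairs, and of these only the real one called any gene. With 10 splits no share under 0.1 is possible.

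SOX9-mEGFP_budding had 350 up- and 134 downregulated genes against Halo-NLS, SOX9-mEGFP_spheroid 2690 and 2133, and from SOX9-mEGFP_budding to SOX9-mEGFP_spheroid 1501 were up- and 1384 downregulated. The budding lines share their control. Their log2 fold changes against it had r = 0.771 across genes, against a mean of 0.510 (highest 0.527) in 20 simulations with no change in either line. In both lines, 249 genes were called with the same direction, against 0. The simulated counts lacked the GC trend that the Halo-NLS libraries carry into both comparisons. They thus cannot tell a change shared by the lines from a trend in their control. Of the 24 genes the paper selects, 17 passed in SOX9-mEGFP_spheroid against Halo-NLS and 18 adjusted over the list alone. Of the calls made here, the authors' deposited table called 4996 of 5074 in SOX9-Halo_spheroid against Halo-NLS and 653 of 659 in SOX9-Halo_budding against Halo-NLS, with 0 in the opposite direction.

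Genes silent in both SOX9-mEGFP lines and expressed in the others, or the reverse, were counted among the SOX9 conditions. With silent taken as at most 3 counts per library, pairing the conditions by tag gave 1 gene and the crossed pairing 0, too few to decide alone, and by morphology there were 22. With limits of 5 and 10 counts, pairing by tag gave 3 and 6 genes, Xist among the 6. The crossed pairing gave 0 at both limits, and by morphology there were 38 and 82. Chance among the SOX9 conditions is argued against by genes chosen in 1 morphology and tested in the libraries of the other. Of 14 genes silent in SOX9-mEGFP_spheroid and expressed in SOX9-Halo_spheroid, 4 were upregulated in SOX9-Halo_budding against SOX9-mEGFP_budding and 0 downregulated (0.0248 upregulated by chance, one-sided Fisher's exact test p = 6.8e-09). Of 7 chosen in the budding organoids, 3 were upregulated between the spheroids and 0 downregulated (one-sided Fisher's exact test p = 5.7e-04). In the reverse direction, none of 68 genes silent in SOX9-Halo_spheroid was called in the budding organoids. What makes the lines differ stays open. The gene split by tag at the limit of 3 counts is 1700030C10Rik (ENSMUSG00000099759, chromosome 12 from 20854368 to 20865839), a long noncoding RNA named here after its values were seen. It had 309.0 ± 100.0 normalized counts (SD, n = 3) in Halo-NLS, 194.3 ± 53.4 in SOX9-Halo_budding, 281.5 ± 32.5 in SOX9-Halo_spheroid and 0 in all SOX9-mEGFP libraries. Another region of the small intestine as the origin of the lines is a possible explanation. A list of 6 proximal genes had a median of 0.7786 between SOX9-Halo_budding and SOX9-mEGFP_budding (FDR 9.7e-05), and 4 distal genes one of -0.22 (FDR 0.0495). In the spheroids both lists were lower in the SOX9-Halo line (-2.02 and -1.78). Between SOX9-mEGFP_budding and Halo-NLS, which expressed 1700030C10Rik, neither list passed (proximal median -0.30, distal 1.31, FDR 0.67 for both).

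Halo-NLS replicate 3 had counts on 611 olfactory receptor genes, against a median of 86.5 (29 to 262) in the other libraries, and on more genes overall than any of them. Genomic DNA or unspliced RNA in this library is a candidate source. Olfactory receptors are not expected in this tissue, and no biological explanation was tested.

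Other lists in SOX9-Halo_spheroid against Halo-NLS included the interferon response (median 1.30, camera FDR 0.035), the cell cycle (0.31, FDR 0.24) and markers of immune cells (-4.22, or -1.91 with genes near 0 counts set to their bounds, FDR 0.065) and endothelial cells (-1.16, FDR 0.73). The SOX9 and YAP genes the paper names had a median of 4.66 over 3 genes (FDR 0.013). Genes that differ between C57BL substrains did not move (0.20, FDR 0.54).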
